# JNK and p53 cause human and mouse **β** cell death during excessive unfolded protein response

**DOI:** 10.1172/JCI193035

**Published:** 2026-08-03

**Authors:** Rohit B. Sharma, Christine Darko, Ying Wang, Thalia A. Castro, Tara Doma Lama, Brian Gablaski, Andrew Rappa, David Redmond, Jason K. Kim, Amy S. Lee, Laura C. Alonso

**Keywords:** Endocrinology, Metabolism, Cell stress, Diabetes, Insulin

## Abstract

Endoplasmic reticulum (ER) stress contributes to β cell death in both Type 1 and Type 2 diabetes (T1D and T2D). However, the molecular mechanisms driving β cell death during ER stress remain insufficiently defined, limiting development of protective therapies. GRP78, an ER chaperone, is the master regulator of unfolded protein response (UPR), suppressing UPR initiators during the unstressed state and releasing them to allow UPR activation during stress. To dissect the pathways leading to ER-stress response related β cell decompensation, we engineered mice genetically lacking GRP78 in pancreatic β cells. GRP78 deletion caused acute insulin-deficient diabetes in pups before weaning, with reduced β cell mass due to increased apoptosis. Molecular studies identified deregulated UPR, specifically IRE1 activity, as driving cell death. Unbiased and targeted analyses identified a JNK-p53 axis downstream of IRE1 kinase as a key mediator of β cell death during UPR activation. In vivo JNK inhibition protected against β cell death in 2 distinct ER stress diabetes models. In human β cells, pharmacological inhibition of both JNK and p53 improved β cell survival during GRP78 knockdown–induced UPR. These findings provide insight into mechanisms causing β cell death during ER stress and outline possible therapeutic targets to preserve insulin secretory capacity in diabetes.

## Abstract 2

This study identifies JNK and p53 as mediators of pancreatic beta cell death during ER stress, which could lead beta cell preserving therapies for diabetes.

## Introduction

Pancreatic β cells are the sole source of circulating insulin. β cell dysfunction or loss leads to diabetes, whether due to autoimmune attack (type 1 diabetes, T1D) or in the context of obesity and insulin resistance (type 2 diabetes, T2D) (1). Insulin is a secreted polypeptide, and proinsulin synthesis places substantial demand on the β cell endoplasmic reticulum (ER) (2, 3). Active β cells dynamically engage the unfolded protein response (UPR), an ER stress response system, to adapt to insulin synthesis demand. As such, the UPR is a critical pillar for maintaining healthy β cell function (3). Paradoxically, however, not just unresolved ER stress but also excess UPR stress response can lead to β cell dysfunction and demise (4, 5).

The specific mechanisms responsible for β cell death during ER stress and the stress response are important, as they represent opportunities to intervene to prevent or treat both T1D and T2D by enhancing β cell survival (5, 6). The best understood mechanisms linking canonical ER stress pathways with cell death include excessive PERK activation, which leads to accumulation of prodeath C/EBP homologous protein (CHOP) (7) and IRE1 hyperactivation, which causes a nonspecific toxic degradation of ER-associated mRNAs called regulated IRE1-dependent decay (RIDD) (8). Other pathways leading to cell death have also been reported (4, 5). In addition, loss-of-function mutations in genes encoding ER proteins can cause β cell failure (9–17).

The 78-kDa glucose regulated protein (GRP78; BIP; encoded at *HSPA5*) is an abundant calcium-binding ER resident Hsp70-family chaperone discovered in 1977 as a protein induced by glucose starvation (18, 19). GRP78 has multiple functions, including chaperone activity, targeting misfolded proteins for ERAD, maintaining ER calcium stores, and, crucially, regulating the initiation of UPR pathways (20). Cellular GRP78 reduction leads to unregulated activation of the ER stress response. Deletion of GRP78 from all tissues in mice results in early embryo lethality around the time of implantation (21).

To explore mechanisms of β cell failure during ER stress with unresolved UPR, we engineered β cell–specific GRP78 deletion in mice. The results show GRP78 to be essential beyond its known role in proinsulin folding, as a critical factor without which β cells are lost en masse through apoptosis. Inhibiting UPR pathways rescued cell death, suggesting that apoptosis was due to unregulated UPR activation rather than unmet stress load. Tracing the molecular pathway causing β cell death revealed that, surprisingly, CHOP was not required; instead, a IRE1-JNK-p53 mechanism was responsible for β cell death. We identify acute inhibition of JNK and p53 as potential therapeutic approaches to preserve β cell mass during ER stress. This work provides insight into the molecular events leading to diabetes when β cell stress-resolving mechanisms fail.

## Results

### β cell–specific deletion of Grp78 causes early postnatal diabetes due to insulin deficiency.

We generated β cell–specific GRP78 deletion by crossing *Grp78^fl/fl^* mice (21) with *Ins1cre* mice in which *Cre* is knocked in at the *Ins1* gene locus (*Ins1cre^+/–^*) (22). *Ins1cre* mice in our colony exhibit close to 100% recombination efficiency (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI193035DS1). To avoid exposing pups to maternal β cell GRP78 or INS1 reduction in utero, *Grp78^fl/+^Ins1cre^+/–^* males were crossed to *Grp78^fl/+^Ins1cre^–/–^* females, which have 2 healthy *Ins1* alleles (Figure 1, A and B). GRP78 protein reduction in β cells was confirmed by immunostaining pancreas sections (Figure 1C).

We studied the metabolic health of progeny at 3–5 days, 2 weeks, and 4 weeks of age. Mice with β cell *Grp78* deletion had normal random blood glucose at 3–5 days of age, but glucose started to increase at 2 weeks and was markedly elevated at 4 weeks compared with littermate controls (Figure 1, D and E). Male and female *Grp78^fl/fl^Ins1cre^+/–^* mice were equally prone to diabetes (Supplemental Figure 2); therefore, combined data are shown. *Grp78* heterozygous mice were indistinguishable from controls. Since the intervention targeted β cells, we hypothesized that the hyperglycemia might be due to reduced insulin levels. Indeed, plasma insulin was significantly lower at 4 weeks in *Grp78*-deleted mice (Figure 1, F and G). Despite the severe hyperglycemia, body weight was not reduced in 4-week *Grp78*-deleted mice (Figure 1, H and I). To determine whether the diabetic phenotype was sustained into adulthood, *Grp78^fl/fl^Ins1cre^+/–^* mice and littermate controls were studied at 8 weeks of age (Supplemental Figure 3). *Grp78*-deleted mice showed evidence of ongoing catabolic state, with markedly reduced body weight and elevated blood glucose.

### Mice lacking β cell Grp78 have reduced β cell mass and disrupted islet architecture.

Hyperglycemia due to insulin deficiency in β cell specific *Grp78*-deleted mice could be due to reduction in β cell mass, insulin secretory function, or both. To measure β cell mass, pancreas sections were immunostained for insulin and counterstained with hematoxylin (Figure 2A). Islets from *Grp78*-deleted mice had visibly fewer insulin-labeled cells than littermate controls at 2 and 4 weeks, with loss of nearly all β cells by 8 weeks of age (Supplemental Figure 3). Pancreas weight was similar across genotypes at 4 weeks (data not shown), but reduced at 8 weeks of age, proportionate to the reduction in body size. Quantification identified a pronounced reduction in the percentage of insulin-positive area (data not shown) and β cell mass (Figure 2, B–D) in *Grp78*-deleted mice compared with control genotypes by 2 weeks of age (Figure 2C), which deepened at 4 weeks of age (Figure 2D) when control mice started to meaningfully expand β cell mass.

Islets in *Grp78*-deleted mice contained many insulin-negative cells, suggesting an altered cellular composition that might be due to a relative increase in other endocrine cells. Immunostaining for insulin and glucagon revealed a striking disruption of islet architecture. While control mice had a typical murine islet structure with peripheral α cells surrounding a β cell core, *Grp78*-deleted islets had relatively more α cells, fewer β cells, and an abnormal distribution of α cells in the islet center (Figure 2E). Quantification of insulin- and glucagon-labeled cells (Figure 2, F–H) showed a significant reduction in percentage β cells per islet as early as 3–5 days of age in *Grp78*-deleted pups (Figure 2F), before the reduction in β cell mass was evident, which worsened over time such that islets of 4-week *Grp78*-deleted mice contained only 20% β cells (Figure 2, G and H). Assessments of non–β islet cells (Supplemental Figures 4 and 5) revealed that α cell proliferation was not increased, nor was absolute α cell mass, suggesting the increased proportion of α cells might be passive, due to loss of β cells, rather than active expansion of the α cell compartment. Somatostatin-labeled cells were also increased. Intriguingly, the proportion of islet cell labeling for both insulin and glucagon was increased, which could represent stress-related α-to-β or β-to-α transdifferentiation (23), or failure of full maturation in this early-life time frame. Since there was no meaningful recovery of β cell mass at 8 weeks, any cellular plasticity this might represent did not rescue β cell number. Circulating glucagon levels were not elevated (Supplemental Figure 4F).

### Loss of β cell mass is primarily due to increased β cell apoptosis.

The collapse of the β cell population during early postnatal development could be due to loss of proliferative expansion, premature cell death, or both. Quantification of pancreas sections immunostained for insulin and S-phase label bromodeoxyuridine (BrdU; administered in 2 injections 4 and 2 hours before euthanasia) (Figure 3A) showed that β cell proliferation was indeed reduced in *Grp78*-deleted mice, but not until 4 weeks of age, well after the β cell loss began (Figure 3, B–D). This suggested that reduced proliferation might contribute to the accelerated loss of β cell mass that occurs after 2 weeks of age but was not likely the cause of the β cell deficit observed between birth and 2 weeks. In contrast, labeling β cells for apoptosis showed an evident excess of TUNEL-positive β cells in *Grp78-*deleted pups (Figure 3E) as early as 3–5 days of age (Figure 3, F and G). Taken together, these data suggest that reduced β cell mass accrual after birth in mice lacking *Grp78* in β cells is due predominantly to an early increase in β cell death, with late reduction in proliferation as a secondary contributor.

### GRP78 deletion induces a transcriptional signature of pathways involved in β cell death.

To dissect the mechanism of β cell death caused by reduction in GRP78, we developed an ex vivo model of *Grp78* depletion by isolating pancreatic islets from healthy *Grp78^fl/fl^* mice and introducing *Cre* by adenovirus to acutely knock down *Grp78* ex vivo in dispersed islet cells. Quantitative PCR analysis indicated robust *iCre* expression, marked *Grp78* mRNA reduction, and compensatory induction of *Grp94* chaperone, which indicates functional loss of GRP78 protein (Supplemental Figure 6). An immunoblot performed 72 hours after transduction showed a partial reduction in GRP78 protein levels (Figure 4, A and B). As with in vivo deletion, ex vivo *Grp78* knockdown increased β cell death, as measured by induction of terminal cell death executor protein cleaved caspase 3 (cCASP3) and ER stress cell death driver CHOP (Figure 4, A and B); by flow cytometry labeling for annexin V and PI (Figure 4, C and D); and by TUNEL staining in insulin-positive cells (Figure 4, E and F).

To explore mechanisms leading to β cell death after GRP78 depletion, we performed bulk RNA-seq on dispersed primary islet cells from 4 adult *Grp78^fl/fl^* mice (2 females, 2 males) after 72 hours of ex vivo knockdown by transducing with *Ad-LacZ* (control) or *Ad-Cre* (knockdown), a time point when β cell death had begun, but the cultures still contained mostly β cells. qPCR of parallel aliquots of the samples submitted for sequencing confirmed *Grp78* knockdown and compensatory increase in *Grp94* and *Calr* (Figure 4, G and H). 

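Dispersed islet cells from 4 islet preparations, labelled F1, M1, M2 and F2 by sex and number, were transduced with adenovirus carrying LacZ or Cre recombinase at a multiplicity of infection of 20 and kept in 15 mM glucose for 72 hours. Each preparation gave 1 library per condition, so that 4 Ad-LacZ libraries were compared with 4 Ad-Cre libraries. The sample labels give 2 animal numbers per preparation, whereas the paper counts 4 mice. The authors aligned paired-end reads of poly(A) libraries to the mouse genome to obtain raw counts, and deposited RPKM values, scaled by gene length and library size, for 25105 genes. The paper states neither the genome build nor the step from counts to RPKM. The low RPKM values rise in steps of whole reads, from which the depth is 15.7 to 23.0 M (mega) reads for the Ad-LacZ libraries (median 22.0 M) and 14.3 to 23.8 M reads for the Ad-Cre libraries (median 23.0 M). The paper gives 17 to 25 M paired-end raw counts per sample, which may not be the reads behind the RPKM values. RPKM values are not counts, so the groups were compared with limma on log2(RPKM + 1) after scaling by trimmed mean of M-values (TMM) factors computed on the RPKM values, over the 11590 genes above 1 RPKM in at least 4 of the 8 libraries. Fold changes on the log2(RPKM + 1) scale understate the change of low genes.
The targeted gene is listed as Hspa5 with the identifier ENSMUSG00000026864. In the 4 libraries labelled Ad-LacZ it had 438 ± 49.0 RPKM (SD, n = 4), and in the 4 libraries labelled Ad-Cre 1264 ± 231 RPKM (SD, n = 4). Its log2 fold change was 1.51 (standard error 0.18, adjusted p = 0.00224 from limma with Benjamini-Hochberg adjustment). Hspa5 was higher in each library labelled Ad-Cre than in each library labelled Ad-LacZ, with p = 0.0286 in an exact two-sided permutation test, the smallest p that 4 libraries against 4 allow. This direction goes against the label of the knockdown, and the values per gene do not separate the floxed exons from the others. Every direction given below is therefore that of the libraries labelled Ad-Cre. Hsp90b1, which encodes GRP94, rose from 548 ± 70.6 to 1821 ± 534 RPKM (SD, n = 4 each), a log2 fold change of 1.69 (standard error 0.22, limma's adjusted p = 0.00306). Calr rose from 279 ± 34.8 to 819.5 ± 107 RPKM (SD, n = 4 each), a log2 fold change of 1.55 (standard error 0.19, limma's adjusted p = 0.00223). Quantile normalization in place of TMM, an alternative added for single genes and gene lists after the data were seen, moved the 3 genes most, to log2 fold changes of 1.10 for Hspa5, 1.28 for Hsp90b1 and 1.12 for Calr.

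**Figure D1:**
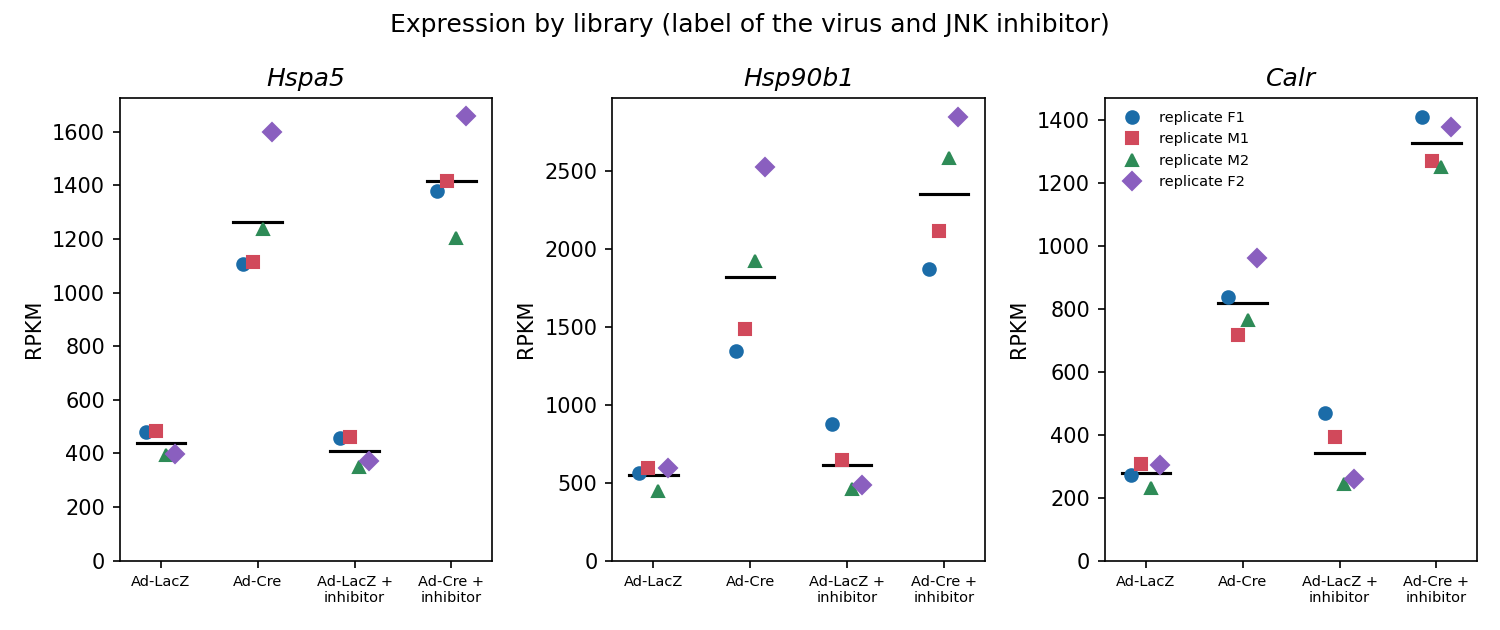
RPKM (y axis) of Hspa5, Hsp90b1 and Calr in each library, by the label of its virus and JNK inhibitor (x axis); points are libraries, marked by replicate, and lines are the means of 4. In all 8 libraries labelled Ad-Cre, Hsp90b1 and Calr lie above every library labelled Ad-LacZ.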

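The criteria of the paper are P under 0.05 and a fold change above 1.5; whether its P is adjusted is not stated, and it was taken as unadjusted here. With these criteria limma called 1191 of the 11590 genes between the libraries labelled Ad-Cre and those labelled Ad-LacZ, of which 580 were higher and 611 lower. With Benjamini-Hochberg adjusted p under 0.05 and the same fold change, 983 genes were called, 470 higher and 513 lower, and 982 of them changed in the same direction in all 4 replicates. In 3209 genes (27.7%) the values of the 2 groups did not overlap, against 2.86% by chance. A pseudocount of 0.1 in place of 1 moved the first count most among the changes to the processing, to 1687 genes (753 higher, 934 lower), and leaving out replicate F2 moved the second most, to 196.
Among the genes with an adjusted p under 0.05 that changed alike in all replicates, Derl3 had the largest rise, from 1.92 ± 0.53 to 93.7 ± 41.4 RPKM (SD, n = 4), a log2 fold change of 4.92 (standard error 0.26, limma's adjusted p = 7.35e-05). Next were Creld2 with 3.58 (standard error 0.21, limma's adjusted p = 9.72e-05), n-R5s100 with 3.45 (standard error 1.01, limma's adjusted p = 0.0468), Pdia4 with 2.99 (standard error 0.22, limma's adjusted p = 0.000422) and Sdf2l1 with 2.88 (standard error 0.26, limma's adjusted p = 0.000846). n-R5s100 is a ribosomal RNA gene with many near-identical copies, so its value is uncertain, and its adjusted p was 0.222 without replicate F2. Ucn3, which had the largest fall, decreased by 2.11 on the log2 scale (standard error 0.59, limma's adjusted p = 0.0401, and 0.21 without replicate F2). Fmo1 fell by 2.10, Akr1c14 fell by 2.04, Slc4a10 fell by 2.04 and G6pc2 fell by 1.96, with adjusted p from limma of 0.00143, 0.00127, 0.00111 and 0.0069 (for G6pc2, 0.0642 without replicate F2).
Of the 10 genes that Fig. 4J labels as most raised, 8 passed the filter and all 8 were higher, 7 of them by the criteria of the paper and 5 with an adjusted p under 0.05 over all genes tested; adjusted over the list alone there were 6, which is not independent evidence because the study picked the list from these libraries. All 10 genes labelled as most lowered were lower and passed both criteria. Among the labelled genes, Col3a1 (log2 fold change 1.39, standard error 1.26, limma's adjusted p = 0.48) rested on replicates M2 and F2, since the mean of the 4 Ad-Cre libraries was 51.1 RPKM with an SD of 80.0.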

RNA-seq revealed altered expression of 1,672 genes (835 up, 837 down; *P* < 0.05, FC > 1.5; Figure 4, I and J). Encouragingly, Hallmark gene set enrichment analysis identified UPR activation as the topmost enriched pathway (Figure 4K). 

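The Hallmark sets were not used here. In their place stood lists of genes written from general knowledge, tested with limma's camera at a preset correlation of 0.01 between genes and adjusted over all 29 lists. The ATF6 target genes had a median log2 fold change of 1.74 in the libraries labelled Ad-Cre, with 14 of 14 genes higher (adjusted p = 1.28e-17 from camera). The XBP1s target genes had a median of 0.39 with 16 of 18 genes higher (adjusted p = 1.93e-05 from camera), and the ATF4 and CHOP target genes a median of 0.32 with 26 of 33 higher (adjusted p = 3.12e-05 from camera). Each of the 3 medians was above 0 in each of the 4 replicates. For the ATF6 list, limma gave 14 genes with an adjusted p under 0.05 over all genes tested and 14 adjusted over the list alone; for the XBP1s list there were 8 and 9, and for the ATF4 and CHOP list 12 and 12. With a block for the preparation, the XBP1s list had 12 and 12, and the ATF4 and CHOP list 15 and 18 higher with 2 and 4 lower. Of the 11 UPR genes that Supplemental Fig. 6 lists for qPCR, 10 were tested and 9 were higher, with a median of 1.21 (adjusted p = 1.96e-07 from camera). All 4 of these lists also passed with fry, a rotation test in limma, while no list in this comparison passed when camera estimated the correlation from the libraries.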

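Lists on cell death and inflammation were tested in the same way. The 24 apoptosis machinery genes had a median log2 fold change of 0.17 in the libraries labelled Ad-Cre, and 19 of them were higher (adjusted p = 0.0204 from limma's camera; 0.0637 with fry, and 0.0657 without replicate F2). The 30 core p53 target genes had a median of 0.32, and 24 were higher (adjusted p = 0.00759 from camera, 0.077 with fry). Of those 30 genes, 13 stand in lists that the study itself picked. The AP-1 and immediate-early genes had a median of 0.46 with 15 of 15 higher (adjusted p = 2.06e-05 from camera). For the interferon response genes the median was 0.29, with 9 of 12 higher (adjusted p = 0.0299 from camera, 0.0554 without replicate F2). The NF-kB target genes, with a median of 0.21 and 7 of 9 higher, did not pass (adjusted p = 0.165 from camera), but with a filter at 0.1 RPKM the list had 16 genes, 14 of them higher, a median of 0.32 and an adjusted p of 0.03 from camera. With limma's adjusted p under 0.05 over all genes tested, 2 apoptosis machinery genes, 4 core p53 target genes, 7 AP-1 genes, 2 interferon genes and 0 NF-kB genes were higher and 1 core p53 target gene was lower. Adjusted over the list alone, the corresponding numbers were 2, 5, 8, 6 and 0 higher, with 2 core p53 target genes lower; for the NF-kB genes, 1 passed the unadjusted p and the fold change. Adjusted over all genes tested in the fit with the preparation as a block, 8, 13, 11, 6 and 2 were higher and 3 core p53 target genes lower.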

Of the upregulated gene sets with FDR < 0.05, 8 sets were related to cell death, cell damage, and inflammation, confirming the importance of GRP78 in cellular integrity. Some upregulated gene sets (Myc targets, E2F targets, glycolysis) suggested the possibility that Grp78 knockdown might increase β cell proliferation; however, ex vivo studies did not confirm this hypothesis (Supplemental Figure 7). 

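In the libraries labelled Ad-Cre, the proliferation genes, which include targets of E2F, had a median log2 fold change of 0.28 with 22 of 24 genes higher (adjusted p = 5.31e-05 from limma's camera). Their median by replicate was 0.22 in F1, 0.60 in M2 and 0.36 in F2, but -0.03 in M1. The MYC and ribosome biogenesis genes had a median of 0.25 with 23 of 26 higher (adjusted p = 9.93e-06 from camera), and the glycolysis genes a median of 0.26 with 15 of 18 higher (adjusted p = 0.0061 from camera). The last 2 medians were above 0 in all 4 replicates. Over all genes tested, limma's adjusted p was under 0.05 for 8 proliferation genes, 7 MYC and ribosome biogenesis genes and 4 glycolysis genes, each of them higher; adjusted over the list alone there were 8, 8 and 4. In the fit with the preparation as a block, over all genes tested, 9, 11 and 6 were higher, and 1 proliferation gene and 1 glycolysis gene lower. These 3 lists kept an adjusted p under 0.05 with fry.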

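Fig. 4L names 44 apoptosis genes, of which 38 were above the filter. In the libraries labelled Ad-Cre, 38 of 38 were higher, with a median log2 fold change of 0.63 (adjusted p = 8.21e-15 from limma's camera). The median was 0.62 in replicate F1, 0.47 in M1, 0.74 in M2 and 0.80 in F2. The criteria of the paper were met by 16 of the 38 genes. An adjusted p under 0.05 over all genes tested was reached by 17, and adjusted over the list alone by 25; with the preparation as a block the numbers were 31 and 34. The study picked these genes from these libraries, so that neither the shared direction nor the count over the list alone is independent evidence. For Bax, RPKM was 33.0 ± 7.40 with Ad-LacZ and 49.4 ± 14.3 with Ad-Cre (SD, n = 4 each), a log2 fold change of 0.54 (standard error 0.16, limma's adjusted p = 0.0516). The adjusted p of Bax was 0.0076 with the preparation as a block.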

Many upregulated genes were associated with apoptotic cell death (Figure 4L). The top downregulated gene set was “maturity of pancreatic β cells,” suggesting the possibility that GRP78 depletion may lead to loss of β cell function, with the caveat that the intervention caused β cell death, and bulk RNA-seq is susceptible to alterations in cell type abundance in the sequenced material. 

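The β cell identity genes had a median log2 fold change of -0.72 in the libraries labelled Ad-Cre, and 0 of 31 genes were higher (adjusted p = 1.52e-07 from limma's camera, 0.0515 with fry). By replicate, the median was -0.47 in F1, -0.54 in M1 and -0.87 in F2, and lower still in M2. Of the 31 genes, 10 were lower with an adjusted p under 0.05 over all genes tested, and 17 when adjusted over the list alone (22 and 25 with the preparation as a block). Neurod1 fell by 1.30 (standard error 0.22, limma's adjusted p = 0.00705), from 115 ± 37.5 to 44.8 ± 7.68 RPKM (SD, n = 4). Mafa fell by 1.67 (standard error 0.52, limma's adjusted p = 0.0569, and 0.00387 with the preparation as a block), and Slc2a2 fell by 1.28 (standard error 0.46, limma's adjusted p = 0.0906, and 0.00222 with the block). The transcripts of Ins1 and Ins2, which are similar in sequence so that some reads may be shared, did not change by more than their error: the log2 fold changes were -0.38 (standard error 0.42) for Ins1 and -0.18 (standard error 0.46) for Ins2. Over the same libraries the α cell markers had a median of -0.02 (5 of 11 higher) and the δ cell markers a median of 0.02 (2 of 4 higher), with adjusted p of 0.665 and 0.89 from camera.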

Overall, the RNA-seq experiment provided strong evidence that GRP78 depletion activates specific molecular pathways leading to β cell death and uncovered clues as to the nature of those pathways.

### Depletion of GRP78 causes β cell death via IRE1 and JNK phosphorylation.

A key role of GRP78 under unstressed conditions is to suppress the activation of UPR initiators PERK, IRE1, and ATF6, and the RNA-seq revealed UPR as the highest upregulated gene set after GRP78 depletion in islet cell cultures. Indeed, some genes in the apoptosis gene set induced by GRP78 knockdown were identified as UPR-linked, including *Ddit3* and *Atf3,* both downstream of PERK activation.

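Ranked by the adjusted p from limma's camera among the 21 lists tested that the study had not picked, the ATF6 target genes came first, and among all 29 lists they came after the Fig. 6D p53 genes, which the study chose on these libraries (median log2 fold change 0.47, 70 of 70 genes higher, adjusted p = 1.11e-19). With fry and with an estimated correlation, the MYC and ribosome biogenesis genes had the smallest p among those 21 lists. With fry their adjusted p was the same as that of the ATF6 target genes, 0.000239. The Reactome collection gave another order. Of 791 Reactome sets of 10 to 500 genes, 117 had an adjusted p under 0.05 from camera, 103 higher and 14 lower in the libraries labelled Ad-Cre, and the smallest p belonged to eukaryotic translation elongation, with 109 of 109 genes higher and a median of 0.62 (adjusted p = 9.78e-24). With fry, 55 of the sets passed, but not this one (adjusted p = 0.0523), and with an estimated correlation 0 passed, where 14 had an unadjusted p under 0.05 and this set an adjusted p of 0.894. Most genes of that set encode ribosomal proteins, which have many pseudogenes that can share their reads. From the part GRP78 has in holding back PERK, IRE1 and ATF6, the place of the UPR among the raised sets and UPR-linked apoptosis genes such as Ddit3 and Atf3, the paper hypothesizes that the death of β cells might be related to an unrestrained UPR.

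**Figure D2:**
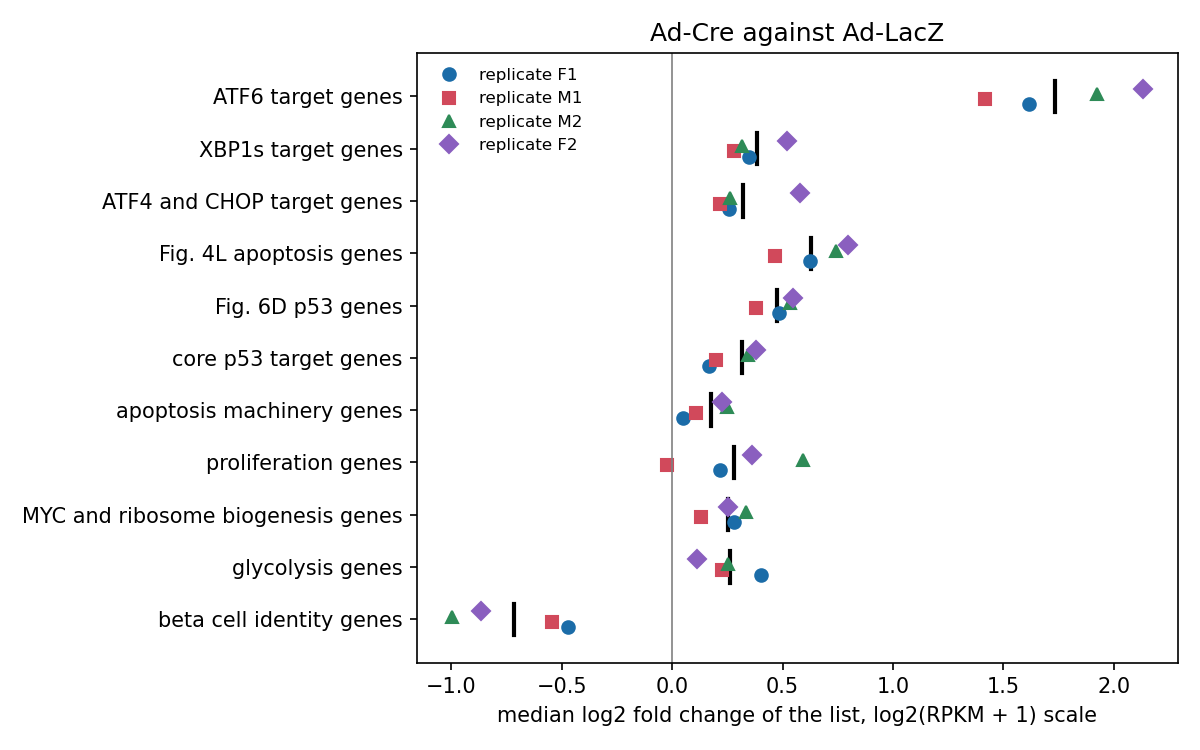
Median log2 fold change (x axis, log2(RPKM + 1) scale) of 11 gene lists (y axis) in the libraries labelled Ad-Cre against those labelled Ad-LacZ; points are replicates and black bars the median over all 4. The ATF6 target genes lie farthest to the right and the β cell identity genes lie left of 0 in every replicate.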

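Ddit3, which encodes CHOP, had 9.23 ± 1.32 RPKM in the libraries labelled Ad-LacZ and 63.5 ± 32.3 RPKM in those labelled Ad-Cre (SD, n = 4 each). Its log2 fold change was 2.52 (standard error 0.27, limma's adjusted p = 0.00143), and across the alternatives for single genes it stayed between 2.30 and 2.68. Atf3 was expressed at a lower level, 2.66 ± 1.11 against 8.32 ± 3.58 RPKM (SD, n = 4 each). The log2 fold change of Atf3 was 1.31 (standard error 0.24, limma's adjusted p = 0.0107), and its adjusted p was 0.0506 without replicate F1 and 0.0897 without replicate F2. Both genes were higher in each library labelled Ad-Cre than in each Ad-LacZ library (exact permutation test, two-sided, p = 0.0286).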

We hypothesized that the β cell death observed after GRP78 knockdown might be related to unrestrained UPR activation. Confirming the RNA-seq profile, all 3 canonical UPR pathways were activated at the mRNA level after *Grp78* knockdown in islet cells (Supplemental Figure 6). Since UPR pathway activation can paradoxically increase cell death by multiple mechanisms (4), we measured β cell death after GRP78 depletion while inhibiting each of the 3 UPR initiators. TUNEL staining was performed on mouse islet cells treated with inhibitors of ATF6 (AEBSF), IRE1 (4μ8c), or PERK (GSK2606414) applied for the 72-hour duration of *Grp78* knockdown (Figure 5A). Under control conditions without *Grp78* knockdown, PERK and IRE1 inhibition did not impact β cell death, but ATF6 inhibition tended to increase β cell death (Supplemental Figure 8). The impression of increased cell death was reinforced by a marked reduction in cell number, leaving few cells to count. This result suggested that acute ATF6 inhibition precipitates cell death in dispersed mouse islet cell cultures even if GRP78 remains intact.

Importantly, inhibition of IRE1 reversed the increased β cell death after GRP78 depletion (Figure 5, A and B). PERK inhibition also reduced cell death, although the result was not statistically significant. Taken together, these data suggest that ATF6 plays a prosurvival role in mouse islet cell cultures and that IRE1 and possibly PERK contribute to β cell death when GRP78 is depleted.

Two prominent mechanisms by which ER stress leads to cell death are by activating IRE1 kinase activity to phosphorylate TRAF2, which activates JNK (24) via phosphorylation, or by activating PERK to phosphorylate eIF2α, enhancing ATF4 translation, which increases the abundance of CHOP (7). GRP78 depletion in islet cell cultures strongly increased phosphorylation of JNK (Figure 5, C and D) and increased the abundance of CHOP (Figure 4, A and B), suggesting that both mechanisms might be active. JNK phosphorylation was lost in the presence of an IRE1 kinase inhibitor (APY29) but remained intact in the presence of an IRE1 nuclease inhibitor (STF-083010), confirming that JNK activation after GRP78 depletion was dependent on IRE1 kinase activity (Figure 5E).

To explore the roles of CHOP and JNK in β cell death after GRP78 depletion, we tested *Chop* knockdown via shRNA, or JNK inhibition via a well-established small molecule inhibitor JNK-IN-8 (pan JNK inhibitor) (25). *Ad-sh-Chop* effectively reduced *Chop* expression (Figure 5, F and G), but surprisingly did not protect against β cell death after GRP78 depletion (Figure 5, H and I). On the other hand, the JNK-In-8 inhibitor, which reduced JNK phosphorylation induced by GRP78 knockdown (Figure 5, J and K), fully rescued cell death after GRP78 depletion (Figure 5, L and M). Taken together, these data suggest that IRE1-dependent activation of p-JNK, but not CHOP, is responsible for increased β cell death following loss of GRP78.

### JNK-dependent p53 activation leads to β cell death after Grp78 knockdown.

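The libraries with JNK inhibitor come from the same 4 islet preparations and the same 72-hour cultures, and JNK-IN-8, a pan-isoform inhibitor, was added at the start. The Ad-Cre + JNK inhibitor libraries had 7.7 to 20.8 M reads (median 17.4 M), and the Ad-LacZ + JNK inhibitor libraries 21.2 to 25.5 M (median 22.9 M). The lowest depth is that of Ad-Cre + JNK inhibitor in replicate F2, the only library that was sequenced in another run and lane than the other 15. The effect of the inhibitor was taken from the 4 Ad-Cre + JNK inhibitor libraries against the 4 Ad-Cre libraries with limma as before, over 11503 genes. Since Hspa5 goes against the label of the knockdown, the groups are again named by their labels. With inhibitor, Hspa5 was at 1415 ± 189 RPKM (SD, n = 4), a log2 fold change of 0.32 from Ad-Cre alone (standard error 0.18, limma's adjusted p = 0.706), and -0.22 with quantile normalization.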

To explore how JNK activation leads to β cell death, we performed a second RNA-seq experiment, now testing for gene expression changes in mouse islet cells after JNK inhibition in the setting of *Grp78* knockdown. GRP78-depleted islet cells exposed to JNK inhibitor, compared with vehicle control, resulted in only 194 gene changes (141 up, 53 down, *P* < 0.05, FC = 1.2, data not shown). 

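With P taken as unadjusted, since the paper does not state which it is, a p under 0.05 and a fold change above 1.2, limma called 919 of the 11503 genes between Ad-Cre + JNK inhibitor and Ad-Cre, 619 higher and 300 lower. With adjusted p under 0.05 it called 0 genes. Groups that did not overlap were found in 1323 genes (11.5%, against 2.86% by chance). With the preparation as a block in the fit, 753 genes passed the adjusted p and 2164 the unadjusted one. With the RPKM values as deposited in place of TMM scaling, 1463 genes passed the unadjusted p, of which 307 were higher and 1156 lower, and the median of all genes shifted by -0.13 on the log2 scale. Across the fits that each left out 1 replicate, from 396 (without M1) to 1271 genes (without M2) passed the unadjusted p. Jun, a target of JNK signaling, fell by 0.96 (standard error 0.19, limma's adjusted p = 0.211, and 0.00888 with the block), from 21.9 ± 6.72 to 9.57 ± 2.58 RPKM (SD, n = 4 each). Txnip fell by 0.89 (standard error 0.18, limma's adjusted p = 0.238, and 0.0184 with the block), and Calr rose by 0.86 (standard error 0.17, limma's adjusted p = 0.223, and 0.0158 with the block).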

We hypothesized that JNK-dependent pathways leading to cell death after GRP78 depletion might be identified as those death-related gene sets that were upregulated by *Grp78* knockdown but downregulated by JNK inhibition during *Grp78* knockdown. 

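The lists that were higher in the libraries labelled Ad-Cre were tested again between Ad-Cre + JNK inhibitor and Ad-Cre with limma's camera, adjusted over 30 lists. The MYC and ribosome biogenesis genes had a median log2 fold change of 0.16 with inhibitor, and 21 of 26 were higher (adjusted p = 0.00132 from camera). The ATF6 target genes had a median of 0.41 with 14 of 14 higher (adjusted p = 1.41e-06 from camera). With quantile normalization the median of the ATF6 target genes was -0.01 (adjusted p = 0.705 from camera), and with the values as deposited it stayed above 0. The XBP1s target genes had a median of 0.10 with 14 of 18 higher (adjusted p = 0.0466 from camera, 0.122 without replicate F1 and 0.104 without M1), which was -0.05 with the values as deposited and -0.07 with quantile normalization. The ATF4 and CHOP target genes had a median of -0.10 with 12 of 33 higher (adjusted p = 0.548 from camera), and with quantile normalization -0.17 (adjusted p = 0.000347 from camera). The UPR genes of Supplemental Fig. 6 had a median of 0.29 with 8 of 11 higher (adjusted p = 0.029 from camera, 0.0709 without replicate M1 and 0.0537 without M2), and -0.06 with quantile normalization. For the Fig. 6D p53 genes the median was 0.09 and 44 of 71 were higher (adjusted p = 0.00132 from camera, 0.0585 with quantile normalization), but by replicate it was 0.20 in F1, 0.23 in M1 and 0.18 in F2 against -0.08 in M2, and with the values as deposited it was -0.05. None of the 30 lists passed with fry or with an estimated correlation between genes. These 2 tests had no block, so they leave the pairing of libraries by preparation unused. The MYC and ribosome biogenesis genes had an adjusted p of 0.0501 with fry. Without a block, 0 genes of these 6 lists had an adjusted p under 0.05 over all genes tested. A block for the preparation changed this to 3 MYC and ribosome biogenesis genes, 4 ATF6, 1 XBP1s and 4 ATF4 and CHOP target genes, 3 UPR genes of Supplemental Fig. 6 and 10 genes of Fig. 6D, all of them higher. At an unadjusted p under 0.05 with a fold change above 1.2, 4 MYC and ribosome biogenesis genes, 7 ATF6, 3 XBP1s and 2 ATF4 and CHOP target genes, 2 UPR genes of Supplemental Fig. 6 and 14 genes of Fig. 6D were higher and 0 lower. Adjusted over the list alone and without a block, the counts were 3, 1, 0, 0, 1 and 3, which for the lists of the paper is not independent evidence. The interferon response genes, also higher in Ad-Cre, were lower with inhibitor. Their median was -0.20 with 2 of 12 higher (adjusted p = 0.000574 from camera). By replicate it was -0.20 in F1, -0.17 in M1, -0.05 in M2 and -0.425 in F2. Over all genes tested, 0 of them had an adjusted p under 0.05 without a block, and 2 were lower with it. The AP-1 genes are given under the other observations. Of 801 Reactome sets, 149 passed camera, 132 higher and 17 lower with inhibitor, but 0 passed with fry, where 80 had an unadjusted p under 0.05. The directions depend on the scaling: with quantile normalization, chosen for these sets after the data were seen, 84 were higher and 97 lower, and with the values as deposited 65 and 3.

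**Figure D3:**
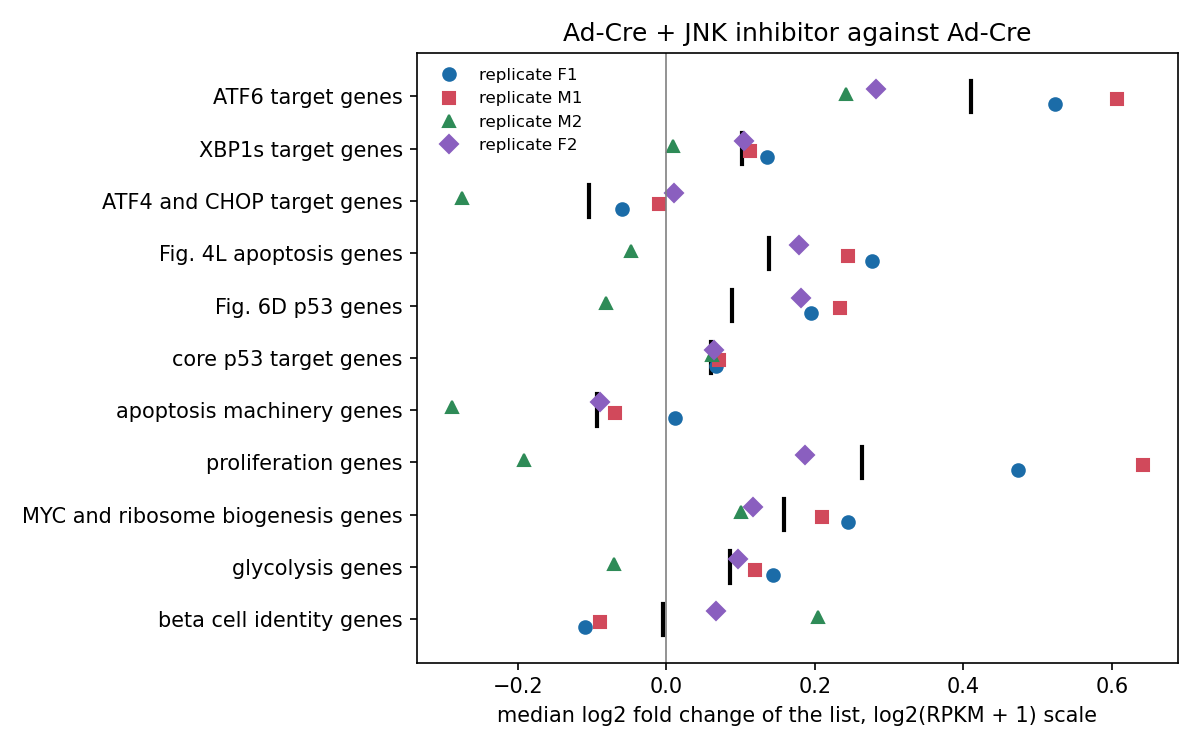
Median log2 fold change (x axis, log2(RPKM + 1) scale) of 11 gene lists (y axis) in Ad-Cre + JNK inhibitor against Ad-Cre; points are replicates and black bars the median over all 4, with TMM scaling. Replicate M2 lies below 0 for the Fig. 4L, Fig. 6D, proliferation and glycolysis lists while F1, M1 and F2 lie above 0; quantile normalization moves the ATF6, XBP1s and glycolysis medians below 0, and the values as deposited move the medians of XBP1s, Fig. 6D, core p53 and glycolysis genes below 0.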

Comparing the gene sets downregulated after JNK inhibition (Figure 6A) with those upregulated after loss of GRP78 (Figure 4K), we found several common pathways, including Myc targets, UV response, UPR, and p53.

Separately, we sought to identify transcriptional regulators of the apoptosis genes activated by *Grp78* knockdown. Intriguingly, exploring the GRP78-depletion apoptosis gene signature (Figure 4L) using the TRRUST transcription factor prediction tool independently suggested p53 as a driver of the apoptosis phenotype induced by GRP78 deletion (Figure 6B). Indeed, going back to the initial RNA-seq experiment, many p53 pathway genes were upregulated by GRP78 knockdown (Figure 6, C and D), and 29% (12 of 41) of the p53 pathway genes reduced by JNK inhibition overlapped with genes upregulated with the knockdown of GRP78 (Figure 6E). 

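In the libraries labelled Ad-Cre, the p53 pathway genes of Fig. 6D that passed the filter were all higher, and by replicate their median log2 fold change was 0.49 in F1, 0.38 in M1, 0.53 in M2 and 0.55 in F2. By the criteria of the paper 26 of the 70 genes were raised; 32 had an adjusted p under 0.05 over all genes tested (57 with the preparation as a block), and 47 adjusted over the list alone, which is not independent evidence for a list the study picked. Over the 12 libraries of Ad-LacZ, Ad-Cre and Ad-Cre + JNK inhibitor, 71 genes of Fig. 6D were tested, 71 were raised in Ad-Cre, and 27 of the raised genes (38%) were lower with inhibitor. Among all 6066 genes raised in Ad-Cre, 43.9% were lower with inhibitor, against a median of 50.4% in simulations without any effect of the inhibitor. Both comparisons contain the Ad-Cre libraries, so chance values there raise a gene in one comparison and lower it in the other. The simulations leave this out, since they drew the libraries with inhibitor around the measured Ad-Cre mean, and they leave out the pairing by preparation. In 1000 simulations without any effect of the inhibitor, the median was 36 genes raised and lowered (95% of simulations between 13 and 58). At least as many as observed were found in 735 simulations. Across the 71 genes, which are not independent replicates, Spearman's rho between the 2 log2 fold changes was 0.12, and 697 simulations gave a rho as low. With the effect of Ad-Cre taken from 2 replicates and that of the inhibitor from the other 2, the count ranged from 9 to 35 over the 6 ways. Without replicate M2 it was 14.
Of the 12 genes of Fig. 6E, 11 were tested (Bmp2 was under the filter). The study chose them as raised in Ad-Cre and lowered by the inhibitor, so that neither their directions nor the p of the list are independent evidence. In Ad-Cre, 11 of 11 were higher, with a median of 0.58 (adjusted p = 9.93e-06 from limma's camera). With inhibitor 11 of 11 were lower, with a median of -0.24 (adjusted p = 0.0113 from camera, 0.0798 with the values as deposited, 0.414 with fry). The median was -0.90 in replicate M2, -0.02 in F1, -0.05 in M1 and -0.14 in F2, and without M2 it was -0.07 (adjusted p = 0.453 from camera). With inhibitor, 0 of these genes had an adjusted p under 0.05, with or without the block, or an unadjusted p under 0.05 with a fold change above 1.2 without it. Ier5 fell by 0.32 (standard error 0.18, limma's adjusted p = 0.724) and Trib3 by 0.33 (standard error 0.30, limma's adjusted p = 0.849). From the shared gene sets and genes, a prediction of transcription factors and p53 being a substrate of JNK, taken together, the paper proposes that loss of GRP78 might raise cell death through activation of p53 by JNK.

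**Figure D4:**
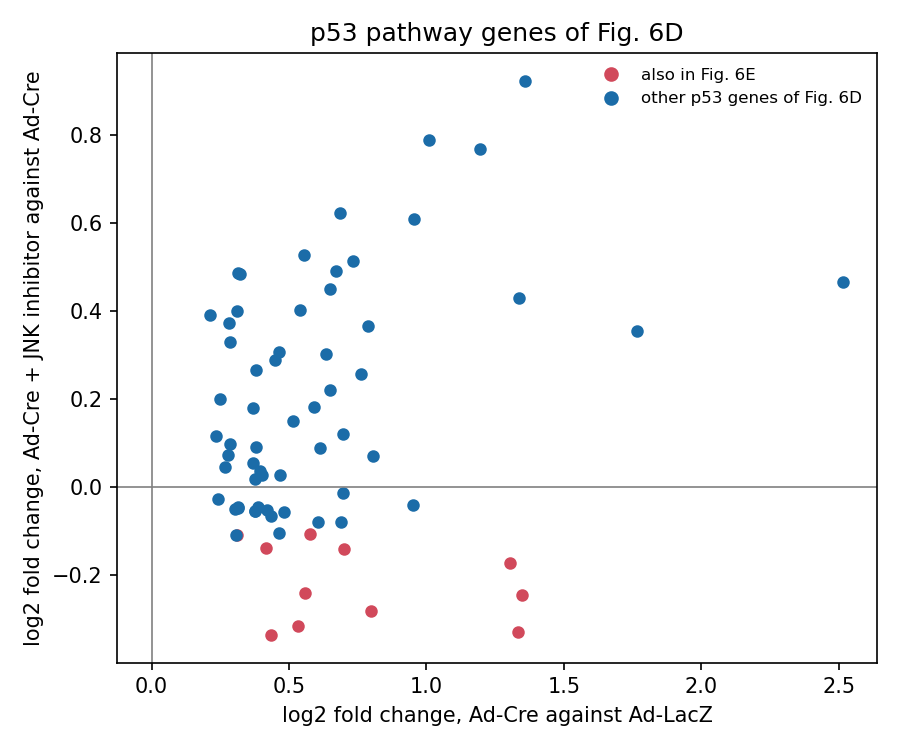
Log2 fold change of 70 p53 genes of Fig. 6D in Ad-Cre against Ad-LacZ (x axis) and in Ad-Cre + JNK inhibitor against Ad-Cre (y axis), on the log2(RPKM + 1) scale after TMM scaling; each point is a gene, and the 11 genes also in Fig. 6E are marked. The genes of Fig. 6E lie below 0 on the y axis, and 44 of the 71 genes tested with inhibitor lie above it; with the values as deposited, 40 of 71 lie below.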

JNK is a stress kinase with many substrates, including p53 (26), and phosphorylation of p53 stabilizes it to maintain it in the nucleus (27). p53 is a well-known tumor suppressor that increases cell death in many cell types (28), including β cells (29–31). Taken together, these observations suggested that GRP78 depletion might increase cell death through JNK activation of p53 and, conversely, that inhibiting JNK might reduce β cell death by inhibiting p53.

We thus hypothesized that during GRP78 depletion JNK might phosphorylate p53 in β cells, retaining phospho-p53 in the nucleus to activate its transcriptional targets and induce β cell death. To test this hypothesis, we first asked whether nuclear phospho-p53 was increased in β cells after GRP78 deletion, and if so, whether inhibiting JNK reversed this trend. Indeed, confocal microscopy showed that phospho-p53 was evident in some β cell nuclei in GRP78 knockdown conditions, and the effect was reduced by JNK inhibition (Figure 6, F and G). Furthermore, JNK inhibition reduced the abundance of p53 transcriptional targets (Figure 6, H and I), suggesting that p53 was less active if JNK was inhibited. However, canonical p53 target p21 (*Cdkn1a*), although induced by Grp78 knockdown (Figure 6D), was not impacted by JNK inhibition (data not shown).

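Cdkn1a was at 64.6 ± 22.8 RPKM in the Ad-LacZ libraries and at 216 ± 33.2 RPKM in the libraries labelled Ad-Cre (SD, n = 4 each). Its log2 fold change was 1.77 (standard error 0.18, limma's adjusted p = 0.0013), with alternatives between 1.55 and 1.92. With JNK inhibitor Cdkn1a was at 247 ± 22.4 RPKM (SD, n = 4), a log2 fold change of 0.35 from Ad-Cre (standard error 0.14, limma's adjusted p = 0.554). All 4 replicates were higher with inhibitor, with p = 0.0286 in an exact two-sided permutation test on this gene alone. The alternatives gave log2 fold changes between 0.08 and 0.43 for this comparison. Trp53 itself had a log2 fold change of 0.46 in Ad-Cre (standard error 0.11, limma's adjusted p = 0.0209, and 0.105, 0.0738 and 0.137 without replicates F1, M1 and F2) and of -0.10 with inhibitor (standard error 0.11, limma's adjusted p = 0.877).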

Finally, we tested whether inhibiting p53 protected against β cell death caused by *Grp78* knockdown. Indeed, β cell death was reduced in islet cell cultures pretreated with the p53 inhibitor pifithrin α before GRP78 depletion (Figure 6, J and K). To assess whether acute reduction of p53 expression improved β cell survival, we performed genetic knockdown experiments using shRNA (Figure 6, L–O, and Supplemental Figure 9) in islet cell cultures with GRP78 depletion. p53 knockdown successfully reduced *p53* mRNA and prevented the induction of p53 transcriptional targets caused by *Grp78* knockdown (Figure 6, L and M). TUNEL experiments showed that p53 reduction prevented the increase in β cell death in these cultures (Figure 6, N and O), and qPCR analyses noted a reversal in *Bax*, *Bcl2*, and *Bcl-xl* without changing JNK gene target expression (Supplemental Figure 9). Taken together, these observations suggest that when GRP78 is depleted from healthy mouse β cells, JNK is activated, which leads to increased p53 transcriptional activity that contributes to β cell death. Importantly, acute p53 inhibition under these conditions improved β cell survival.

### In vivo JNK inhibition reduces β cell death in mice with GRP78 deletion.

Identification of IRE1-JNK-p53 as a driver of β cell death during GRP78 depletion suggested the possibility of therapeutic intervention to rescue β cells. First, we tested whether the ex vivo finding of JNK activation in islet cells after GRP78 knockdown reflected the biology of in vivo GRP78 deletion. Immunostaining pancreas sections from *Grp78^fl/fl^Ins1cre^+/–^* mice, with blinded quantitation of staining intensity, confirmed an increase in p-JNK abundance in GRP78-deleted mice relative to cre controls (Figure 7, A and B). Interestingly, non–β islet and exocrine cells did not show evidence of p-JNK labeling.

To test whether in vivo JNK inhibition could reduce β cell death in GRP78-deleted mice, we used a cell permeable, water-soluble JNK inhibitory peptide previously used for in vivo studies (32, 33). Injecting JNK inhibitory peptide once daily for 5 days on postnatal days (P) 8–12 (Figure 7C) resulted in a modest reduction in p-JNK staining intensity, decreasing the fraction of islets with the highest 2 categories of p-JNK intensity from 47% to 22% (Figure 7, D and E). This suggested partial efficacy of the systemically delivered inhibitor to reduce JNK activation in β cells in situ in the pancreas. Although we had designed the experiment to be preventative, starting treatment before the onset of hyperglycemia, these β cell Grp78-depleted pups proved to be already hyperglycemic at P8 (Figure 7F). Modulating diabetes trajectory after hyperglycemia is already established is a higher bar than prevention studies. Blood glucose in JNK inhibitory peptide-treated mice did not further increase, but was not restored to normal (Figure 7, F and G). Excitingly, pancreas sections from JNK inhibitory peptide-treated *Grp78*-deletion mice showed reduced β cell death at the end of the 5-day treatment compared with vehicle controls (Figure 7, H and I), although over this short time frame this was not sufficient to restore, or even partially increase, β cell mass (Figure 7J). Overall, the results suggested that short-term partial reduction of JNK signaling in β cells in vivo under ER stress or overactive UPR conditions can reduce β cell death even after hyperglycemia is already established.

### In vivo JNK inhibition reduces β cell death in Akita mice.

Since GRP78 deletion causes ER stress and general activation of all 3 UPR pathways, we wondered whether JNK inhibition might also protect β cells subjected to ER stress caused by other insults. The Akita *Ins2^C96Y^* A-chain mutation results in proinsulin misfolding leading to β cell failure due to ER stress and early diabetes (9, 34, 35). To test whether systemic JNK inhibition could protect β cells in this model, we injected Akita mice with JNK inhibitory peptide daily for 5 days starting at P21, taking blood samples for glucose and insulin measurements at baseline, day 3, and day 5, and then collecting tissues for molecular analyses and histology (Figure 8A). Pancreas sections immunostained for insulin, p-JNK, and DAPI confirmed p-JNK intensity was reduced in islets of JNK inhibitor–treated Akita mice relative to vehicle-treated Akita mice (Figure 8B). Three cJUN target genes reported to increase in diabetic liver (33, 36, 37), *Nfatc2*, *Pvr*, and *Txnip*, and 2 genes reported to be suppressed by cJUN, *Map1Lc3b*, *Lgals3,* were reversed in the Akita liver following JNK inhibition (Supplemental Figure 10), suggesting systemic activity of the JNK inhibitor.

To test whether JNK inhibition had antidiabetic activity in Akita mice, we measured blood glucose before and after treatment (Figure 8C). Despite randomly assigning the mice to treatment groups, the JNK inhibitor mice unfortunately started with higher mean blood glucose than the vehicle mice. However, over the 5-day treatment period, vehicle-injected mice had a slight worsening in blood glucose, whereas JNK inhibitor–injected mice had a slight improvement in blood glucose. We next examined whether JNK inhibition reduced β cell death in Akita mice. TUNEL staining showed that Akita mice had increased β cell death compared with littermate controls (Figure 8, D and E). Excitingly, JNK inhibition reduced β cell death in Akita mice back to the level observed in controls, although β cell mass was not impacted over this short-term intervention (Figure 8F). Wild-type littermate controls had a marked increase in circulating insulin over the 5-day trial (Figure 8G), possibly related to the study being performed around the time that mice transition from fat-rich milk to carbohydrate-rich chow (38). Akita mice did not show a corresponding increase, although circulating random insulin levels were slightly improved by JNK inhibition. To test whether a longer period of JNK inhibition could reduce β cell death and increase β cell mass, we injected Akita mice with JNK inhibitor daily for 28 days starting at 3 weeks of age (Figure 8H). Blood glucose was only subtly improved by JNK inhibition, possibly due to intrinsic impairment in insulin production, secretion, and bioactivity related to the Akita *Ins2^C96Y^* mutation (Figure 8I). Circulating immunoreactive insulin only slightly increased over this time frame as well (Figure 8J). Similar to the 5-day treatment the proportion of β cell labeling for TUNEL was reduced by JNK inhibition (Figure 8, K and L), and after 28 days’ treatment, this translated to an increase in β cell mass as well (Figure 8M).

### Depleting GRP78 in human islets causes human β cell death via JNK and p53.

β cells from individuals with T2D show evidence of ER stress (39); however, to our knowledge, it is unknown whether JNK is activated in human β cells in situ in the pancreas during T2D. We obtained pancreas sections from 10 individuals: 5 with T2D and 5 controls matched for sex and BMI. Immunostaining for p-JNK and insulin (Figure 9A) showed that, contrary to our hypothesis, p-JNK was less abundant in insulin-positive areas in these individuals with T2D compared with individuals who were controls, even when normalized to insulin intensity (Figure 9, B and C). Since our initial mouse observations were performed after forced reduction of GRP78, and T2D has been associated with increased GRP78 expression (e.g., as in ref 40), we assessed GRP78 abundance in these samples. GRP78 protein abundance was not increased in islets in these T2D sections but was slightly increased when normalized to insulin staining intensity (Figure 9, D–F). Given this result, we wondered whether p-JNK abundance was in fact increased in the Akita mouse model in which we had previously observed metabolic improvement with JNK inhibition (Figure 8), since Akita is also known to have increased GRP78 expression (41). Interestingly, the Akita mouse pancreas also showed a lack of increase in p-JNK staining intensity compared with controls (data not shown). As such, we conclude that, although diabetogenic JNK activity is present, as evidenced by cJUN targets increased and cell death improvement after JNK inhibition, diabetogenic JNK activity in β cells may not correlate with islet p-JNK staining intensity on paraffin sections.

To test whether reducing GRP78 negatively impacts human β cell survival, we transduced dispersed human islet cells with adenovirus expressing shRNA targeting *GRP78*. *Ad-sh-GRP78* achieved a 70%–80% reduction of *GRP78* mRNA at 72 hours after transduction, along with compensatory induction of *GRP94*, a functional readout for loss of GRP78 protein (Figure 9G). *GRP78* knockdown increased human β cell apoptosis, measured by TUNEL staining, in all donor preparations tested (Figure 9, H and I). Similar to ex vivo mouse findings, IRE1 inhibition after GRP78 knockdown in human islets rescued β cell death, confirming that IRE1 activation contributes to human β cell apoptosis (Supplemental Figure 11). *GRP78* knockdown increased the expression of cJUN target genes *NFATC2*, *FOSB*, and *WEE1*, suggesting that the reduction of GRP78 activates JNK in human islet cultures as it does in mice (Figure 9J). To test whether JNK, p53, or both participate in human β cell apoptosis after GRP78 is knocked down, we performed the *Ad-sh-GRP78* knockdown experiment on dispersed human islet cell cultures with and without JNK inhibitor or p53 inhibitor. TUNEL staining of these cultures (Figure 9K) showed that p53 inhibition (Figure 9L) and JNK inhibition (Figure 9M) rescued β cell death in most samples. Taken together, these data suggest that inhibiting IRE1, JNK, or p53 can rescue human β cells from ER stress–related β cell death in the setting of GRP78 reduction.

## Discussion

β cell loss due to apoptosis is an important cause of insulin deficiency in diabetes pathogenesis. This study sheds light on the molecular mechanisms leading to β cell death under ER stress conditions, relevant to both T1D and T2D (5, 6). After deleting the key ER chaperone GRP78, we observed that β cell death was not due to activation of CHOP, but rather to IRE1 kinase activity leading to JNK phosphorylation and p53 activation. Excitingly, systemic JNK inhibition was protective against β cell death in 2 live-animal β cell–specific models of ER stress–induced diabetes, and longer-term JNK inhibition measurably preserved β cell mass. Both JNK inhibition and acute p53 inhibition reduced ER stress–induced apoptosis in human β cells. These studies add to our understanding of mechanisms of β cell death during ER stress and outline possible therapeutic approaches for intervention.

Our study sheds light on whether β cell death during ER stress conditions is due to unmitigated stress versus hyperactivation of the cellular response to stress. GRP78 is a critical ER chaperone; deleting GRP78 increases cellular stress (42). GRP78 also acts as a suppressive gatekeeper for the UPR (5). Molecular studies confirmed activation of all 3 UPR pathways after GRP78 deletion in mouse islet cells; inhibition of IRE1 restored cell death levels back to baseline. Inhibition of PERK also reduced cell death, although the result did not achieve statistical significance. Surprisingly, CHOP reduction did not rescue cell death, suggesting an alternate mechanism downstream of PERK (7). ATF6 inhibition, on the other hand, increased cell death and decreased cell number, even in the absence of GRP78 knockdown, consistent with prior reports that ATF6 exerts prosurvival effects on β cells. Taken together, these results suggest that UPR hyperactivation via IRE1 and PERK was the proximate cause of cell death in this model rather than the toxicity of ER stress itself.

Our data support IRE1 as a therapeutic target in β cell preservation. β cell toxicity caused by IRE1 hyperactivation results from Regulated IRE1 Dependent Decay–mediated (RIDD-mediated) mRNA degradation (8) and from IRE1 kinase activity (24). JNK inhibition effectively reduced cell death in the models tested in this study, suggesting IRE1 kinase activity played an important role. IRE1 kinase phosphorylates JNK via TRAF2 (24). IRE1 nuclease inhibitors are under investigation as therapeutic options for diabetes (43, 44); separately, β cell IRE1 reduction protected against T1D through a dedifferentiation mechanism (45). Although IRE1 plays important homeostatic roles in adaptation and function in many cell types that could limit the safety of IRE1 inhibitors, agents that target hyperactivation while leaving basal activation intact may be possible (8).

Therapeutic inhibition of one or more JNK isoforms may improve β cell survival. Pan-isoform JNK inhibition reduced murine β cell death both ex vivo and in 2 different in vivo models, including the relatively severe Akita β cell ER stress model caused by misfolded proinsulin. Although JNK inhibition was not sufficient to reverse diabetes, both 5- and 28-day treatment reduced β cell death, and 28-day treatment improved β cell mass. Neither treatment paradigm fully rescued blood glucose or plasma insulin levels, possibly related to upstream negative impact of the Akita mutation, which impacts bystander healthy proinsulin molecules as well (46). Importantly, JNK inhibition also protected human β cells from apoptosis in our ex vivo culture model. 

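Between Ad-Cre + JNK inhibitor and Ad-Cre, the proliferation genes had a median log2 fold change of 0.26, and 24 of 28 were higher with inhibitor (adjusted p = 5.29e-06 from limma's camera, 0.293 with fry). By replicate the median was 0.47 in F1, 0.64 in M1 and 0.19 in F2, and -0.19 in M2. The glycolysis genes had a median of 0.09 with 11 of 18 higher (adjusted p = 0.322 from camera), which was -0.05 both with the values as deposited and with quantile normalization. In this comparison 0 proliferation and 0 glycolysis genes had an adjusted p under 0.05 over all genes tested, while 6 proliferation genes and 3 glycolysis genes were higher and 2 glycolysis genes were lower at an unadjusted p under 0.05 with a fold change above 1.2; adjusted over the list alone, 1 proliferation gene and 2 glycolysis genes were higher and 1 glycolysis gene lower. When the preparation was a block, 2 proliferation genes and 1 glycolysis gene were higher and 2 glycolysis genes lower with an adjusted p under 0.05 over all genes tested.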

We considered whether an increase in β cell proliferation might have contributed to the β cell mass increase with JNK inhibition, but this seems unlikely, given the downregulation of proliferation-related gene sets like E2F targets, MTORC1 signaling, and Glycolysis in the RNA-seq dataset (Figure 6A). JNK kinases, of which there are 3 isoforms, have important roles in tissues throughout the body, including as a negative regulator of insulin signaling (47). JNK depletion or inhibition has been previously shown to reduce β cell death in cell culture stress models (32, 48–50), in vivo in mice (51–53), and in human islet engraftment models (54–57). However, pan-JNK inhibition worsened albuminuria in mice, a sign of kidney toxicity (58). JNK biology is complicated and requires more investigation before a therapeutic can be safely advanced. For example, JNK3, expressed in β cells, may have protective roles (59, 60). On the other hand, JNK3 plays important roles in neurological development and function, yet JNK3 inhibitors are under exploration for neuroprotective therapy (61). Further work is required to identify safe and efficacious approaches to target JNK isoforms for β cell preservation.

Our data suggest that p53 acts downstream of JNK to cause β cell death during ER stress. JNK is a known activator (26, 27) or suppressor (62) of p53 activity in other cell types and cancers. 

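The direction of the p53 pathway genes of Fig. 6D with JNK inhibitor in the libraries labelled Ad-Cre depends on the scaling. Their median was 0.09 after TMM scaling, 0.08 with quantile normalization and -0.05 with the RPKM values as deposited. As deposited, the median of all genes moved as well, from -0.014 to -0.139. The difference between the median of the p53 genes and that of all genes was 0.10 on the log2 scale after TMM scaling, 0.09 with the RPKM values as deposited and 0.08 with quantile normalization. Such a difference does not respond to a shift of all genes, so its like values with TMM and as deposited are no independent check. Among 10000 random lists of genes of the same size and similar expression, 99.16% had a median change with inhibitor as low as that of the p53 genes or lower. The core p53 target genes had a median of 0.06 with inhibitor, 20 of 30 higher (adjusted p = 0.0711 from limma's camera, 0.0403 with a filter at 0.1 RPKM). Their median was between 0.06 and 0.07 in each of the 4 replicates, and -0.08 with the values as deposited. The 6 p53 targets of Fig. 6I, which the paper measured by qPCR, had a median of -0.26 with 0 of 6 higher (adjusted p = 0.0711 from camera; 0.0282 without replicate F1, 0.0142 without M1, 0.0426 without F2 and 0.799 without M2), and of -1.05 in replicate M2 against 0.02 in F1, -0.02 in M1 and -0.18 in F2. In Ad-Cre the same 6 genes had a median of 1.05 with 6 of 6 higher (adjusted p = 0.000486 from camera).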

In islet cells, we observed a p53 transcriptional signature when GRP78 was deleted, and the signature was reduced by JNK inhibition. Furthermore, JNK inhibition reduced phospho-p53 labeling of β cell nuclei and reduced p53 target gene expression by qPCR, and p53 inhibition reduced β cell death in mouse and human islet cell cultures. These results warrant cautious excitement. We have found only 2 prior publications implicating a similar JNK-p53 pathway in β cell death, one after cytokine exposure (63) and one after FFA exposure (64); both were primarily in transformed cell lines and provide no data in human β cells. Like TUNEL, only a small fraction of β cell nuclei labeled for phospho-p53, suggesting this is a fleeting stage that precedes cell death execution. Islet p53 activation was previously observed in mouse T2D models (29) and in human pancreatic β cells from T2D sections (31); p53 activity was associated with dsDNA breaks in a glucotoxicity model (31). Whether p53 inhibition improves β cell survival under stress conditions has been an unresolved question, however. Chronic β cell–specific p53 deletion in mice did not protect against loss of β cell mass after STZ, despite a reduction in pro-apoptotic mRNAs (30). Our results suggest that acute p53 inhibition, either pharmacologic or genetic, substantially prevented β cell death during UPR activation, suggesting that effects may differ between acute and chronic inhibition. Acute p53 inhibition may avoid compensatory changes that blunt the survival benefit.

This study provides insight into the roles of GRP78 in mouse and human β cells. β cells express GRP78 under basal conditions and increase GRP78 abundance during stress (3). Loss of GRP78 cochaperones DNAJC3, ERDJ4, or its nucleotide exchange factor SIL1 causes diabetes (65–69), and proinsulin is a GRP78 folding client (11, 70–72). Forced overexpression of GRP78 in β cells imparted resistance to metabolic decompensation during high-fat feeding (73), and knockdown of *Grp78* worsened lipotoxic cell death in a transformed β cell line (74). Heterozygous GRP78 loss of function in all tissues, which resulted in 50% reduction in GRP78 protein level, caused resistance to weight gain during high-fat feeding and reduced insulin levels in the context of improved insulin sensitivity (75). Deletion of GRP78 from all pancreatic cell types using *Pdx1-cre* (76) led to disruption of the exocrine compartment, with most acinar cells replaced by fat. Glucose intolerance occurred, but islet studies were limited by the severe exocrine pathology and by the histochemical observation that remaining β cells appeared to have escaped GRP78 reduction. In the current study, GRP78 proved essential for both mouse and human β cell survival, even under basal unstressed conditions. Heterozygous deletion of GRP78 was innocuous, suggesting that β cells can tolerate a partial reduction in GRP78.

The study has several limitations. The RNA-seq experiment was performed on bulk material rather than single cells, and was performed on islet cultures after ex vivo *Grp78* knockdown rather than islets obtained from the in vivo environment. The ex vivo knockdown paradigm used adenovirus reagents, which could introduce additional stress; multiplicity of infection was matched across all conditions. The in vivo JNK inhibitor experiments proved insufficient to normalize blood glucose in Akita mice, despite reducing ongoing β cell death and improving β cell mass. Approaches to improve β cell survival may not be sufficient to prevent or reverse diabetes if additional defects besides cell death are present, such as failure of insulin production or secretion.

In sum, with this study we report that GRP78 suppression of UPR activation is essential for β cell survival, without which diabetes rapidly ensues. Molecular studies identify the mechanism driving cell death as IRE1 kinase–dependent JNK activation leading to p53-mediated cell death. Therapeutic studies show that inhibiting either JNK or p53 rescues mouse and human β cell death, and in vivo JNK inhibition reduced β cell apoptosis in diabetes. Taken together, this work identifies a path to β cell death and identifies possible approaches to intervene.

## Methods

### Sex as a biological variable.

For in vivo and in vitro studies in mice, both sexes were used, and data were analyzed together without any bias. Similarly, human pancreas sections and islets from both sexes were obtained from the Integrated Islet Distribution Program (IIDP) and analyzed together.

### Mouse models.

*Grp78^fl/fl^* mice were a kind gift from Dr. Amy S. Lee (21) and are now available at Jackson laboratories (*B6.129(Cg)-Hspa5^tm1.1Alee^*/J; RRID:IMSR_JAX:019549). To generate β cell-specific *Grp78* knockdown, we crossed *Grp78^fl/fl^* mice with mice harboring cre-recombinase at the *Ins1* gene locus (*B6(Cg)-Ins1^tm1.1(cre)Thor^*/J; RRID:IMSR_JAX:026801) (22). Some studies were performed in *Akita* mice (*C57BL/6-Ins2^Akita^*/J; RRID:IMSR_JAX:003548) or *mTmG* mice (*Gt(ROSA)26Sor^tm4(ACTB–tdTomato,–EGFP)Luo^*/J; RRID:IMSR_JAX:007576. All mice were housed in a temperature-controlled room with 12-h light/dark cycle and continuous access to standard mouse chow and water. Both male and female mice were used for all experiments, at the ages described in the text and figures. For BrdU labeling, mice were injected with 10 mg/mL bromodeoxyuridine twice intraperitoneally (IP), 4 and 2 hours before tissue harvest (35). Tail blood was collected for measuring blood glucose, plasma insulin, and glucagon. For in vivo JNK inhibition, JNK inhibitory peptide D-JNKI-1 (Med chem Express) was injected IP once a day (0.5 mg/kg) starting at day 8 for Ins1 Cre Grp78 mice and at day 21–23 for AKITA mice for 5 consecutive days in PBS. *Grp78^fl/fl^* male and female mice at 12–60 weeks of age were used for ex vivo islet studies.

### Mouse islet isolation and cell culture.

General reagents and sources are listed in Supplemental Table 1. Islets were isolated by injecting collagenase in the common bile duct, followed by separating endocrine and exocrine tissue by Ficoll-Histopaque density gradient as described previously (35). After resting overnight, islets were dispersed to single cells using 0.05% trypsin, plated on plastic for RNA and protein or on glass coverslips for immunostaining and microscopy, and cultured in islet complete media (ICM) containing RPMI 1640 with no glutamine and no glucose, 10% FBS, penicillin/streptomycin and supplemented with 15 mM glucose in 24-well plates in a 37°C humidified incubator with 5% CO_2_. Other additives are added at the start of the experiment, as described below. Adenovirus (Supplemental Table 2) expressing *LacZ* (control) or *Cre* recombinase (knockdown) were used at a multiplicity of infection (MOI) of 20 to knock down *Grp78* in parallel on *Grp78^fl/fl^* islet cells from the same biological replicate. Islet cells were harvested for molecular studies 72 hours after glucose and adenoviral treatment. All experimental conditions were matched for total virus MOI. Culture additives (Supplemental Table 3) included: Atf6 inhibitor (AEBSF, Thermo Fisher Scientific), PERK Inhibitor (GSK2606414, Med Chem Express), IRE1 Inhibitor (4μ8c, Selleck Chem), IRE1 kinase inhibitor (APY29, Med Chem Express), IRE1 nuclease inhibitor (SPY-083010, Calbiochem), JNK inhibitor (JNK-IN-8, Selleck Chem), and p53 inhibitor (PFT-α, Selleck Chem). All the inhibitors are added at the start of the experiment for 72 hours.

### Human islet cell cultures.

Human cadaveric islets (Supplemental Table 4) were received from IIDP in CMRL (Connaught Medical Research Laboratories) 1066 based media on ice. After receiving, human islets were centrifuged at 1500rpm for 5 min at RT and the shipping media was discarded. The human islet pellet was resuspended in RPMI-based ICM containing 10% FBS, penicillin/streptomycin, supplemented with 5 mM glucose, and transferred in 10 cm tissue culture plates with minimum binding. Human islets were allowed to recover from the shipping and handling stress for 24 hours by incubating them in a 37°C humidified incubator with 5% CO_2_. Human islets were dispersed using 0.05% trypsin described previously. Islet cells were either plated on plastic (100 IEQs) for RNA/Protein isolation or on glass coverslips (50 IEQs) for performing immunostaining. All human islet cell experiments were performed in 15 mM glucose for 96 hours. At the start of the experiment, dispersed human islet cells were transduced with adenoviruses expressing β-galactosidase (*Ad-LacZ*) or human *GRP78* short hairpin RNA (*Ad-sh-GRP78*) were used at an MOI of 20 to knockdown GRP78, and the chemical inhibitor were also added at the same concentration as described above in the mouse cell culture section. At the end of the treatment, cells were fixed and stained, as described below.

### Human pancreas sections.

Human pancreas sections (Supplemental Table 5) were received from the Integrated Islet Distribution Program (IIDP). p-JNK and insulin immunofluorescence staining was performed on five non-diabetic and five T2D pancreas sections similar to the mouse pancreas sections described below.

### Histology and immunofluorescence.

Mouse pancreas tissue and duodenum were dissected and fixed for 5 hours (4 hours for mTmG pancreata) with 10% formalin at room temperature. After fixation, tissues were processed, paraffin embedded, and sectioned (5 μm) at either the UMASS Medical School or Weill Cornell Medicine histopathology cores. Islet cell cultures were fixed in 4% paraformaldehyde for 10 min at room temperature. For BrdU immunofluorescence, fixed cells or rehydrated paraffin sections were submerged in 1 N HCl for 25–30 min at 37°C, blocked for 2 hours in goat serum–based block with 0.1% Tween 20, labeled with primary antibodies, then secondary antibodies (Invitrogen), and mounted on glass slides with Fluoroshield mounting media containing DAPI (Sigma-Aldrich). For TUNEL, CS and IHC sections were stained according to the manufacturers protocol (Promega) and after end labelling, cells were counterstained with insulin, glucagon and DAPI as previously described (35). For insulin and glucagon IHC, sections were stained as previously described (77). Immunostaining for p-JNK and p-p53 was performed by incubating the paraffin sections with 0.1% triton for 10 min followed by insulin immunostaining protocol. The primary antibodies (Supplemental Table 6) were guinea pig anti-insulin (catalog #A0564; Dako), anti-glucagon (catalog #2760; cell signaling), anti-somatostatin (catalog #30788; Abcam), rabbit anti-pJNK (catalog #4668; Cell Signaling Technology), mouse anti-p-p53 (catalog #9284; Cell Signaling Technology), rat anti-BrdU (catalog Ab6326; Abcam). Fluorescence images were acquired using a Nikon TE2000-E2 inverted microscope or TissueGnostics NIKON microscope. Brightfield images at 200X were acquired of islets from pancreas sections stained for insulin (DAB) and hematoxylin using on Nikon TE2000-E2 inverted microscope. Whole pancreas sections were also scanned on slide scanner for α or β cell mass, which was estimated as the product of the percent glucagon- or insulin-labeled area, quantified using Adobe Photoshop and Image J, and the pancreas weight.

### Confocal microscopy.

Dispersed human islets cultured on glass coverslips transduced with adenoviruses and treated with inhibitors as described above were fixed using 4% paraformaldehyde for 10 min at room temperature. Human islet cells and human pancreas sections were immune stained for Insulin, p-p53, p-JNK, TUNEL, and DAPI, as described in the previous section. Both human islet cells and human pancreas sections were imaged using a Zeiss LSM 880 inverted confocal microscope. All the images were acquired using 63X objective. We used the same exposure time for each laser to capture the immunostaining of human islet cells from the same experiment with different treatments and similarly for all the human pancreas sections.

### Flow cytometry.

Dispersed islet cells from 50–100 islet equivalents (IEQ) were cultured on 24-well tissue culture treated plastic plates as above, then were detached from the plate using 0.05% trypsin as previously described (35). Cells were washed twice with ice-cold PBS and suspended in 1X buffer for staining with Annexin V/PI per the manufacturer’s protocol (Millipore). Cells were washed twice with ice-cold PBS and kept on ice until flow cytometric counting with BD Accuri C6 flow cytometer (BD Biosciences). All the samples counted a minimum of 15,000 cells. Experiments were analyzed using FlowJo software.

### Gene expression.

For RNA, islet cells after culture were washed with ice-cold PBS, or liver, spleen, and muscle were suspended/homogenized in SKP buffer supplemented with 10% β-mercaptoethanol from Norgen RNA/Protein isolation kit (Norgen, Canada). Total RNA was isolated from cells/tissues using the manufacturer’s protocol. 250–1,000 ng of total RNA underwent cDNA synthesis using Superscript IV VILO kit from Invitrogen. Gene expression was measured by SYBR green QPCR using primers listed in Supplemental Table 7 (mouse) and Supplemental Table 8 (human). Data are expressed as ddCT (fold change) normalized to actin.

### Western blots.

Total protein was extracted from islet cell cultures using the protein lysis buffer described previously (77) or isolated from RNA/protein spin columns from the Norgen kit (Canada). Samples prepared using protein lysis buffer were subjected to sonication (QSONICA) for 10 min on 4°C with 30-sec pulse and 30-sec rest. After centrifugation at 12000 *rpm* for 5 min at 4°C, reducing SDS-PAGE sample buffer (Invitrogen) was added and the samples were boiled for 10 min. Samples were allowed to cool down at room temperature and subjected to separation on 4–20% precast gels (Bio-rad) for 1 hour at 140 volts. Separated proteins were transferred to PVDF membrane for 1 hour 15 minutes at 100 volts in a 4°C cold room. Membranes were blocked for 1 hour with either 10% skim milk powder or 5% bovine serum albumin (BSA) to minimize nonspecific antibody binding to the membrane. The membranes were incubated with primary antibodies (Supplemental Table 6) diluted in 2.5% BSA overnight. After washing the membranes three times (1XPBST), a species-specific secondary HRP-conjugated antibody was added at 1:2000 dilution for 1 hour. Blots were developed using ECL, ECL prime (GE Healthcare), or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific) on autoradiography films or Bio-rad gel imager. Western blot bands were quantitated using ImageJ. Densitometric band quantification data were internally normalized to remove bias due to difference in background. The densitometric data were presented as protein normalized to actin.

### Bulk RNA sequencing.

Islet cell cultures from 2 male and 2 female *Grp78^fl/fl^* mice transduced with *Ad-LacZ* or *Ad-cre* and treated with vehicle or JNK inhibitor for 72 hours were harvested for RNA isolation as described above. RNA integrity number for most samples was above 9.2. 250 μg of total RNA was used for polyA library preparation and paired-end PE150 RNA sequencing on an Illumina HiSeq 4000 (Quick Biology, USA). The data were received in fasq files that were aligned to the mouse genome to generate raw counts (78). 

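From the steps in the low RPKM values, the 16 libraries had between 7.7 and 25.5 M reads, with a median of 22.0 M. Between 92.0% and 93.4% of the low values checked in a library were whole numbers of reads within 0.05. At 1 RPKM, a gene of 2 kilobases would rest on 15.4 reads in the shallowest library and on 50.9 in the deepest. The 6 hormone genes Ins1, Ins2, Gcg, Sst, Ppy and Pyy took 16.7% to 31.2% of the RPKM sum of a library.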

17–25 million paired-end raw counts were obtained from each sample. Differently expressed genes between samples were analyzed using UMASS Chan Medical School free software DEBrowser (79). Gene counts were filtered for genes with >1 count per million (CPM) for analysis, which was then normalized using the trimmed mean of M-values (TMM) method with *P* < 0.05 and FC>1.5 to generate DE gene lists. Also, normalized all detected gene lists were generated using DEBrowser software, which was further analyzed with free online software GSEA (Broad Institute and UC San Diego) using a Hallmark gene enrichment data set to generate differently expressed pathways with FDR less than 25% or TRRUST transcription factor analysis was performed using free online resource Enrichr (80).

### Immunofluorescence image quantification.

Image data were quantified in an unbiased manner by blinding the images and then quantifying using Cell Profiler automated counting software from the Broad Institute (80) or Strataquest (TissueGnostics, USA). At least two images were manually checked post-quantification to confirm the data and assess for errors in the automated counts. TUNEL, p-p53 and BrdU positive β cells were manually assessed by blinding the IHC and CS images to remove any bias which were confirmed by two different individuals in the lab. 1000–2000 β cells were counted for each experimental condition. ImageJ was used to estimate p-JNK intensity in the insulin positive area for mouse and human pancreas sections. For IHC sections, 5–10 islets were imaged from each mouse or human pancreatic sections, which were analyzed either manually for p-JNK, BrdU, p-p53 and TUNEL or automation was performed for insulin and glucagon cell counts as mentioned above.

### Institutional cores.

We used the morphology and histology core facility at UMASS Chan Medical School and Laboratory of Comparative Pathology, Center of Comparative Medicine and Pathology, Sloan Kettering Institute, to process, embed, and cut 5-micron pancreas sections. The paraffin sections were immunostained with insulin in our lab and counter-staining for hematoxilin was performed at the institutional cores. We also used the Weill Cornell Medicine Microscopy and Image Analysis Core Facility for confocal imaging using a Zeiss LSM 880 inverted microscope.

### Statistics.

All the data are presented as mean ± SEM. The Statistical analyses were performed using Prism 10. Statistical significance was calculated by 2-tailed Student’s *t* test for comparing 2 groups or 1-way ANOVA for multiple comparisons; *P* < 0.05 was considered significant. The number of replicates and the statistical test used for each experiment are described in the figure legends.

### Study approval.

All mouse procedures were approved by the Institutional Animal Care and Use Committees at UMass Medical School and Weill Cornell Medicine.

### Data availability.

All reagents used in the study are available commercially. Source details are provided in the Supplemental Tables. RNA-seq data have been deposited at GEO (accession number GSE282680) and are publicly available as of the date of publication. All other data reported in this paper can be found in the Supporting Data Values file.

## Author contributions

LCA, JKK, and ASL initially conceptualized the study; LCA acquired funding. LCA and RBS conceptualized and designed the experiments. RBS, CD, YW, TDL, TAC, BG, and AR performed the studies. DR performed the initial bioinformatics data analysis. LCA and RBS analyzed the data and wrote the manuscript; all authors had the opportunity to review and approve the manuscript.

## Conflict of interest

ASL is a scientific advisory board member of BiPER Therapeutics. LCA has performed consulting work for Eli Lilly and Co., Sanofi S.A., and Vertex Pharmaceuticals Inc.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- United States National Institutes of Health (R01DK113300, LCA; R01DK114686, LCA; R01DK135304, LCA; R01DK124906, LCA; and F31DK136225, AR).
- NIH Grant # U24DK098085.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
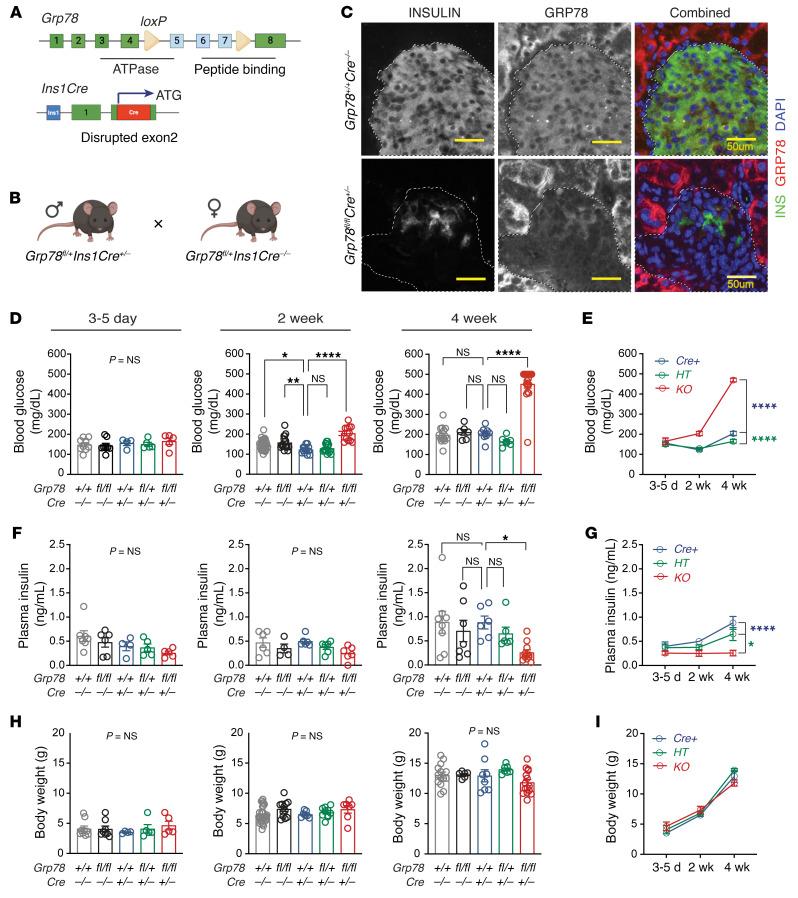
Deletion of key ER chaperone GRP78 from β cells in mice caused insulin-deficient diabetes within 2 weeks of life. (**A**) *Grp78* gene locus (not to scale) indicating the location of loxP sites and *Ins1cre* knock-in allele. Blue exons are removed after recombination. (**B**) Breeding strategy to generate β cell–specific *Grp78^fl/fl^Ins1cre^+/–^* mice and littermate controls. (**C**) Pancreas sections of 4-week old *Grp78^+/+^Ins1cre^+/–^* (Cre control) and *Grp78^fl/fl^Ins1cre^+/–^* (GRP78 deletion) immunostained for insulin (green), GRP78 (red) and DAPI (blue). (**D**–**I**) (*n* ≥ 4): nonfasting blood glucose (**D** and **E**), plasma insulin (**F** and **G**), and body weight (**H** and **I**) of all littermate genotypes. Males and females did not show differences for these outcomes and were combined. Scale bars: 50μm. Statistics by 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
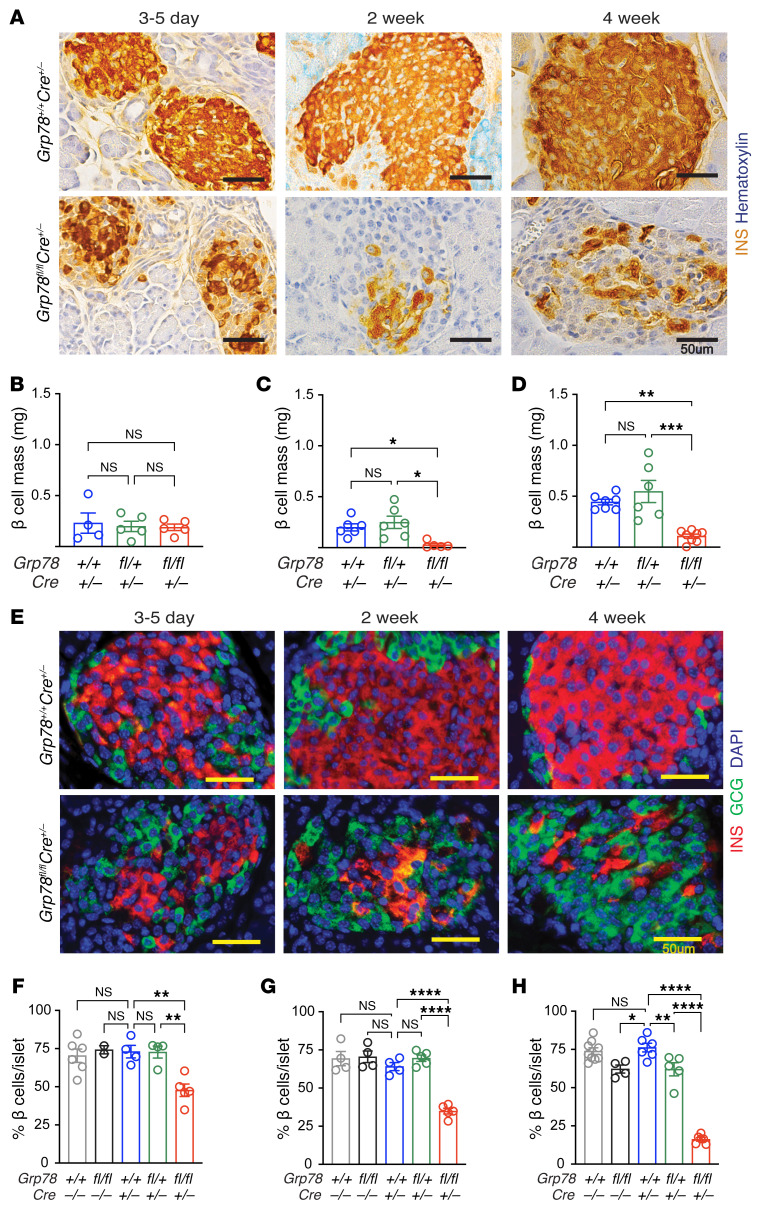
β cell GRP78 deletion reduced β cell mass and disrupted islet architecture. (**A**) IHC of pancreas sections for insulin (brown) and hematoxylin (blue) was used to estimate β cell mass (**B**–**D**) (*n* ≥ 4) of *Grp78^+/+^Ins1cre^+/–^* (cre control), *Grp7^f/+^Ins1cre^+/–^* (heterozygous) and *Grp78^fl/fl^Ins1cre^+/–^* (deletion) mice. (**E**) Immunostaining of pancreas sections for insulin (red), glucagon (green), and DAPI (blue) was used to quantify the percentage islet endocrine cells that labeled for insulin (**F**–**H**) (*n* ≥ 2). Males and females were combined. Scale bars: 50μm. Statistics by 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
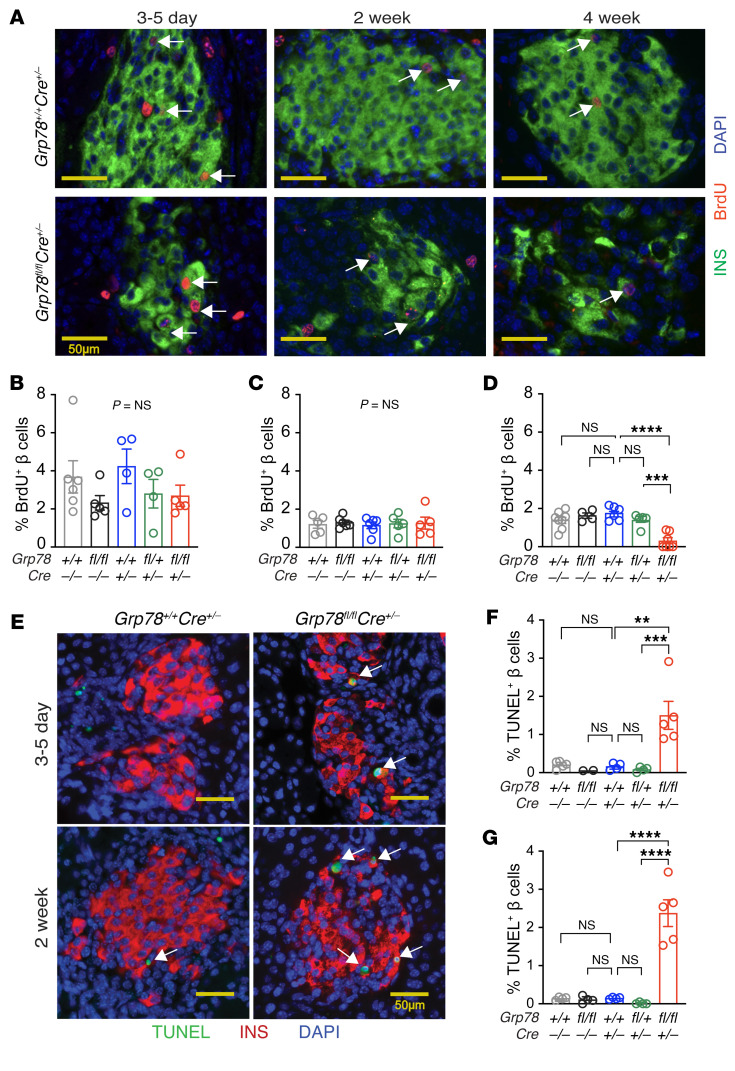
Loss of β cell mass after GRP78 deletion was predominantly due to increased β cell death. (**A**) Immunostaining of pancreas sections from 3–5 day, 2-week and 4-week old mice for insulin (green), BrdU (red), and DAPI (blue). (**B**–**D**) Quantitation of the percentage of insulin-positive cells that were also BrdU-positive from all genotypes at 3–5 days (left), 2 weeks (center), and 4 weeks (right) (*n* ≥ 4). (**E**) TUNEL (green) labeling of pancreas sections from 3–5 day and 2-week old mice as well as for insulin (red), and DAPI (blue). (**F** and **G**) Quantitation of the percentage of insulin^+^ cells that were also TUNEL-positive in 3–5 day (**F**) and 2-week (**G**) mice (*n* ≥ 2). White arrows in **A** and **E** point to examples of dual-positive cells. Males and females combined. Scale bars: 50μm. Statistics by 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
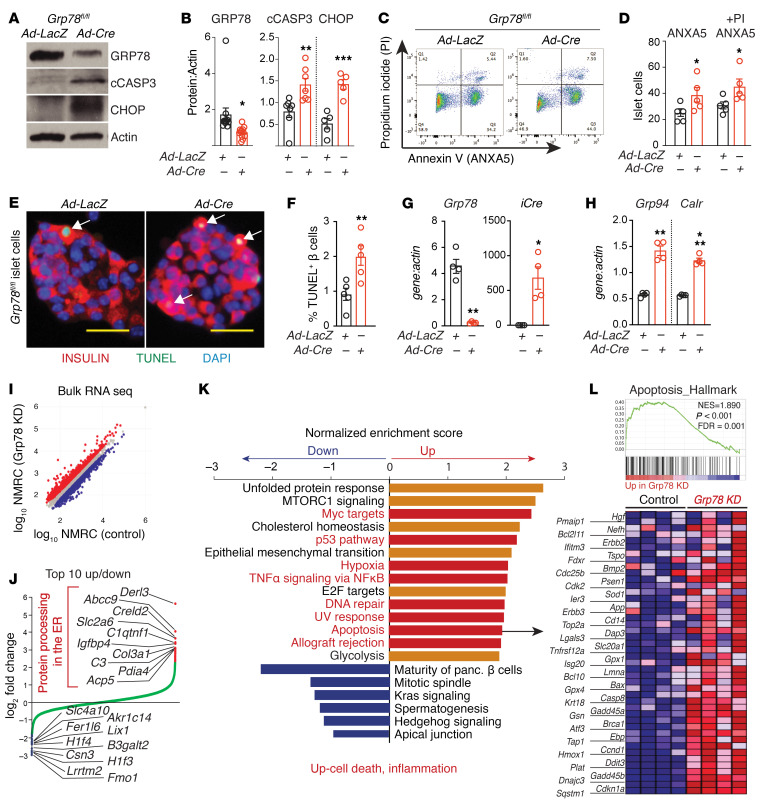
Ex vivo GRP78 depletion increased β cell death and transcriptional signatures of apoptosis pathways. Dispersed *Grp78^fl/fl^* male and female mouse islet cells were transduced with *Ad-LacZ* (control) or *Ad-Cre* (knockdown, KD) and cultured for 72 hours in 15 mM glucose for all experiments in this figure. (**A** and **B**) Western blots for GRP78, cleaved caspase 3 (cCASP3), CHOP, and Actin (**A**) were quantitated in **B** (*n* ≥ 5). (**C** and **D**) Cells were lifted, stained for Annexin V (ANXA5) and propidium iodide (PI), analyzed by flow cytometry (**C**), and quantitated (**D**) (*n* ≥ 5). (**E** and **F**) Cells plated on glass coverslips were stained for insulin (red), TUNEL (green) and DAPI (blue), imaged (**E**), and dying β cells were counted (**F**) (*n* ≥ 4). (**G** and **H**) qPCR analysis on parallel aliquots of RNA to those sent for library preparation and sequencing were tested for *Grp78* (**G**) or compensatory chaperones *Grp94* and *Calr* (**H**) (*n* = 4). (**I**–**L**) Bulk RNA sequencing of islet cell cultures prepared as above; *n* = 4 biological replicates (2 male, 2 female). (**I**) Scatter plot of differentially expressed genes (*P* < 0.05, FC ≥ 1.5); red dots are upregulated in *Grp78* KD, blue dots are downregulated in *Grp78* KD. (**J**) Log_2_ fold change with top 10 up- and downregulated genes labeled. (**K**) Illustration of significantly enriched (FDR < 0.05) upregulated (red, related to cell death) and downregulated (blue) Hallmark gene sets. (**L**) Enrichment plot and heat map of hallmark apoptosis gene set showing gene expression changes. Scale bars: 50 μm. Statistics by paired *t* test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 5:**
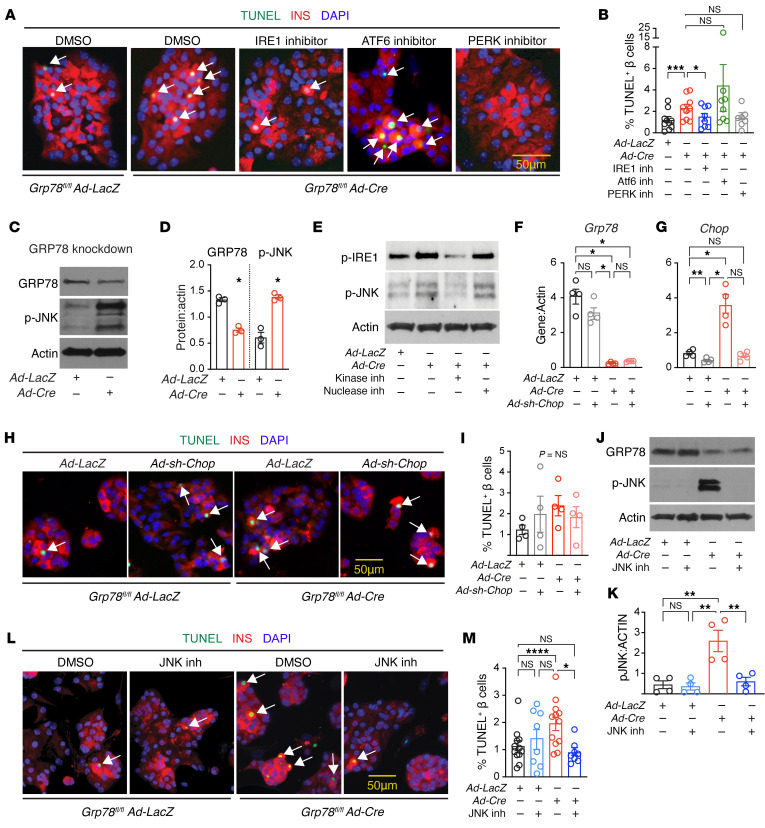
IRE1-dependent JNK activation, but not CHOP induction, leads to β cell death after GRP78 depletion. Dispersed *Grp78^fl/fl^* male and female mouse islet cells were transduced with *Ad-LacZ* or *Ad-Cre* and cultured for 72 hours in 15 mM glucose for all panels. (**A** and **B**) Cultures were labeled for TUNEL (green), insulin (red), and DAPI (blue) after treatment with inhibitors of IRE1 (4μ8c), ATF6 (AEBSF), or PERK (GSK2606414) with or without GRP78 knockdown (*n* ≥ 7). Inhibitors were added for the full 72 hours. See Supplemental Figure 3 for *Ad-LacZ* data with inhibitors. (**C** and **D**) Immunoblot of GRP78, p-JNK, and actin 72 hours after GRP78 knockdown (*n* ≥ 4). (**E**) Immunoblot of p-IRE1, p-JNK, and actin after GRP78 knockdown in the absence or presence of IRE1 inhibitors specific for the kinase or nuclease activity. (**F** and **G**) qPCR for *Grp78* or *Chop* on GRP78 knockdown islet cultures with or without transduction with *Ad-sh-Chop* (*n* = 4). (**H** and **I**) GRP78 knockdown islet cell cultures transduced with *Ad-sh-Chop* and labeled for TUNEL (green), insulin (red) and DAPI (*n* = 4). For **F**–**I**, total virus MOI was held constant for all conditions by adjusting the MOI of *Ad-LacZ*. (**J** and **K**) Immunoblot and band intensity quantitation of GRP78, p-JNK, and actin 72 hours after GRP78 knockdown in the presence or absence of JNK inhibitor (JNK-IN-8) (*n* = 4). (**L** and **M**) GRP78 knockdown islet cell cultures treated with pan-JNK inhibitor labeled for TUNEL (green), insulin (red) and DAPI (*n* ≥ 8). Scale bars: 50μm. Statistics by paired *t* test (**D**) or 1-way ANOVA (**B**, **F**, **G**, **I**, **K**, and **M**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 6:**
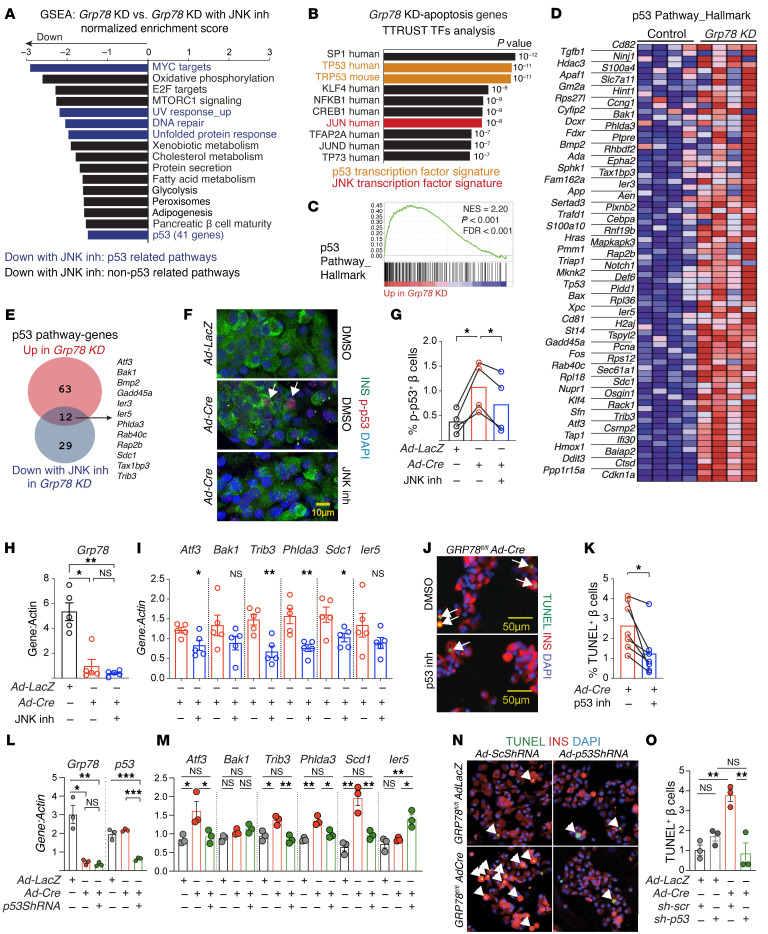
JNK inhibition or acute p53 inhibition both rescue β cell death. All panels show experiments on dispersed *Grp78^fl/fl^* mouse islet cells cultured for 72 hours in 15 mM glucose. (**A**) GSEA for hallmark gene sets on RNA-seq of *Grp78* knockdown (KD) mouse islet cells with or without JNK inhibition. Only downregulated gene sets are show. Blue, p53-related gene sets. (**B**) TTRUST transcription factor prediction analysis on apoptosis gene set genes upregulated by *Grp78* knockdown. Orange, p53-related; red, JNK-related. (**C**) Enrichment plot, p53 hallmark genes upregulated after Grp78 knockdown. (**D**) Heatmap, p53 hallmark genes upregulated after Grp78 knockdown. (**E**) Venn diagram showing the overlap of p53 genes upregulated by reducing GRP78 and downregulated by JNK inhibition during GRP78 knockdown. (**F** and **G**) Islet cells immunostained for insulin (green), phospho-p53 (red), and DAPI (blue) imaged by confocal microscopy, percentage β cells with nuclear phospho-p53 (*n* = 4). (**H** and **I**) qPCR analysis for *Grp78* (**H**) or p53 transcriptional targets *Atf3, Bak1, Trib3, Phlda3, Sdc1,* and *Ier5* (*n* = 5). (**I**). (**J** and **K**) Islet cells with Grp78 knockdown with or without p53 inhibition were fixed, labeled for insulin (red), TUNEL (green), and DAPI (blue), imaged, and counted (*n* = 7). (**L**–**O**) Islet cells withGrp78 knockdown with or without p53 knockdown underwent qPCR for Grp78, p53, or p53 target genes (**L** and **M**), or TUNEL staining and quantification (**N** and **O**), *n* = 3. Scale bars: 50μm. Statistics by paired *t* test (**H** and **J**) or 1-way ANOVA (**F** and **G**). *P < 0.05; **P < 0.01.

**Figure 7:**
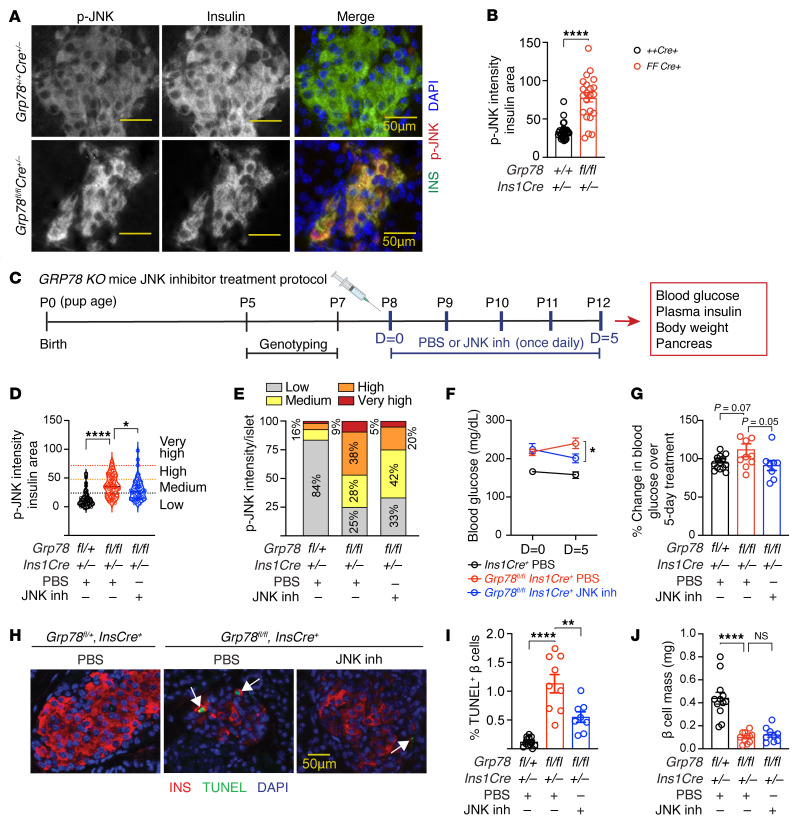
JNK inhibition reduces β cell death in *Grp78*-deletion mice. All panels show analyses of *Grp78^fl/fl^Ins1cre^+/–^* mice and littermate *Grp78^+/+^Ins1cre^+/–^* controls. (**A** and **B**) Pancreas sections of 2-week old mice immunostained for insulin (green), phospho-JNK (p-JNK, red), and DAPI (blue) were imaged (**A**) and quantified (**B**) for p-JNK intensity in insulin^+^ area using ImageJ. Each data point represents staining intensity across one islet; 3–10 islets were quantified from *n* = 3 mice of each genotype. (**C**) Schematic of in vivo treatment timeline and sample collection. JNK inhibitory peptide was injected intraperitoneally for 5 days from P8–P12. (**D** and **E**) Quantitation of pJNK intensity in *Grp78*-deletion mice or controls treated with PBS or JNK inhibitor; 10 islets from *n* = 5–6 mice of each treatment group were analyzed. Dotted lines in **D** denote demarcations between expression intensity categories: low, medium, high, or very high; breakdown plotted in **E**. (**F** and **G**) Random blood glucose at the beginning and end of treatment with either PBS or JNK inhibitor, expressed as absolute (**F**) or percentage change in blood glucose (**G**); (*n* ≥ 8). (**H**–**J**) Pancreas sections labeled for insulin (red), TUNEL (green), and DAPI (blue) were imaged (**H**) and quantified for the percentage of β cell labeling for TUNEL (**I**; *n* ≥ 8) or for β cell mass (**J**; *n* ≥ 8) at the end of the JNK inhibitor experiment. Males and females did not show differences for these outcomes and were combined. Scale bars: 50 μm. Statistics by 1-way (**D**, **G**, **I**, and **J**) or 2-way (**F**) ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 8:**
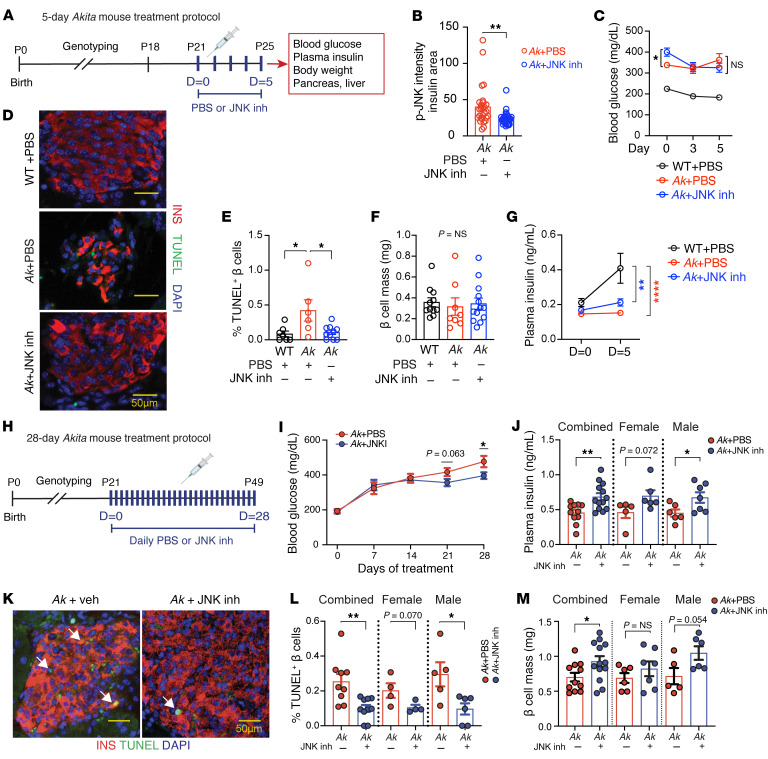
JNK inhibition decreases β cell death in Akita mice. (**A**) Schematic of 5-day in vivo treatment timeline and sample collection. (**B**) p-JNK staining intensity in insulin^+^ area of pancreas sections from Akita (Ak) mice with and without JNK inhibition; at least 8 islets were quantified from *n* = 3 mice in each group. (**C**) Random blood glucose at the beginning, day 3 and day 5 of treatment with either PBS or JNK inhibitor (*n* ≥ 15). (**D**–**G**) Pancreas sections (*n* ≥ 6) labeled for insulin (red), TUNEL (green), and DAPI (blue) were imaged (**D**) and quantified (**E**) for the percentage β cells that were TUNEL^+^. (**F**) β cell mass. (**G**) Plasma insulin levels at day 0 and day 5. (**H**) Schematic of 28-day in vivo treatment timeline. (**I**) Random blood glucose across the treatment period (*n* ≥ 11). (**J**) Plasma insulin levels (*n* ≥ 5). (**K**–**M**) Pancreas sections labeled for insulin (red), TUNEL (green) and DAPI (blue) were imaged (**K**) and quantified for the percentage β cells that were TUNEL^+^ (**L**) or for β cell mass (**M**). Males and females did not show marked differences for most outcomes and were combined for most panels. Scale bars: 50μm. Statistics by *t* test (**B** and **J**–**M**), 1-way ANOVA (**E**, **F**, **I**), or 2-way ANOVA (**C** and **G**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 9:**
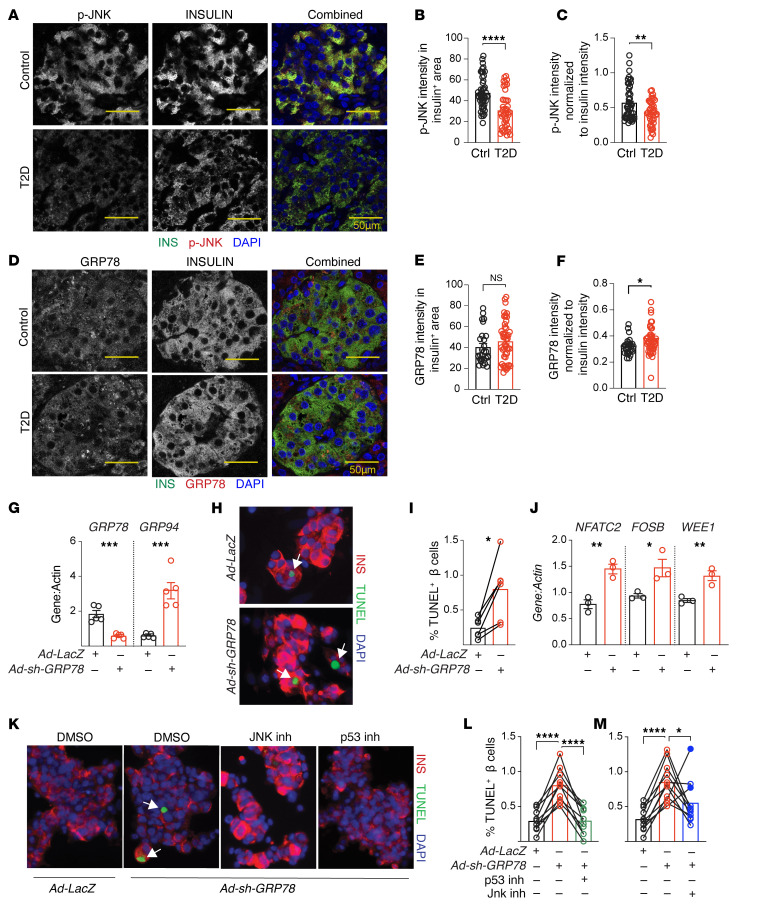
Inhibition of either JNK or p53 reduces human β cell death after GRP78 depletion. Panels **A**–**F** contain data from human pancreatic sections, and panels **G**–**M** contain data from ex vivo culture of dispersed human islet cells transduced with *Ad-LacZ* or *Ad-sh-GRP78* and cultured for 72 hours. (**A**–**C**) Sections from individuals with T2D or controls (*n =* 5 of each) were immunostained for insulin (green), p-JNK (red), and DAPI (blue), imaged with confocal microscopy (**A**), and p-JNK staining intensity over the insulin^+^ area quantified using ImageJ either in absolute (**B**) or normalized to insulin staining intensity (**C**). (**D**–**F**) Sections from individuals with T2D or controls (*n =* 5 each) were immunostained for insulin (green), GRP78 (red), and DAPI (blue), imaged with confocal microscopy (**D**), and GRP78 staining intensity over the insulin^+^ area quantified using ImageJ either in absolute (**E**) or normalized to insulin staining intensity (**F**). (**G**) Dispersed human islet cells transduced with *Ad-LacZ* or *Ad-sh-GRP78* were assessed for *GRP78* or *GRP94* abundance by qPCR (*n* = 5). (**H** and **I**) Dispersed human islet cells transduced with *Ad-LacZ* or *Ad-sh-GRP78* and plated on glass coverslips (*n* = 6) were assessed for apoptosis by labeling for insulin (red), TUNEL (green), and DAPI (blue); imaged (**H**); and quantified for the percentage of β cells labeling for TUNEL (**I**). (**J**) Human islet cells treated as in **G** were assessed by qPCR for abundance of cJUN target genes (*n* = 3). (**K**–**M**) Dispersed human islet cells transduced with *Ad-LacZ* or *Ad-sh-GRP78* were treated with vehicle (DMSO), JNK-IN-8 inhibitor (*n* = 11), or p53 inhibitor (*n* = 10) for 72 hours; labeled for insulin (red), TUNEL (green), and DAPI (blue); imaged (**K**); and quantified for the percentage of β cells labeling for TUNEL (**L** and **M**). Statistics by *t* test (**B**, **C**, **E**–**G**, **I**, and **J**) or 1-way ANOVA (**L** and **M**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## References

[1] Weir GC, Bonner-Weir S (2013). Islet β cell mass in diabetes and how it relates to function, birth, and death. Ann N Y Acad Sci.

[2] Arunagiri A (2019). Proinsulin misfolding is an early event in the progression to type 2 diabetes. Elife.

[3] Back SH, Kaufman RJ (2012). Endoplasmic reticulum stress and type 2 diabetes. Annu Rev Biochem.

[4] Sharma RB (2021). Living dangerously: protective and harmful ER stress responses in pancreatic β cells. Diabetes.

[5] Shrestha N (2021). Pathological β cell endoplasmic reticulum stress in type 2 diabetes: current evidence. Front Endocrinol (Lausanne).

[6] Tersey SA (2012). Islet β cell endoplasmic reticulum stress precedes the onset of type 1 diabetes in the nonobese diabetic mouse model. Diabetes.

[7] Song B (2008). Chop deletion reduces oxidative stress, improves beta cell function, and promotes cell survival in multiple mouse models of diabetes. J Clin Invest.

[8] Ghosh R (2014). Allosteric inhibition of the IRE1α RNase preserves cell viability and function during endoplasmic reticulum stress. Cell.

[9] Støy J (2007). Insulin gene mutations as a cause of permanent neonatal diabetes. Proc Natl Acad Sci U S A.

[10] Stone SI (2021). Monogenic and syndromic diabetes due to endoplasmic reticulum stress. J Diabetes Complications.

[11] Scheuner D (2005). Control of mRNA translation preserves endoplasmic reticulum function in beta cells and maintains glucose homeostasis. Nat Med.

[12] Abdulkarim B (2015). A missense mutation in PPP1R15B causes a syndrome including diabetes, short stature, and microcephaly. Diabetes.

[13] Lekszas C (2020). Biallelic TANGO1 mutations cause a novel syndromal disease due to hampered cellular collagen secretion. Elife.

[14] Montaser H (2021). Loss of MANF causes childhood-onset syndromic diabetes due to increased endoplasmic reticulum stress. Diabetes.

[15] Delépine M (2000). EIF2AK3, encoding translation initiation factor 2-alpha kinase 3, is mutated in patients with Wolcott-Rallison syndrome. Nat Genet.

[16] Yang J (2022). IER3IP1 is critical for maintaining glucose homeostasis through regulating the endoplasmic reticulum function and survival of β cells. Proc Natl Acad Sci U S A.

[17] Yong J (2021). Therapeutic opportunities for pancreatic β cell ER stress in diabetes mellitus. Nat Rev Endocrinol.

[18] Shiu RP (1977). Glucose depletion accounts for the induction of two transformation-sensitive membrane proteinsin Rous sarcoma virus-transformed chick embryo fibroblasts. Proc Natl Acad Sci U S A.

[19] Haas IG, Wabl M (1983). Immunoglobulin heavy chain binding protein. Nature.

[20] Ni M, Lee AS (2007). ER chaperones in mammalian development and human diseases. FEBS Lett.

[21] Luo S (2006). GRP78/BiP is required for cell proliferation and protecting the inner cell mass from apoptosis during early mouse embryonic development. Mol Cell Biol.

[22] Thorens B (2015). Ins1(Cre) knock-in mice for beta cell-specific gene recombination. Diabetologia.

[23] Chen C-W (2022). Adaptation to chronic ER stress enforces pancreatic β cell plasticity. Nat Commun.

[24] Urano F (2000). Coupling of stress in the ER to activation of JNK protein kinases by transmembrane protein kinase IRE1. Science.

[25] Zhang T (2012). Discovery of potent and selective covalent inhibitors of JNK. Chem Biol.

[26] Fuchs SY (1998). MEKK1/JNK signaling stabilizes and activates p53. Proc Natl Acad Sci U S A.

[27] Gottifredi V, Prives C (2001). Molecular biology. Getting p53 out of the nucleus. Science.

[28] Vousden KH, Lane DP (2007). p53 in health and disease. Nat Rev Mol Cell Biol.

[29] Belgardt B-F (2015). The microRNA-200 family regulates pancreatic beta cell survival in type 2 diabetes. Nat Med.

[30] Uhlemeyer C (2023). Selective ablation of P53 in pancreatic beta cells fails to ameliorate glucose metabolism in genetic, dietary and pharmacological models of diabetes mellitus. Mol Metab.

[31] Tornovsky-Babeay S (2014). Type 2 diabetes and congenital hyperinsulinism cause DNA double-strand breaks and p53 activity in β cells. Cell Metab.

[32] Bonny C (2001). Cell-permeable peptide inhibitors of JNK: novel blockers of beta cell death. Diabetes.

[33] Kaneto H (2004). Possible novel therapy for diabetes with cell-permeable JNK-inhibitory peptide. Nat Med.

[34] Yoshioka M (1997). A novel locus, Mody4, distal to D7Mit189 on chromosome 7 determines early-onset NIDDM in nonobese C57BL/6 (Akita) mutant mice. Diabetes.

[35] Sharma RB (2015). Insulin demand regulates β cell number via the unfolded protein response. J Clin Invest.

[36] Hirosumi J (2002). A central role for JNK in obesity and insulin resistance. Nature.

[37] Schummer P (2016). Specific c-Jun target genes in malignant melanoma. Cancer Biol Ther.

[38] Burton JJ, Alonso LC (2024). Overnutrition in the early postnatal period influences lifetime metabolic risk: evidence for impact on pancreatic β cell mass and function. J Diabetes Investig.

[39] Christensen AA, Gannon M (2019). The beta cell in type 2 diabetes. Curr Diab Rep.

[40] Brusco N (2023). Intra-islet insulin synthesis defects are associated with endoplasmic reticulum stress and loss of beta cell identity in human diabetes. Diabetologia.

[41] Nozaki J ichi (2004). The endoplasmic reticulum stress response is stimulated through the continuous activation of transcription factors ATF6 and XBP1 in Ins2+/Akita pancreatic beta cells. Genes Cells.

[42] Ni M (2011). Beyond the endoplasmic reticulum: atypical GRP78 in cell viability, signalling and therapeutic targeting. Biochem J.

[43] Morita S (2017). Targeting ABL-IRE1α signaling spares ER-stressed pancreatic β cells to reverse autoimmune diabetes. Cell Metab.

[44] Herlea-Pana O (2021). Pharmacological inhibition of inositol-requiring enzyme 1α RNase activity protects pancreatic beta cell and improves diabetic condition in insulin mutation-induced diabetes. Front Endocrinol (Lausanne).

[45] Lee H (2020). Beta cell dedifferentiation induced by IRE1α deletion prevents type 1 diabetes. Cell Metab.

[46] Hodish I (2010). Misfolded proinsulin affects bystander proinsulin in neonatal diabetes. J Biol Chem.

[47] Lee YH (2003). c-Jun N-terminal kinase (JNK) mediates feedback inhibition of the insulin signaling cascade. J Biol Chem.

[48] Zhang S (2003). Fibrillogenic amylin evokes islet beta cell apoptosis through linked activation of a caspase cascade and JNK1. J Biol Chem.

[49] Abdelli S (2007). The c-Jun N-terminal kinase JNK participates in cytokine- and isolation stress-induced rat pancreatic islet apoptosis. Diabetologia.

[50] Prause M (2014). JNK1 protects against glucolipotoxicity-mediated beta cell apoptosis. PLoS One.

[51] Fukuda K (2008). c-Jun amino terminal kinase 1 deficient mice are protected from streptozotocin-induced islet injury. Biochem Biophys Res Commun.

[52] Mazzoli A (2021). JNK1 ablation improves pancreatic β cell mass and function in db/db diabetic mice without affecting insulin sensitivity and adipose tissue inflammation. FASEB Bioadv.

[53] Chan JY (2015). The balance between adaptive and apoptotic unfolded protein responses regulates β cell death under ER stress conditions through XBP1, CHOP and JNK. Mol Cell Endocrinol.

[54] Fornoni A (2008). Inhibition of c-jun N terminal kinase (JNK) improves functional beta cell mass in human islets and leads to AKT and glycogen synthase kinase-3 (GSK-3) phosphorylation. Diabetologia.

[55] Noguchi H (2007). Activation of c-Jun NH2-terminal kinase (JNK) pathway during islet transplantation and prevention of islet graft loss by intraportal injection of JNK inhibitor. Diabetologia.

[56] Noguchi H (2018). Modified cell-permeable JNK inhibitors efficiently prevents islet apoptosis and improves the outcome of islet transplantation. Sci Rep.

[57] Maedler K (2008). Glucose and leptin induce apoptosis in human beta cells and impair glucose-stimulated insulin secretion through activation of c-Jun N-terminal kinases. FASEB J.

[58] Ijaz A (2009). Inhibition of C-jun N-terminal kinase improves insulin sensitivity but worsens albuminuria in experimental diabetes. Kidney Int.

[59] Abdelli S (2009). JNK3 is abundant in insulin-secreting cells and protects against cytokine-induced apoptosis. Diabetologia.

[60] Ezanno H (2014). JNK3 is required for the cytoprotective effect of exendin 4. J Diabetes Res.

[61] Wu Y (2024). JNK3 inhibitors as promising pharmaceuticals with neuroprotective properties. Cell Adh Migr.

[62] Das M (2007). Suppression of p53-dependent senescence by the JNK signal transduction pathway. Proc Natl Acad Sci U S A.

[63] Kim WH (2005). Synergistic activation of JNK/SAPK induced by TNF-alpha and IFN-gamma: apoptosis of pancreatic beta cells via the p53 and ROS pathway. Cell Signal.

[64] Yuan H (2010). NADPH oxidase 2-derived reactive oxygen species mediate FFAs-induced dysfunction and apoptosis of β cells via JNK, p38 MAPK and p53 pathways. PLoS One.

[65] Behnke J (2015). BiP and its nucleotide exchange factors Grp170 and Sil1: mechanisms of action and biological functions. J Mol Biol.

[66] Ittner AA (2014). The nucleotide exchange factor SIL1 is required for glucose-stimulated insulin secretion from mouse pancreatic beta cells in vivo. Diabetologia.

[67] Synofzik M (2014). Absence of BiP co-chaperone DNAJC3 causes diabetes mellitus and multisystemic neurodegeneration. Am J Hum Genet.

[68] Fritz JM (2014). Deficiency of the BiP cochaperone ERdj4 causes constitutive endoplasmic reticulum stress and metabolic defects. Mol Biol Cell.

[69] Ladiges WC (2005). Pancreatic beta cell failure and diabetes in mice with a deletion mutation of the endoplasmic reticulum molecular chaperone gene P58IPK. Diabetes.

[70] Schmitz A (1995). In vivo iodination of a misfolded proinsulin reveals co-localized signals for Bip binding and for degradation in the ER. EMBO J.

[71] Gorasia DG (2016). A prominent role of PDIA6 in processing of misfolded proinsulin. Biochim Biophys Acta.

[72] Zhang L (2009). GRP78, but not protein-disulfide isomerase, partially reverses hyperglycemia-induced inhibition of insulin synthesis and secretion in pancreatic {beta} cells. J Biol Chem.

[73] Teodoro-Morrison T (2013). GRP78 overproduction in pancreatic beta cells protects against high-fat-diet-induced diabetes in mice. Diabetologia.

[74] Cunha DA (2009). Glucagon-like peptide-1 agonists protect pancreatic beta cells from lipotoxic endoplasmic reticulum stress through upregulation of BiP and JunB. Diabetes.

[75] Ye R (2010). Grp78 heterozygosity promotes adaptive unfolded protein response and attenuates diet-induced obesity and insulin resistance. Diabetes.

[76] Shen J (2017). GRP78 haploinsufficiency suppresses acinar-to-ductal metaplasia, signaling, and mutant Kras-driven pancreatic tumorigenesis in mice. Proc Natl Acad Sci U S A.

[77] Stamateris RE (2016). Glucose induces mouse β cell proliferation via IRS2, MTOR, and Cyclin D2 but not the insulin receptor. Diabetes.

[78] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[79] Kucukural A (2019). DEBrowser: interactive differential expression analysis and visualization tool for count data. BMC Genomics.

[80] Carpenter AE (2006). CellProfiler: image analysis software for identifying and quantifying cell phenotypes. Genome Biol.

# Supplementary material for: JNK and p53 cause human and mouse β cell death during excessive unfolded protein response
**Source:** J Clin Invest. 2026 Aug 3;136(15):e193035. doi: 10.1172/JCI193035
**Supplement:** Supplemental data

| Name of the Reagent                                                              | Company                      | Catalogue Number |
|----------------------------------------------------------------------------------|------------------------------|------------------|
| 10x HBSS                                                                         | Gibco (Thermo Scientific)    | 14065-056        |
| Sodium Bicarbonate                                                               | Sigma-Aldrich                | S6014-500G       |
| New Born Calf Serum                                                              | Sigma- Aldrich               | N4637-500mL      |
| Collagenase P                                                                    | Roche                        | 11249002001      |
| RPMI 1640 Medium, No glucose                                                     | Gibco (Thermo Scientific)    | 11879020         |
| 1x DPBS                                                                          | Gibco (Thermo Scientific)    | 14190-144        |
| Trypsin EDTA (0.05%)                                                             | Gibco (Thermo Scientific)    | 25300-054        |
| Fetal Bovine Serum                                                               | Sigma                        | F0926-500mL      |
| USDA Import Tested Fetal Bovine Serum                                            | Cytiva                       | SH30910.03       |
| D (+) Glucose                                                                    | Sigma                        | G7021-1KG        |
| Beta-2-mercaptoethanol                                                           | Sigma                        | M3148-25mL       |
| Penicillin Streptomycin Solution, 100X                                           | Corning                      | 30-002-CI        |
| Dimethyl Sulfoxide                                                               | Sigma                        | D8418-100ML      |
| Paraformaldehyde 16% solution, EM Grade                                          | Electron microscopy Sciences | 15710-S          |
| Formalin Solution                                                                | Sigma- Aldrich               | HT501128-4L      |
| Xylene, Histological Grade                                                       | Sigma- Aldrich               | 534056-4L        |
| Ethanol 200 Proof                                                                | Decon Labs                   | 2701             |
| Goat Serum                                                                       | Gibco (Thermo Scientific)    | 16210072         |
| 10X PBS                                                                          | Fisher                       | BP3994           |
| Triton X-100 for Molecular biology                                               | Sigma- Aldrich               | T8787-100mL      |
| Bovine Serum Albumin                                                             | Equitech-Bio                 | BAH66            |
| Hydrochloric Acid                                                                | Fisher                       | A144-500         |
| 3,3'-Diaminobenzidine (DAB) enhanced liquid substrate system tetrahydro-cholride | Sigma                        | D3939-1Set       |
| RNA/DNA/Protein Purification plus kit                                            | Norgen Biotek Corp           | 47700            |
| Ethyl-alcohol, pure                                                              | Sigma- Aldrich               | 7023-500mL       |
| SuperScript IV Vilo Master Mix                                                   | Thermo Scientific            | 11756050         |
| PerfeCTa Syber Green FastMix, ROX                                                | Quanta bio                   | 95073-05K        |
| p-APMSF, Hydrochloride                                                           | Sigma                        | 178281-5MG       |
| Dithiothreitol                                                                   | Sigma                        | 10197777001      |
| EASYpack Protease Inhibitor Cocktail                                             | Roche                        | 5892970001       |
| PHOSSTOP, PHOSPHATASE INHIBITOR                                                  | Roche                        | 4906845001       |
| Mini-Protean TGX gels                                                            | Bio-Rad                      | 4561096          |
| Methanol                                                                         | Fisher                       | A412-4           |
| 10% SDS Solution                                                                 | Bio-Rad                      | 1610416          |
| 10X Tris/Glycine Buffer                                                          | Bio-Rad                      | 1610771          |
| Lane Marker Reducing Sample                                                      | Thermo Scientific            | 39000            |
| Precision Plus, protein dual color standards                                     | Bio-Rad                      | 1610374          |
| SuperSignal West Femto Maximum Sensitivity Substrate                             | Thermo Scientific            | 34096            |

|                                      |                   |           |
|--------------------------------------|-------------------|-----------|
| Pierce ECL western                   | Thermo Scientific | 32106     |
| ECL Prime Western Blotting Detection | Cytiva            | RPN2236   |
| Nuclease free Water                  | Sigma             | W4502-1L  |
| QuickExtract DNA Extraction Solution | Lucigen Corp.     | QE09050   |
| Ultrapure Agarose                    | Invitrogen        | 16500-50  |
| Ethidium Bromide                     | Teknova           | E3050     |
| Sybr safe DNA gel Stain              | Invitrogen        | S33102    |
| Kapa2G Fast HS Genotyping Mix        | Kapa biosystems   | KK5621    |
| GeneRuler 100bP Plus DNA Ladder      | Life technologies | SM0324    |
| 10X TAE Buffer                       | Corning           | 46-010-CM |

**Supplementary Table 1:** General reagents and sources

| <b>Name</b>            | <b>Vendor</b>  | <b>Cat No</b> | <b>MOI</b> |
|------------------------|----------------|---------------|------------|
| <i>Ad-CMV-iCre</i>     | Vector Biolabs | 1045          | 20         |
| <i>Ad-CMV-LacZ</i>     | Vector Biolabs | 1080          | 10/20      |
| <i>Ad-GFP-U6-ShRNA</i> | Vector Biolabs | 1122          | 20         |
| <i>Ad-m-HSPA-ShRNA</i> | Vector Biolabs | AShADV-261744 | 20         |
| <i>Ad-h-HSPA-ShRNA</i> | Vector Biolabs | ShADV-211643  | 20         |
| <i>Ad-h-HSPA5</i>      | Vector Biolabs | ADV-211642    | 10         |

**Supplementary Table 2:** Adenoviruses

| Reagent                                 | Company          | Cat #    | Activity                  |
|-----------------------------------------|------------------|----------|---------------------------|
| JNK-IN-8                                | EMD Millipore    | 420150   | Ex vivo pan JNK inhibitor |
| APY29                                   | Med Chem Express | HY-17537 | IRE1 Kinase Inhibitor     |
| STF-083010                              | Med Chem Express | HY-15845 | IRE1 Nuclease Inhibitor   |
| SB202190                                | Selleck Chem     | S1077    | Pan p38 MAPK Inhibitor    |
| Pifithrin- $\alpha$ (PFT $\alpha$ ) HBr | Selleck Chem     | S2929    | Pan p-53 Inhibitor        |
| D-JNKI-1                                | Med Chem Express | HY-P0069 | In vivo JNK Inhibitor     |
| Atf6 Inhibitor, AEBSF                   | Thermo Fisher    | 78431    | Serine protease inhibitor |
| GSK2606414                              | Med Chem Express | HY-18072 | PERK Inhibitor            |
| 4 $\mu$ 8c                              | Selleck Chem     | S7272    | Pan IRE1 Inhibitor        |

**Supplementary Table 3:** Chemical inhibitors for in vitro and in vivo studies

**Supplementary Table 4:** Donor information for human islets used for ex vivo studies

**Supplementary Table 5:** Donor information for human pancreas sections

| <b>Antibody</b>       | <b>Catalog</b> | <b>Company</b>  | <b>Dilution for WB</b> | <b>Dilution for IF/IHC</b> |
|-----------------------|----------------|-----------------|------------------------|----------------------------|
| Rb anti-glucagon      | 2760           | Cell signaling  |                        | 1:250                      |
| rat anti-somatostatin | Ab30788        | Abcam           |                        | 1:100                      |
| Rb anti-pJNK          | 4668           | Cell signaling  | 1:1000                 | 1:200                      |
| Rb anti-p-p53         | 9284           | Cell signaling  | 1:1000                 | 1:200                      |
| TUNEL                 | G3250          | Promega         | -                      | -                          |
| Rb anti-p-IRE1        | ab124945       | Abcam           | 1:1000                 | -                          |
| Rb anti-c-Caspase 3   | 9661           | Cell signaling  | 1:500                  | -                          |
| mouse Chop            | 2895           | Cell signaling  | 1:500                  | -                          |
| mouse anti-Grp78      | 610978         | BD Biosciences  | 1:5000                 | 1:500                      |
| Anti-Actin            | MAB1501R       | Millipore Sigma | 1:5000                 | -                          |
| GP anti-insulin       | LS-C346763-10  | LS bio          | -                      | 1:500                      |

**Supplementary Table 6:** Antibodies for western blots and immunostaining

| <b>Primer</b>   | <b>Forward (5'-3')</b>     | <b>Reverse (5'-3')</b>    |
|-----------------|----------------------------|---------------------------|
| <i>Grp78</i>    | TCTCCACGGCTTCCGATAAT       | GTACCTTTGTCTTCAGCTGTCACTC |
| <i>Grp94</i>    | TGATGAAGTCGACGTGGATG       | TCCTGTTCACTTCAGCTTGG      |
| <i>CalR</i>     | CTGCATAGGCCTCATCATTG       | AGTTTTGCTGTACTGGGCCT      |
| <i>Chop</i>     | CAC ATC CCA AAG CCC TCG    | CTC AGT CCC CTC CTC AGC   |
| <i>Atf3</i>     | GCTGCCAAGTGTGAAACAAG       | CAGTTTTCCAATGGCTTCAGG     |
| <i>Bak1</i>     | GTGACCTGCTTTTTGGCTGAT      | GGTCTCTACGCAAATTCAGGG     |
| <i>Trib3</i>    | GGCCTTATATCCTTTTGGAAACGA   | CGCTGGCAGGGTACACCTT       |
| <i>Phlda3</i>   | CCGTGGAGTGCCTAGAGAG        | TCGGTCACTAGCGTGAAGTAG     |
| <i>Sdc1</i>     | AGGATGGAAGTCCCAATCAG       | ATCCGGTACAGCATGAAAGC      |
| <i>Ier5</i>     | GGACGACACCGACGAGGAG        | GCTTTTCCGTAGGAGTCCCG      |
| <i>Nfatc2</i>   | TCATCCAACAACAGACTGCCC      | GGGAGGGAGGTCTGAAAACT      |
| <i>Pvr</i>      | GGGTGGGGATATACGTGTGC       | GTTCTCAGATCCTGTTGGGC      |
| <i>Txnip</i>    | CGAGTCAAAGCCGTCAGGAT       | TTCATAGCGCAAGTAGTCCAAGGT  |
| <i>Map1lc3b</i> | TTATAGAGCGATACAAGGGGGAG    | CGCCGTCTGATTATCTTGATGAG   |
| <i>Lgals3</i>   | AGACAGCTTTTCGCTTAACGA      | GGGTAGGCACTAGGAGGAGC      |
| <i>Wee1</i>     | GTCGCCCGTCAAATCACCTT       | GAGCCGGAATCAATAACTCGC     |
| <i>Fosb</i>     | TTTTCCCGGAGACTACGACTC      | GTGATTGCGGTGACCGTTG       |
| <i>Hyou1</i>    | TAGCCAGGTGTTCTCGAAGC       | GACTAAGGAGGCTGGGATGC      |
| <i>HerpUD1</i>  | CAACAGCAGCTTCCCAGAAT       | CCGCAGTTGGAGTGTGAGT       |
| <i>Pdia4</i>    | ATCGCCAAGATGGATGCTAC       | CTTGGTCCTGCTCCTCTTTG      |
| <i>Sel1L</i>    | GTCGTCTTTTGGCAGCATCT       | GATCTCCGAATCCAAGCAG       |
| <i>Ssr3</i>     | ACCAGAACCAGGAACAGAGTG      | CCGGAAGGAGAAAGACGAA       |
| <i>Sec24D</i>   | GGAGAGGTCTTTGTTCTTTGTT     | GTCTCTGTTCTTGAGCTTCCC     |
| <i>Erdj4</i>    | TGAATTTGCAGAGGTTTCACTG     | CAAACCTCAGCCCGACACATA     |
| <i>Atf4</i>     | GGACAGATTGGATGTTGGAGAAAATG | GGAGATGGCCAATTGGGTTTAC    |
| <i>Asna</i>     | CGCTGGAACCCACGCTTAG        | CAGGTGGTCTTACCAACGCC      |
| <i>Asns</i>     | TGACCCGCTGTTTGGAATG        | CTGTAGCGCCTTGTGGTTGTA     |
| <i>iCre</i>     | TGTCTGGTGTGGCTGATGAC       | TTGGCACCATAGATCAGGCG      |

**Supplementary Table 7:** Mouse real-time PCR primers

| <b>Primer</b>   | <b>Forward (5'-3')</b>     | <b>Reverse (5'-3')</b>  |
|-----------------|----------------------------|-------------------------|
| <i>GRP78</i>    | CATCAAGTTCTTGCCGTTCA       | ATGTCTTTGTTTGCCACCT     |
| <i>GRP94</i>    | GCTGACGATGAAGTTGATGTGG     | CATCCGTCCTTGATCCTTCTCTA |
| <i>CHOP</i>     | AGAACCAGGAAACGGAAACAGA     | TCTCCTTCATGCGCTGCTTT    |
| <i>ATF3</i>     | CACCTTTGCCATCGGATGTCC      | CTTTCCCGCCGCCTCCTT      |
| <i>BAK1</i>     | TCATCGGGGACGACATCAAC       | CAAACAGGCTGGTGGCAATC    |
| <i>PHLDA3</i>   | CCGTGGAGTGCGTGGAGAC        | CTAGGGTGATCTGGGCGTTCC   |
| <i>SDC1</i>     | GCTCTGGGGATGACTCTGAC       | GTATTCTCCCCCGAGGTTTC    |
| <i>IER5</i>     | AGGCTCATCGCATCGTCAG        | CGCTCAGGTAGACTTGCGC     |
| <i>NFATC2</i>   | GAGCCGAATGCACATAAGGTC      | CCAGAGAGACTAGCAAGGGG    |
| <i>PVR</i>      | TGGAGGTGACGCATGTGTC        | GTTTGGACTCCGAATAGCTGG   |
| <i>TXNIP</i>    | ACAGAAAAGGATTCTGTGAAGGTGAT | GCCATTGGCAAGGTAAGTGTG   |
| <i>MAP1LC3B</i> | GATGTCCGACTTATTCGAGAGC     | TTGAGCTGTAAGCGCCTTCTA   |
| <i>LGALS3</i>   | ATGGCAGACAATTTTTCGCTCC     | GCCTGTCCAGGATAAGCCC     |
| <i>WEE1</i>     | AGGGAATTTGATGTGCGACAG      | CTTCAAGCTCATAATCACTGGCT |
| <i>FOSB</i>     | GCTGCAAGATCCCCTACGAAG      | ACGAAGAAGTGTACGAAGGGTT  |
| <i>HYOU1</i>    | AAGGCTCACTTCAACCTGGA       | TCTCCTCTTCCTCCTGGACA    |
| <i>HERPUD1</i>  | GAGCCTGCTGGTTCTAATCG       | GAAAGCTGAAGCCACCCATA    |
| <i>PDIA4</i>    | CTCCACCAGAAGTCACGCTT       | GGGGCAAGTTTCTTGCAGTG    |
| <i>SSR3</i>     | GGATTTTCAGCCGCAATCTCTC     | TGCCATATTCGCCAGTATAACC  |
| <i>SEC24D</i>   | CCGCCACTAGGGGAATGTTG       | AGGGTTGGTATGGTGCATGTG   |
| <i>ERDJ4</i>    | TCTTAGGTGTGCCAAAATCGG      | TGTCAGGGTGGTACTTCATGG   |
| <i>ATF4</i>     | CTCCGGGACAGATTGGATGTT      | GGCTGCTTATTAGTCTCCTGGAC |
| <i>ASNA</i>     | GCCTACCAAGGTCAAAGGCTA      | CGTGTCAAATACCACCACCG    |
| <i>ASNS</i>     | GGAAGACAGCCCCGATTTACT      | AGCACGAACTGTTGTAATGTCA  |

**Supplementary Table 8:** Human real-time PCR primers

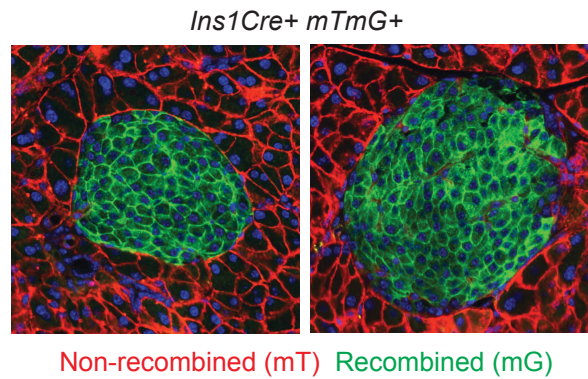

**Supplementary Figure 1. Efficient recombination of the *Ins1-cre* strain in the Alonso colony.** To assess recombination efficiency, *Gt(ROSA)26Sor tm4(ACTB-tdTomato,-EGFP)Luo /J* ("mTmG") recombination reporter mice were imported from JAX and mated to *Ins1cre* mice in the Alonso colony. Paraffin sections of pancreas from *Ins1cre+mTmG+* mice showed most islet cells with evidence of recombination (green color; mG) while exocrine pancreas and some islet cells, presumably non-beta cells, remained non-recombined (red color; mT).

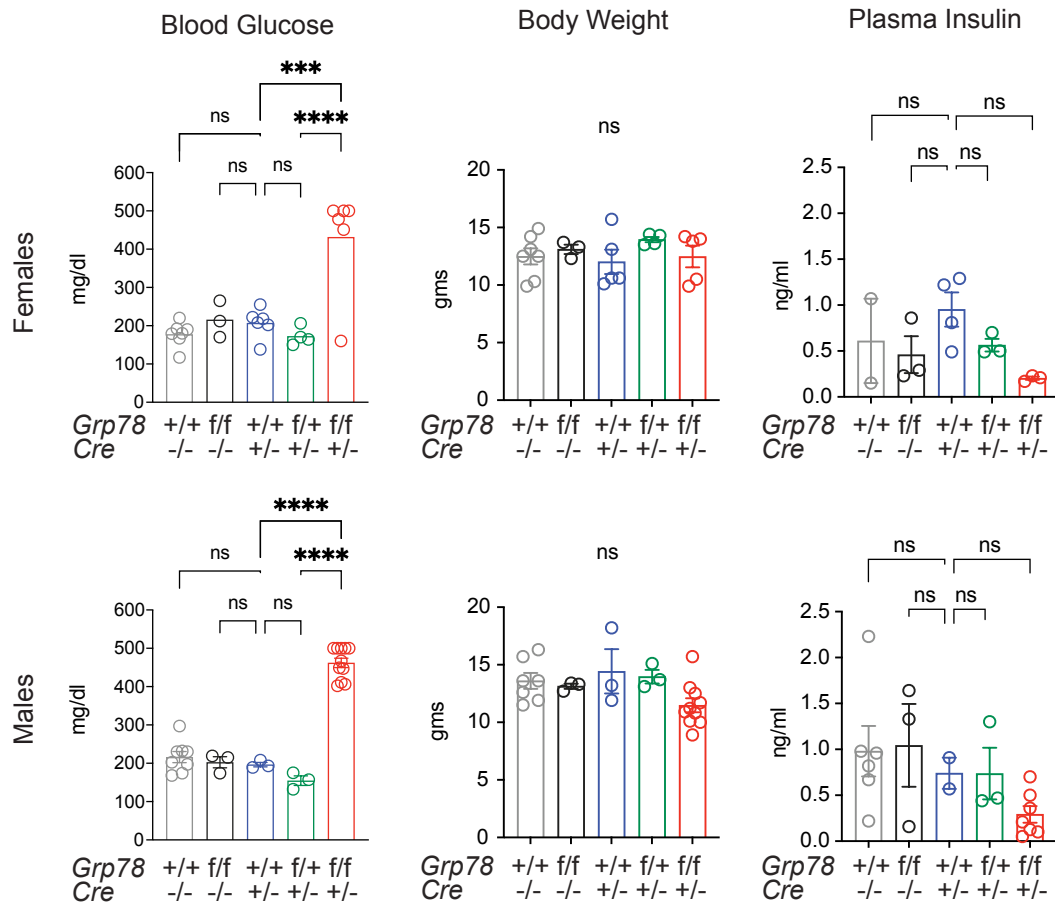

**Supplementary Figure 2. Male and female *Grp78<sup>f/f</sup>Ins1cre<sup>+/-</sup>* pups had similar blood glucose, body weight, and plasma insulin.** Data are shown for pups at 4 weeks of age. Statistics by one-way ANOVA. ns, not significant; \*\*\*p<0.001; \*\*\*\*p<0.0001.

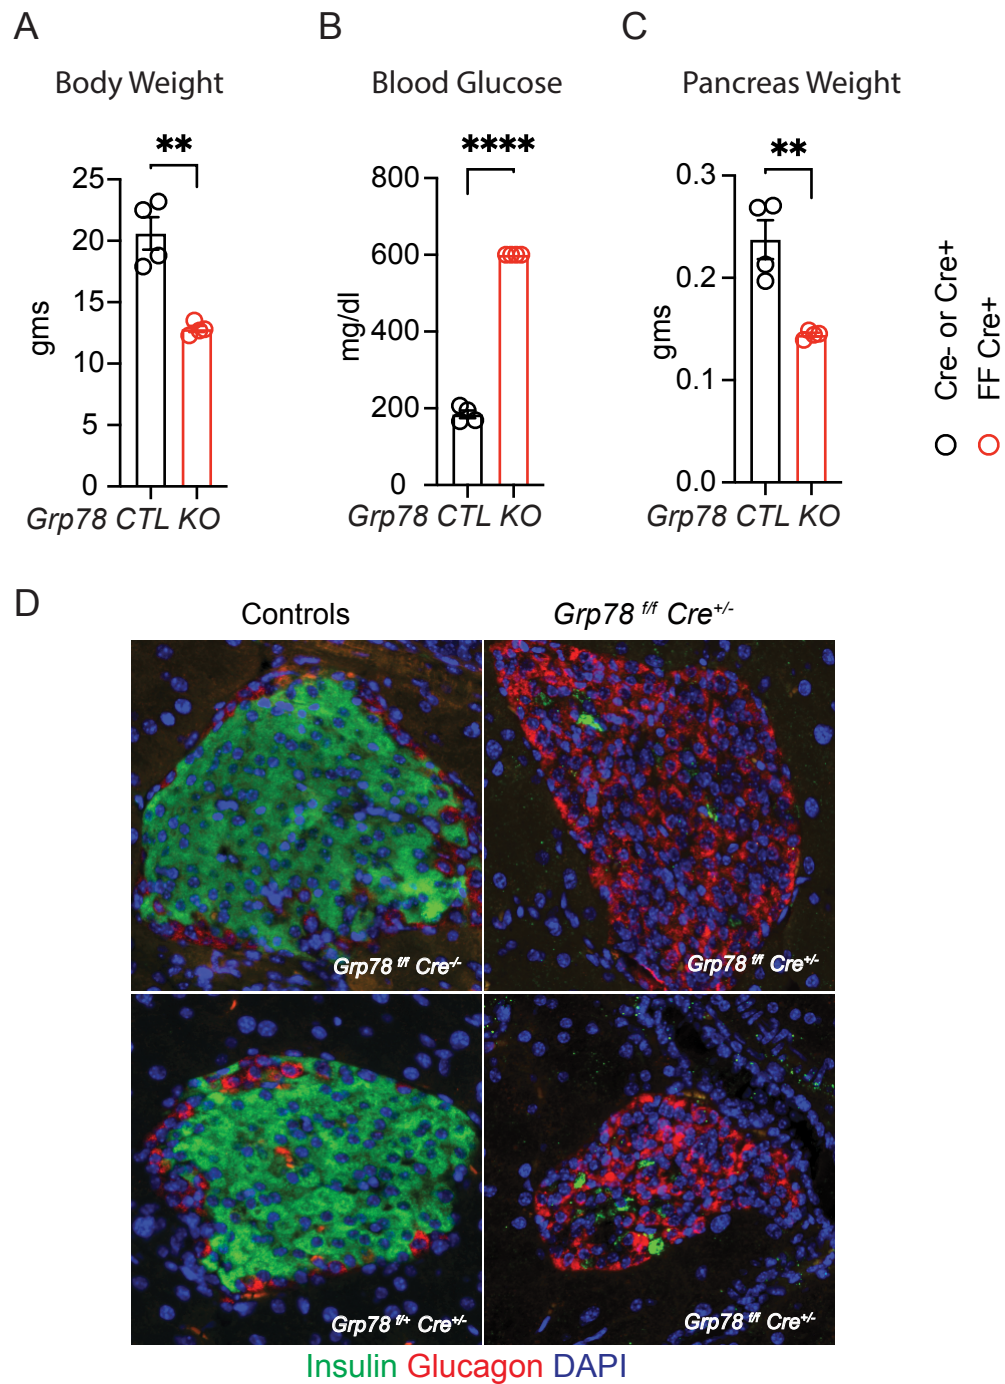

**Supplementary Figure 3. Metabolic phenotype of lifelong beta cell *Grp78* deletion, tested at 8 weeks of age.** *Grp78*<sup>fl/fl</sup>*-Ins1cre*<sup>+</sup> mice and controls were kept until 8 weeks of age and then assessed for body weight (A), random blood glucose (B), and pancreas weight (C). Histological analysis of paraffin sections from 8-week old mice immunostained for insulin (green), glucagon (red) and dapi (blue) showed a marked reduction in beta cells per islet in *Grp78* deletion mice (D). Statistics by Student's T-test: \*\*p<0.01; \*\*\*\*p<0.0001.

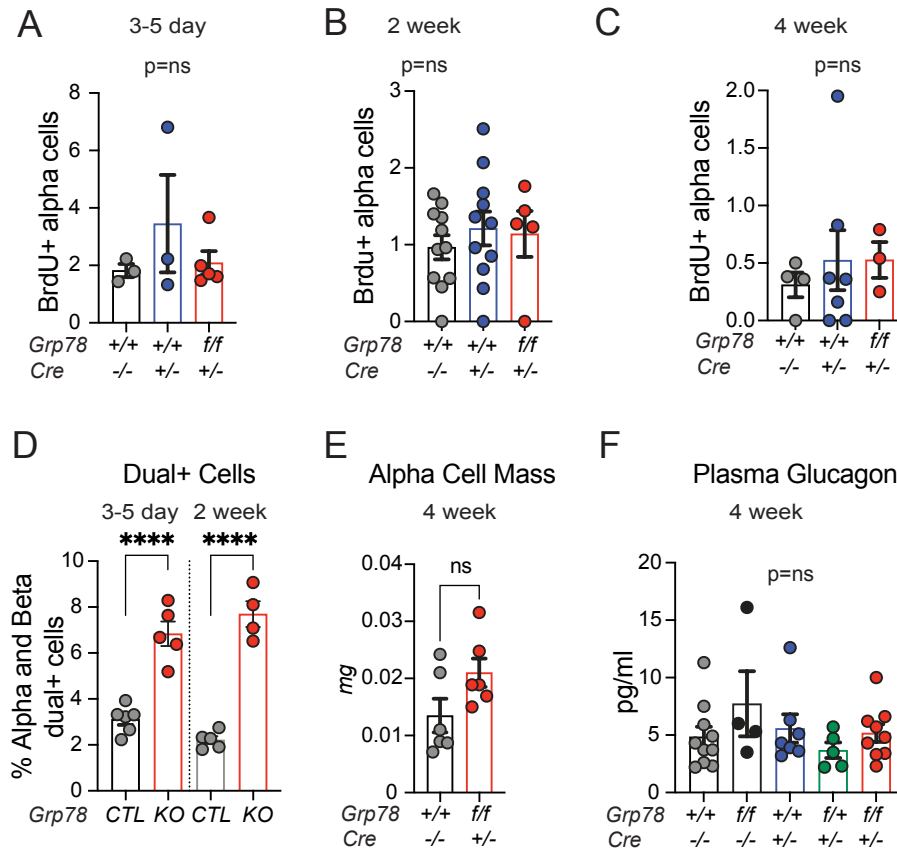

**Supplementary Figure 4. Grp78 deletion did not increase alpha cell proliferation, alpha cell mass, or circulating glucagon levels.** Sections from *Grp78* deleted mice and controls were immunostained for insulin, glucagon, BrdU, and dapi, and the percentage of glucagon+ cells that were BrdU+ was quantified (A-C). From the same sections, the percentage of insulin+ cells that were also glucagon+ was quantified (D). Using whole-pancreas scanned images of sections stained for glucagon and dapi, the fractional area of the total pancreatic area that was glucagon+ was estimated using Strataquest software, and the % glucagon area was multiplied by the wet weight of the pancreas to estimate alpha cell mass (E). Circulating glucagon levels were measured by ELISA (F). Statistics by one-way ANOVA or Student's T-test (E). ns, not significant; \*\*\*\*p<0.0001.

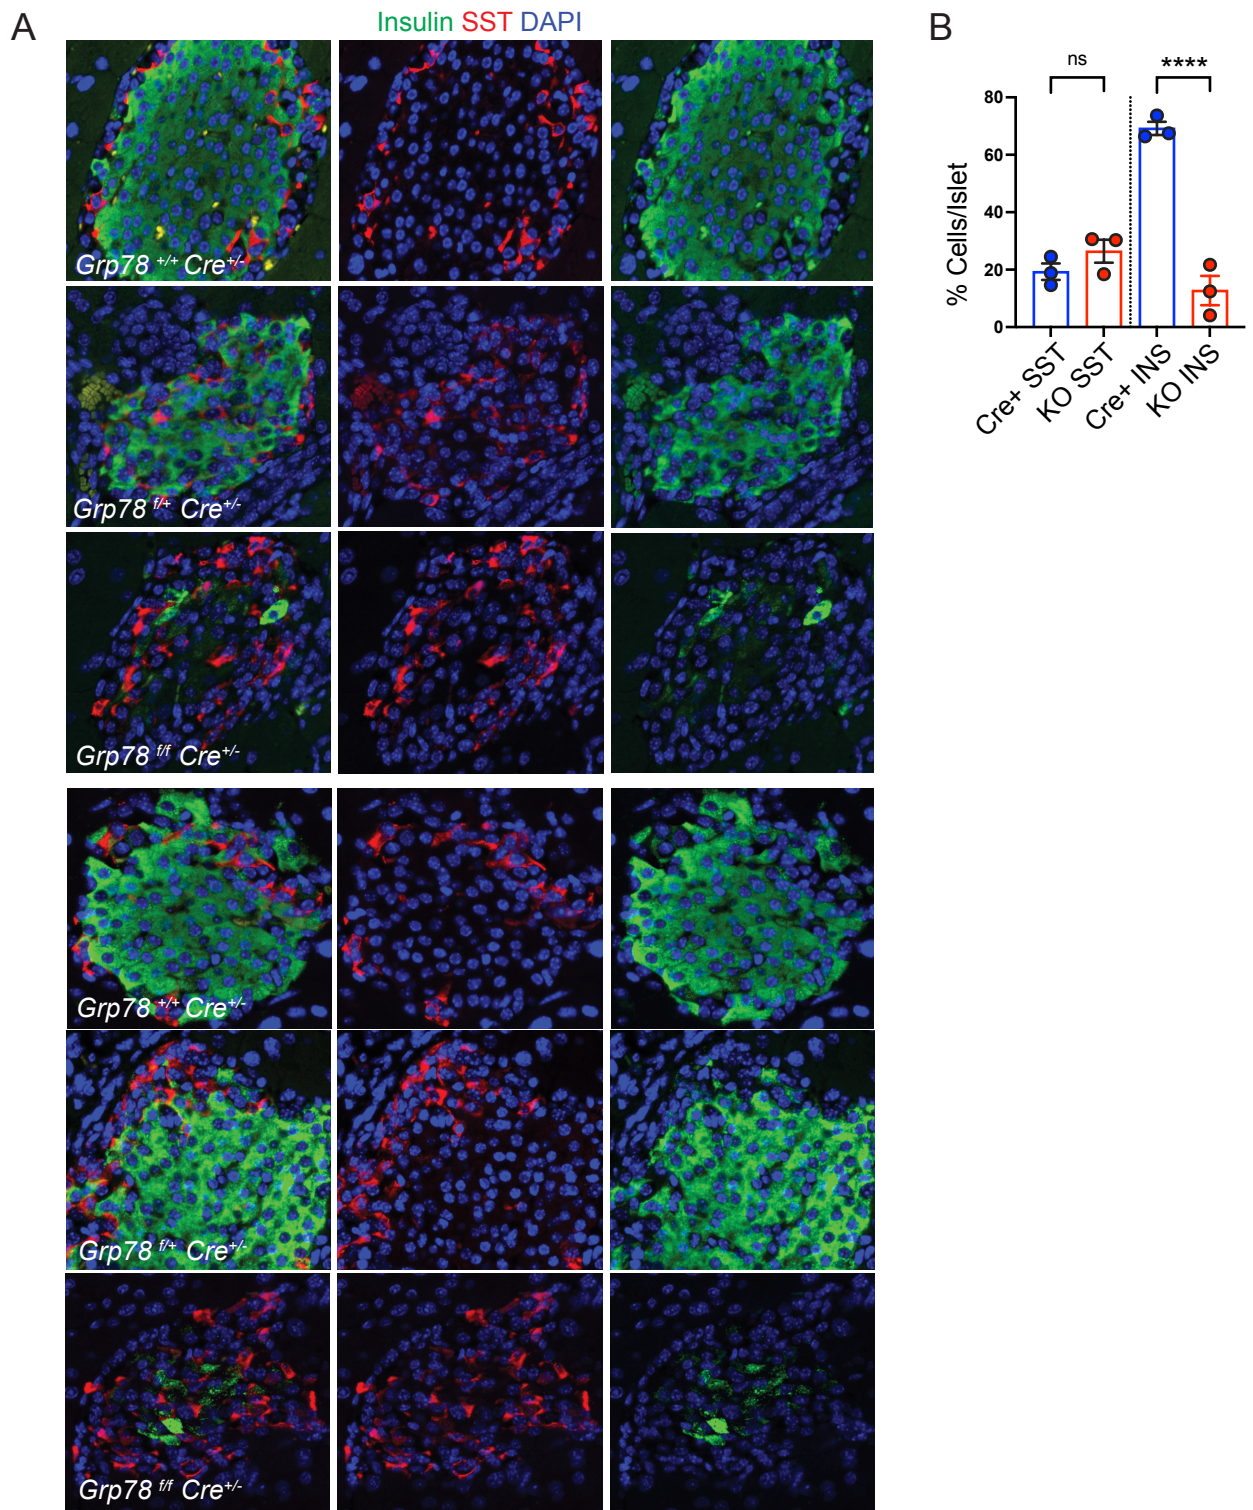

**Supplementary Figure 5. Quantification of somatostatin+ cells in pancreas sections from 4-week-old mice.** Paraffin sections from 4-week-old mice of the indicated genotypes were labeled for insulin (green), somatostatin (red), and dapi (blue). (A) Top and bottom panels show representative images of islets from each genotype; the left column shows the merge, middle column shows somatostatin/dapi only, and the right column shows insulin/dapi only. (B) Quantification of % islet cells of each type confirms the reduction in insulin+ cells at 4 weeks; the % islet cells that were SST+ was not altered in KO islets. Statistics by one-way ANOVA. ns, not significant; \*\*\*\*p<0.0001.

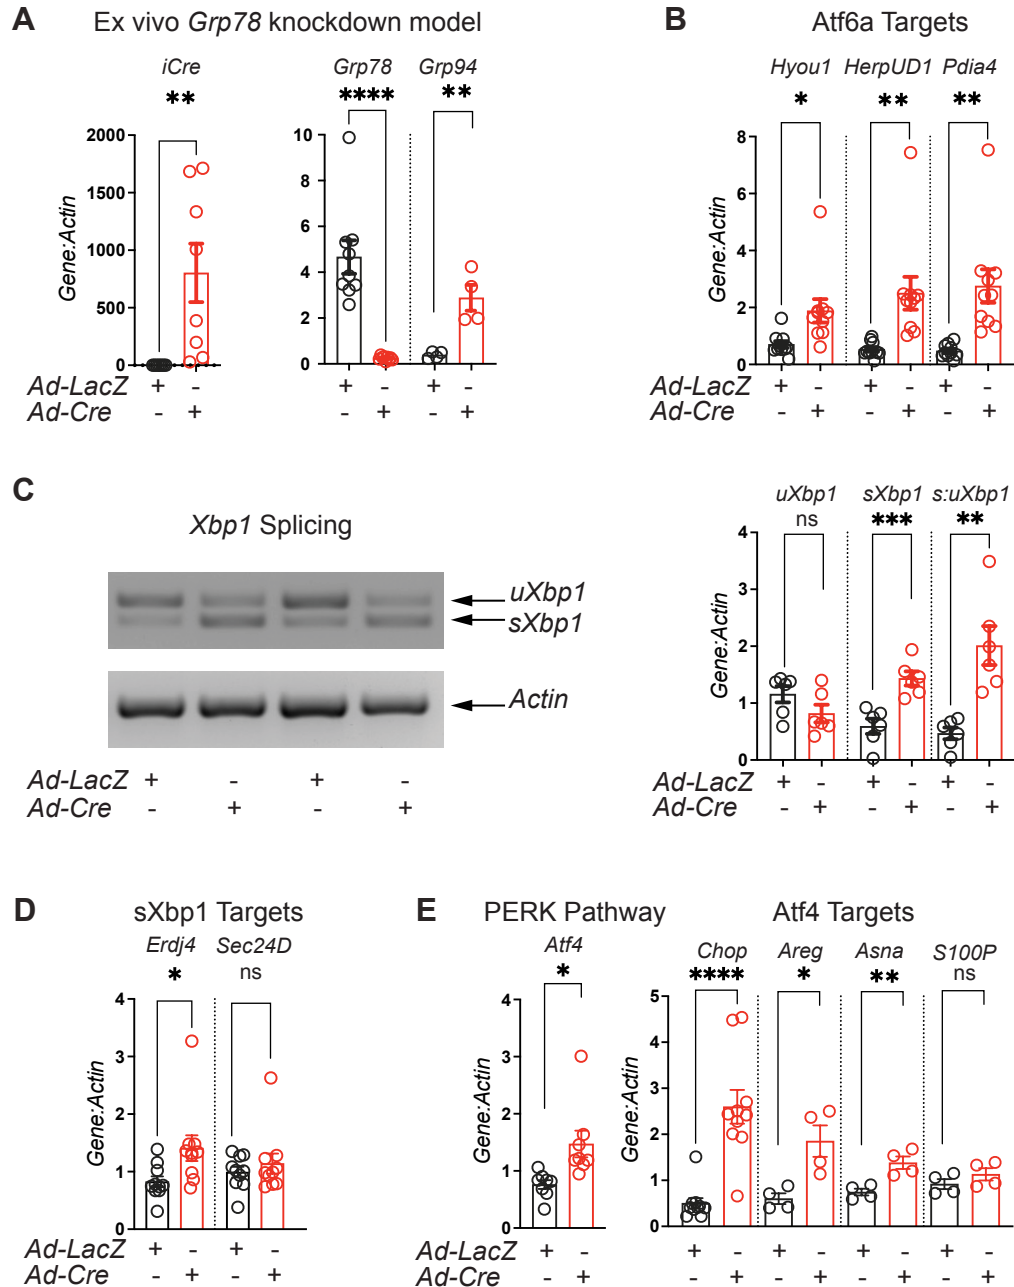

**Supplementary Figure 6. Ex vivo GRP78 depletion activated all three canonical UPR pathways.** *Grp78*-f/f islets from male and female mice were dispersed, transduced with Ad-LacZ or Ad-iCre, cultured for 72 hours in 15mM glucose for all panels. RNA was isolated, cDNA synthesized, and pQCR performed for the indicated genes. **A:** Ex vivo *Grp78* knockdown is effective, with increased *iCre* expression, decreased *Grp78* expression, and compensatory increase of *Grp94*. **B-E:** *Grp78* knockdown increased ATF6 targets (**B**), *Xbp1* splicing (**C**), and PERK pathway related gene expression (**D-E**). Statistics by one-way ANOVA. ns, not significant; \*\*\*p<0.001; \*\*\*\*p<0.0001.

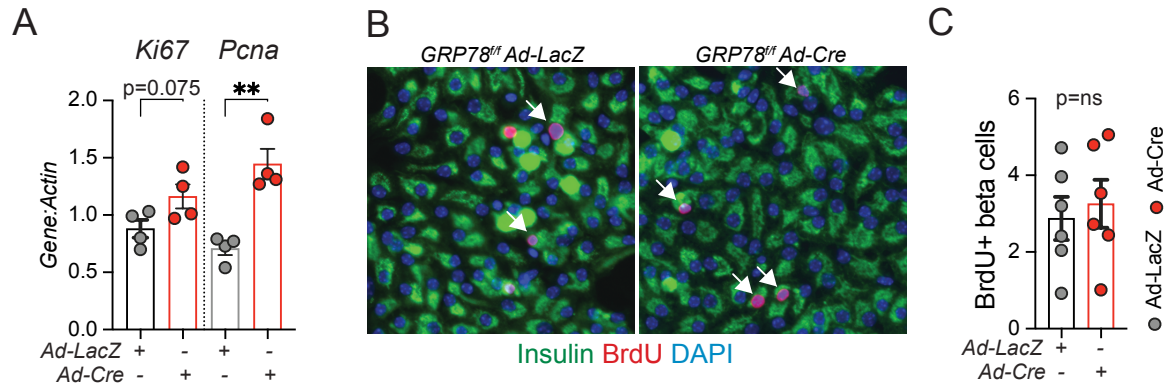

**Supplementary Figure 7. Ex vivo GRP78 depletion increases *Pcna* transcript abundance but does not increase S-phase entry.** *Grp78<sup>ff</sup>* islets were dispersed, transduced with *Ad-LacZ* or *Ad-iCre*, and cultured for 72 hours in 15mM glucose. Cultures were either harvested for qPCR (A) or labeled for BrdU, Insulin, and Dapi, imaged, and counted (B-C). Statistics by Student's T-test. ns, not significant; \*\*p<0.01.

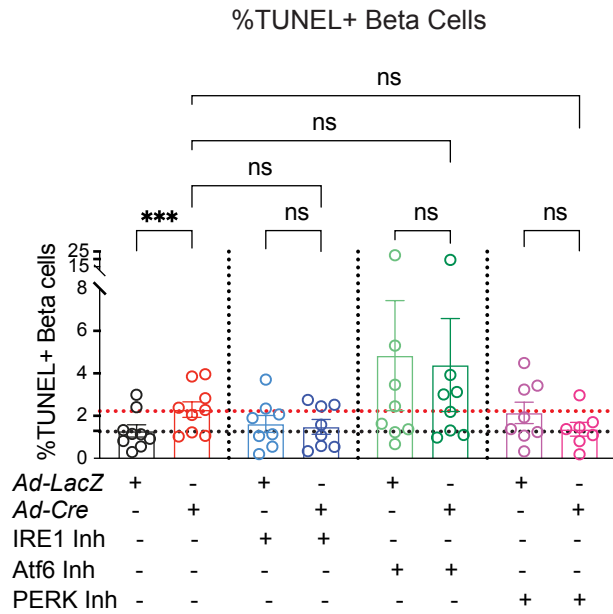

**Supplementary Figure 8. Impact of UPR pathway inhibitors on mouse beta cell apoptosis during ex vivo GRP78 depletion, including the conditions in which inhibitors were added to *Ad-LacZ* (not knocked down) cultures.** *Grp78-f/f* islets from male and female mice were dispersed, transduced with *Ad-LacZ* or *Ad-iCre*, cultured for 72 hours in 15mM glucose in the presence or absence of the indicated pathway inhibitors. Cultures were labeled for TUNEL, Insulin, and Dapi as in Figure 5, imaged, and counted. Statistics by one-way ANOVA. ns, not significant; \*\*\*p<0.001.

**A**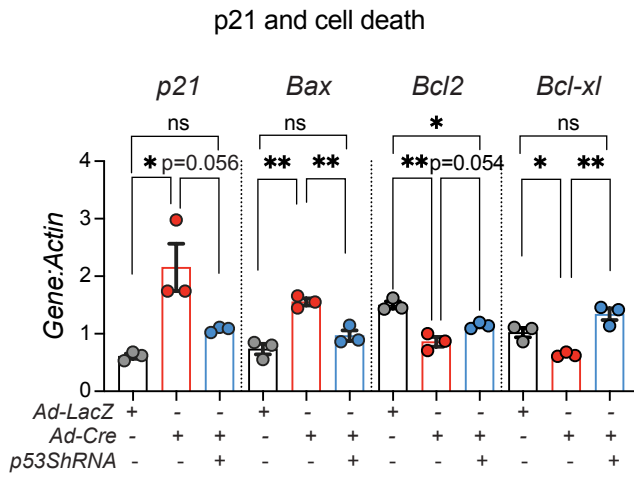**B**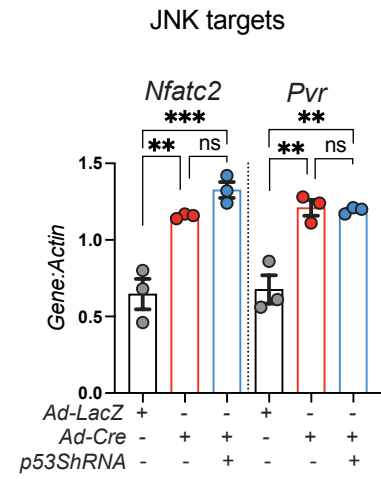

**Supplementary Figure 9. Genetic knockdown of p53 using shRNA reversed cell death associated changes in *Bax*, *Bcl2*, *Bcl-xl*, as well as *p21*, without changing JNK target expression, during ex vivo GRP78 depletion.** *Grp78-f/f* islets were dispersed, transduced with *Ad-LacZ* or *Ad-Cre* with or without *Ad-sh-p53*, cultured for 72 hours in 15mM glucose, then harvested for qPCR. Statistics by one-way ANOVA. ns, not significant; \*p<0.05; \*\*p<0.01; \*\*\*p<0.001.

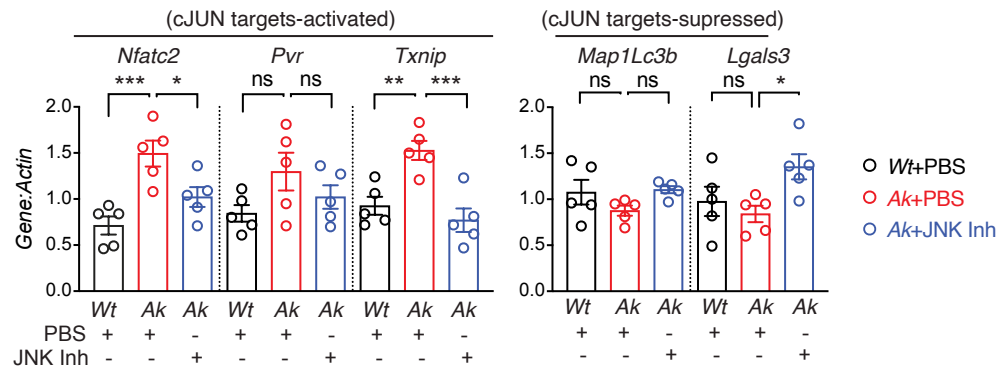

**Supplementary Figure 10. Evidence for systemic activity of JNK inhibitor after 5 days of injections in *Akita* mice.** Liver was isolated after the experimental paradigm shown in Figure 8A, then RNA was isolated and qPCR performed. (A) cJUN targets known to be induced by c-JUN were increased in *Akita* mice injected with PBS control, but similar to control animals in *Akita* mice injected with JNK inhibitor. (B) cJUN targets known to be suppressed by cJun were slightly down in the livers of *Akita* mice injected with PBS, and similar to controls in *Akita* mice injected with JNK inhibitor. Statistics by one-way ANOVA. ns, not significant; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

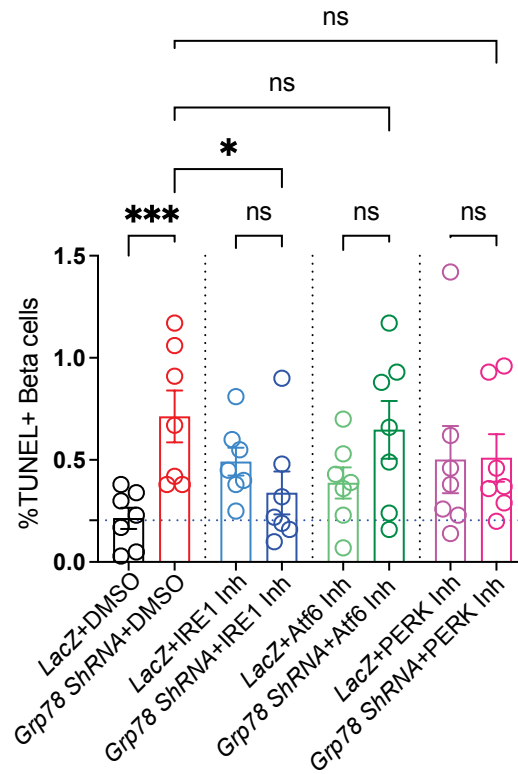

**Supplementary Figure 11. Impact of UPR pathway inhibitors on beta cell apoptosis in human beta cells during ex vivo GRP78 depletion.** Human islets were dispersed, transduced with *Ad-LacZ* or *Ad-sh-GRP78*, cultured for 72 hours in 15mM glucose in the presence or absence of the indicated pathway inhibitors. Cultures were labeled for TUNEL, Insulin, and Dapi, imaged, and counted as in Figure 5A-B. Data are presented as raw counts. Statistics by one-way ANOVA. ns, not significant; \* $p < 0.05$ ; \*\*\* $p < 0.001$ .

# Supplementary material for: JNK and p53 cause human and mouse β cell death during excessive unfolded protein response
**Source:** J Clin Invest. 2026 Aug 3;136(15):e193035. doi: 10.1172/JCI193035

Fig 4a

Grp78

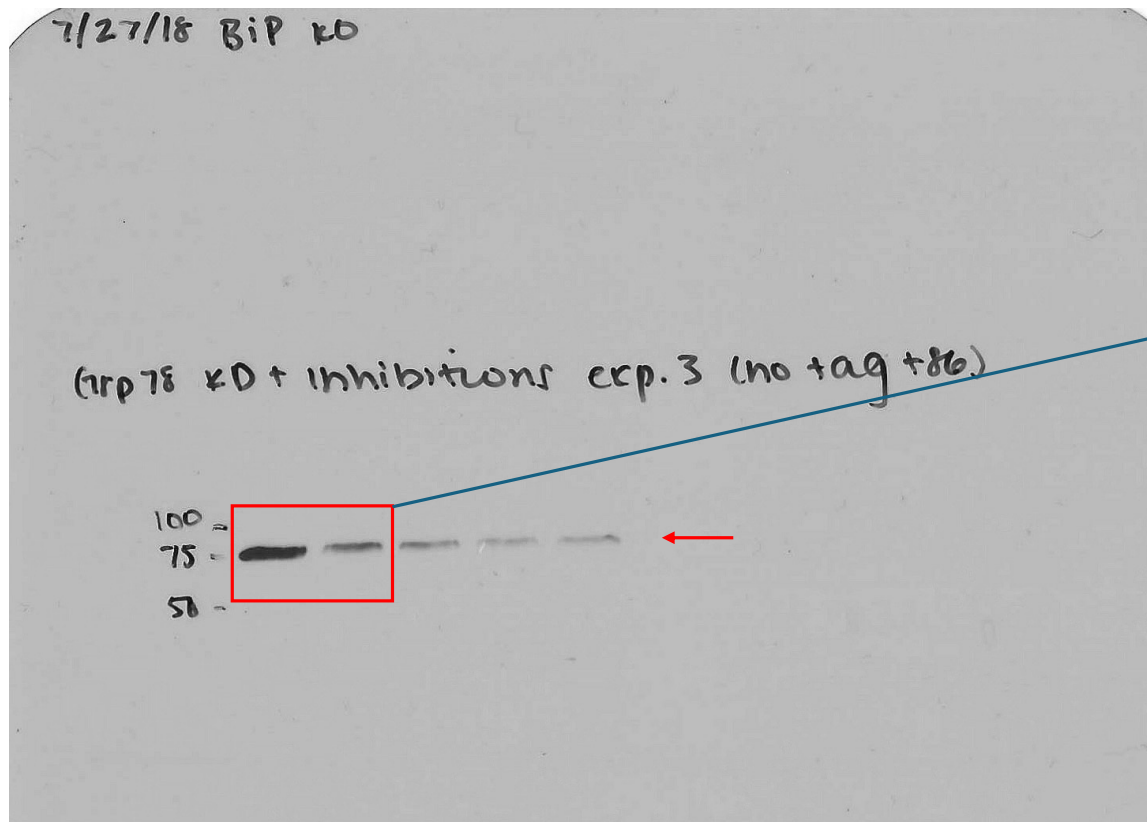

GRP78

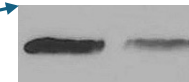

Lane 1 MWM

Lane 2 Grp78<sup>f/f</sup> Ad-LacZ (DMSO)

Lane 3 Grp78<sup>f/f</sup> Ad-Cre (DMSO)

Lane 4 Grp78<sup>f/f</sup> Ad-Cre+Atf6 Inh (AEBSF)

Lane 5 Grp78<sup>f/f</sup> Ad-Cre+IRE1 Inh (4u8c)

Lane 6 Grp78<sup>f/f</sup> Ad-Cre+PERK Inh (GSK2606414)

Fig 4a

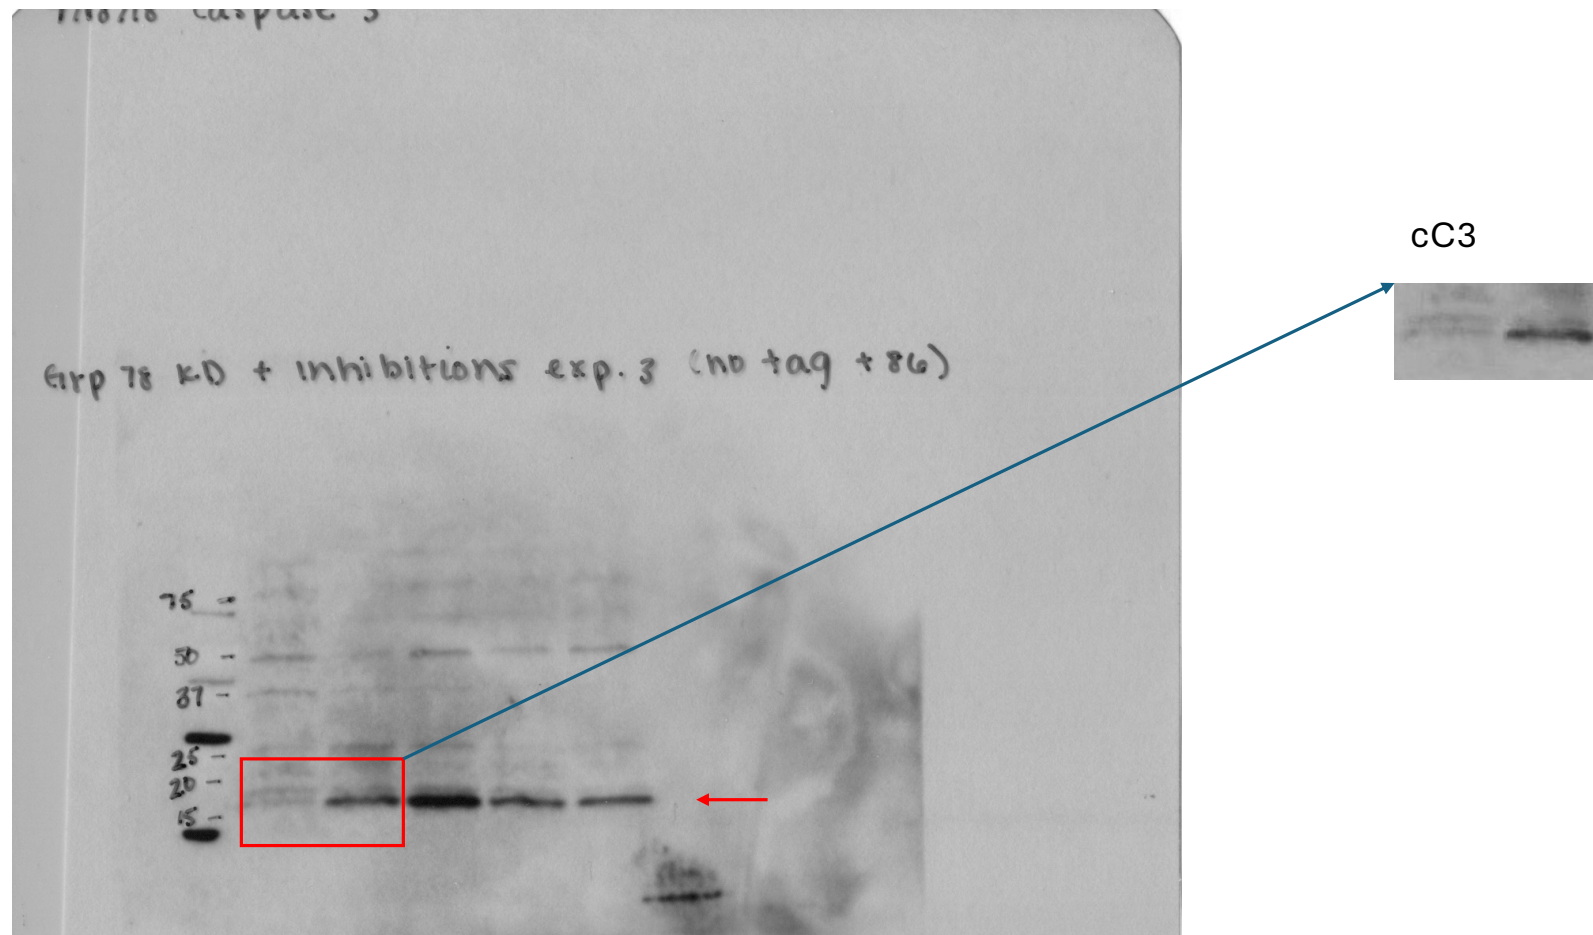

Fig 4a

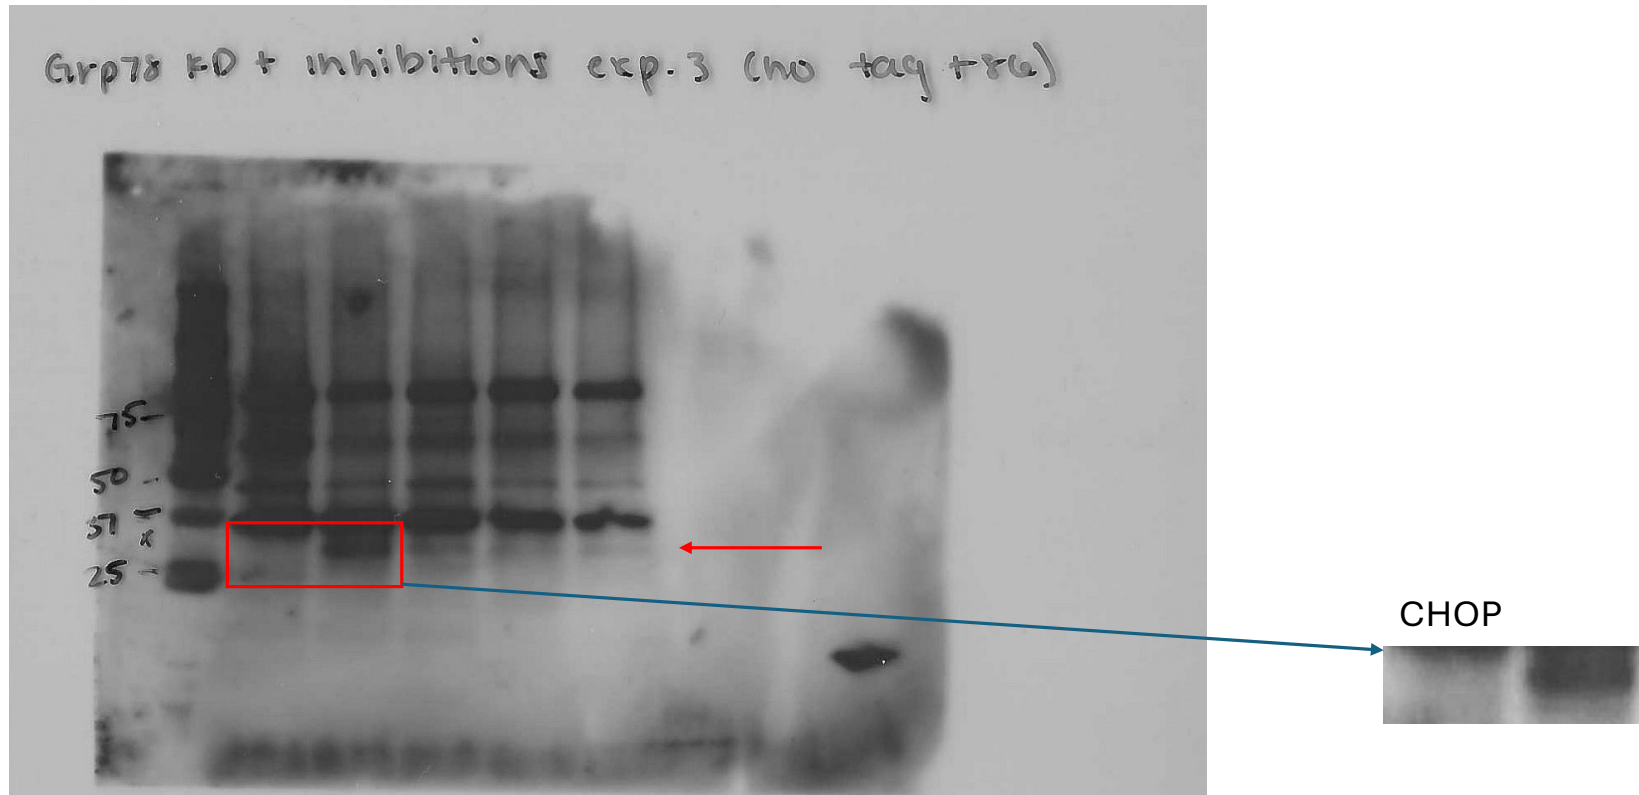

Fig 4a

ACTIN

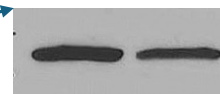

7/23/18 actin

Grp78 KO + inhibitions exp. 3 (no tag + 86)  
~~4 (2H2 no tag + 2)~~

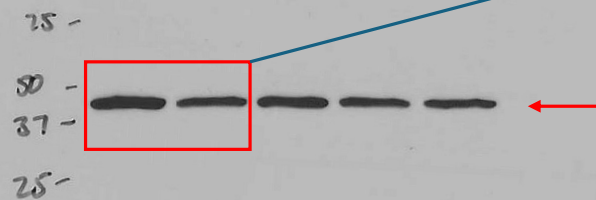

Fig 5c

Lane 1-MWM  
 Lane 2-Grp78<sup>f/f</sup> Ad-LacZ  
 Lane 3-Grp78<sup>f/f</sup> Ad-iCre  
 Lane 4-MWM  
 Lane 5-Grp78<sup>f/f</sup> Ad-LacZ  
 Lane 6-Grp78<sup>f/f</sup> Ad-iCre

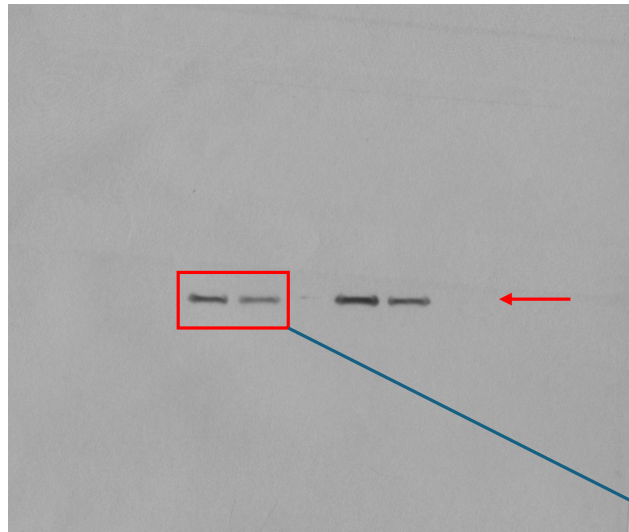

Labelled-higher exposure

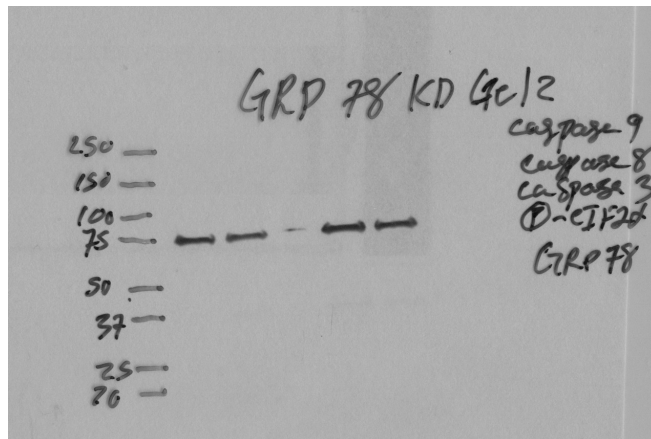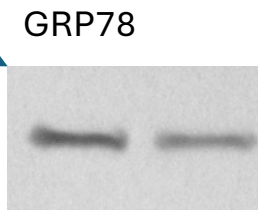

Fig 5c

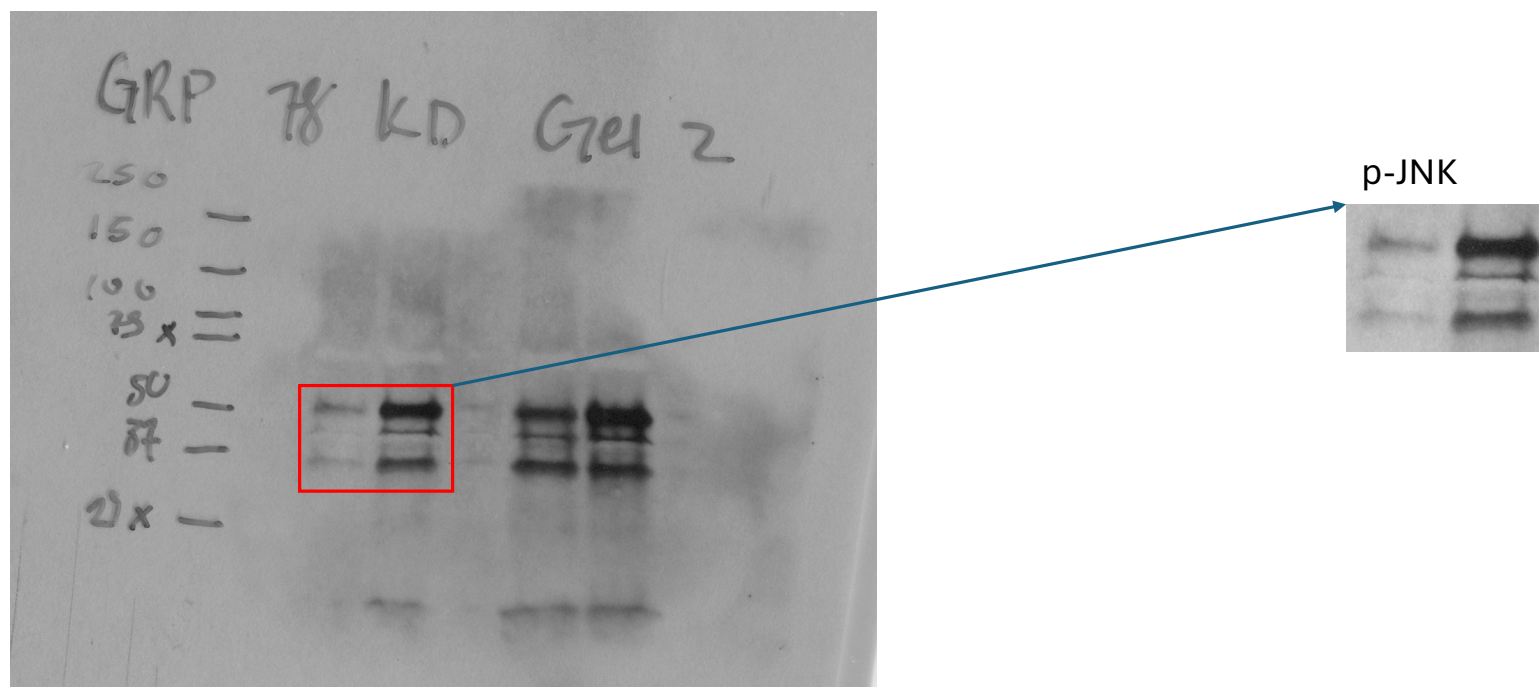

Fig 5c

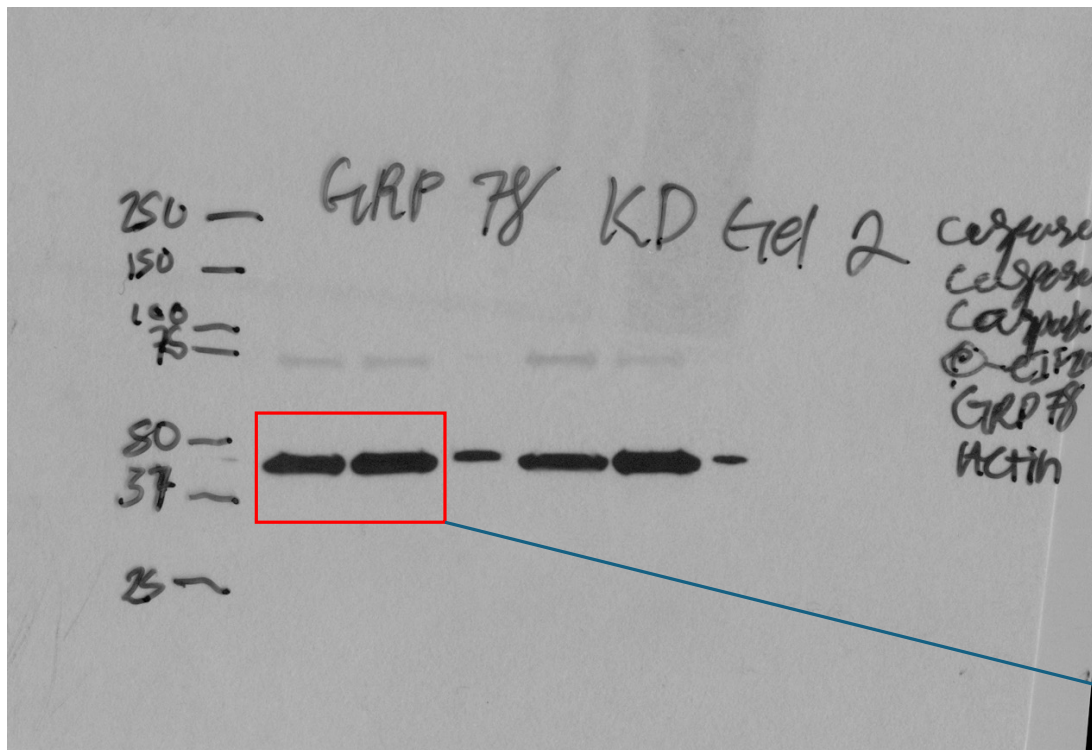

ACTIN

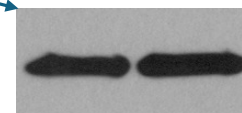

Fig 5e

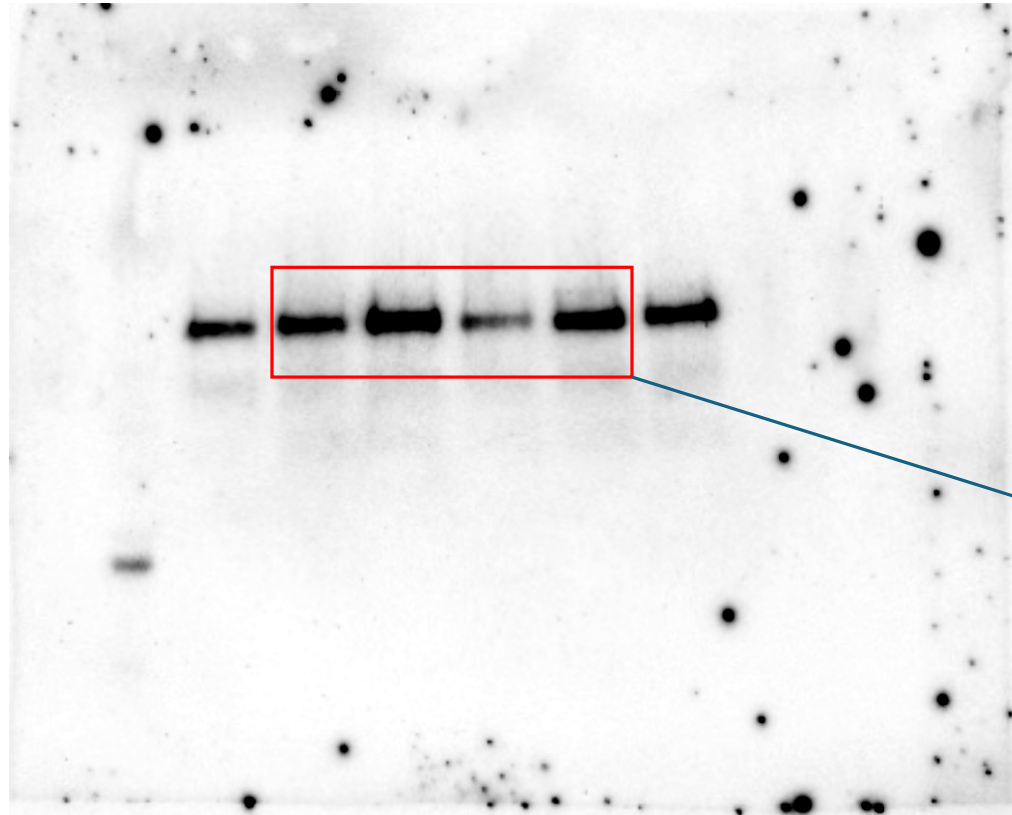

Lane 1-MWM  
Lane 2-5mM Glu Grp78<sup>f/f</sup> Ad-LacZ+DMSO  
Lane 3-15mM Glu Grp78<sup>f/f</sup> Ad-LacZ+DMSO  
Lane 4-15mM Glu Grp78<sup>f/f</sup> Ad-iCre+DMSO  
Lane 5-15mM Glu Grp78<sup>f/f</sup> Ad-iCre+APY 29 (IRE1 Kinase Inh)  
Lane 6-15mM Glu Grp78<sup>f/f</sup> Ad-iCre+STF-083010 (IRE1 Nuclease Inh)  
Lane 7-15mM Glu Grp78<sup>f/f</sup> Ad-iCre+JNK Inh

pIRE1

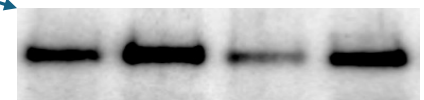

Fig 5e

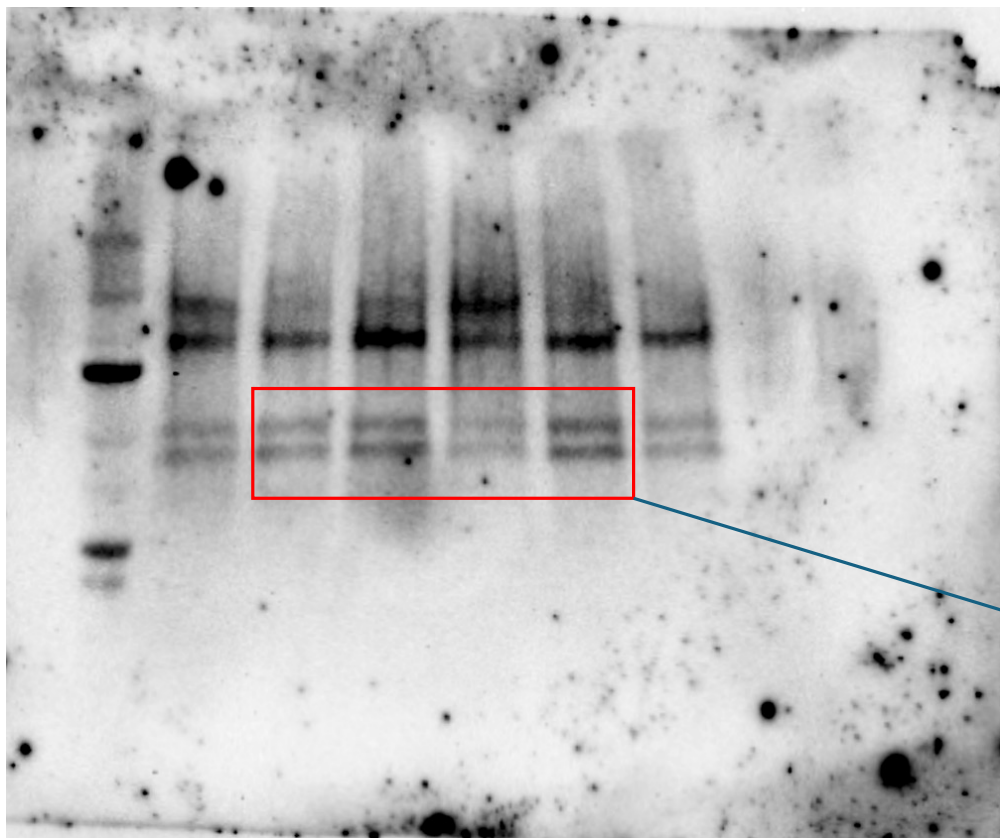

pJNK

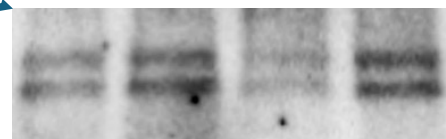

Fig 5e

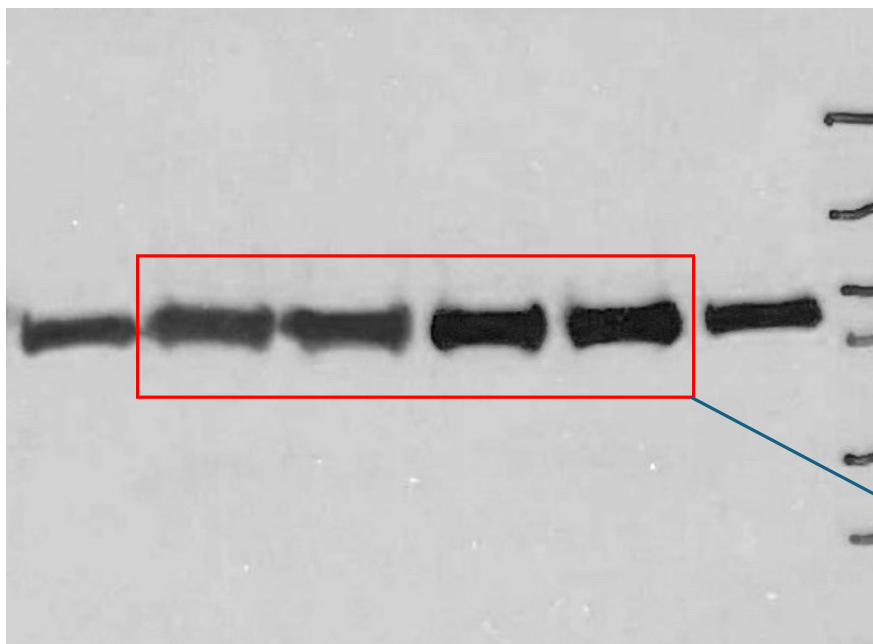

ACTIN

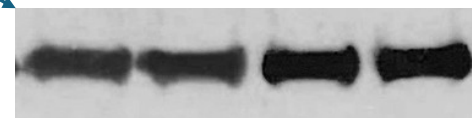

Fig 5j

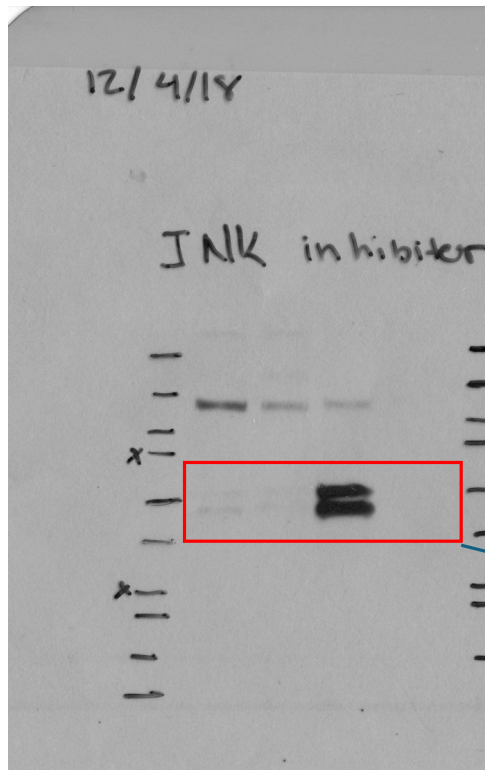

Lane 1-MWM  
Lane 2-Grp78<sup>f/f</sup> Ad-LacZ+DMSO  
Lane 3-Grp78<sup>f/f</sup> Ad-LacZ+JNK Inh  
Lane 4-Grp78<sup>f/f</sup> Ad-iCre+DMSO  
Lane 5-Grp78<sup>f/f</sup> Ad-iCre+JNK Inh  
Lane 6-MWM

p-JNK

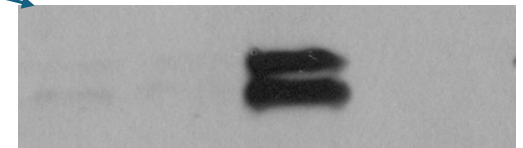

Fig 5j

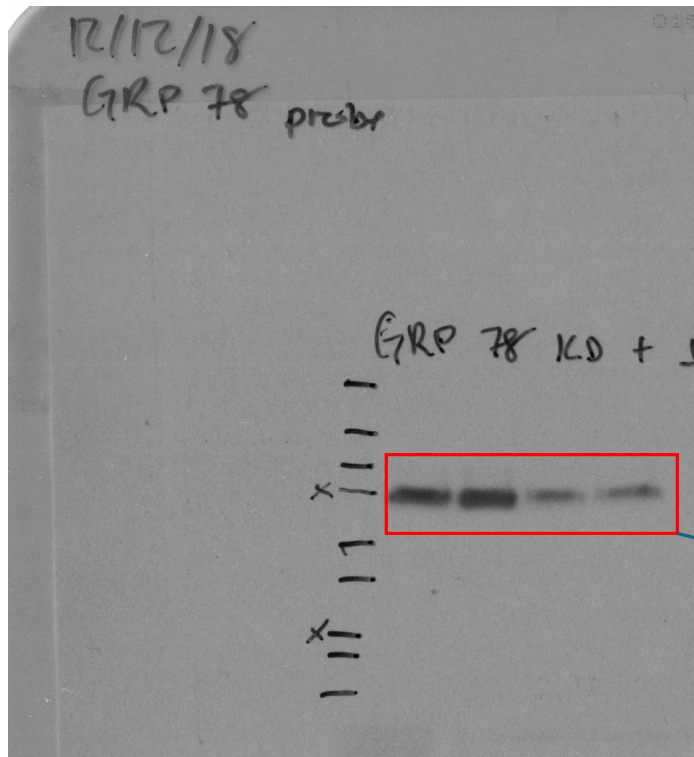

GRP78

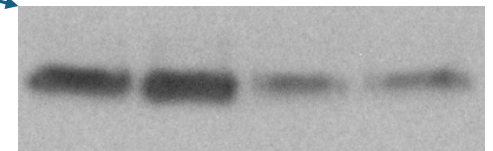

Fig 5j

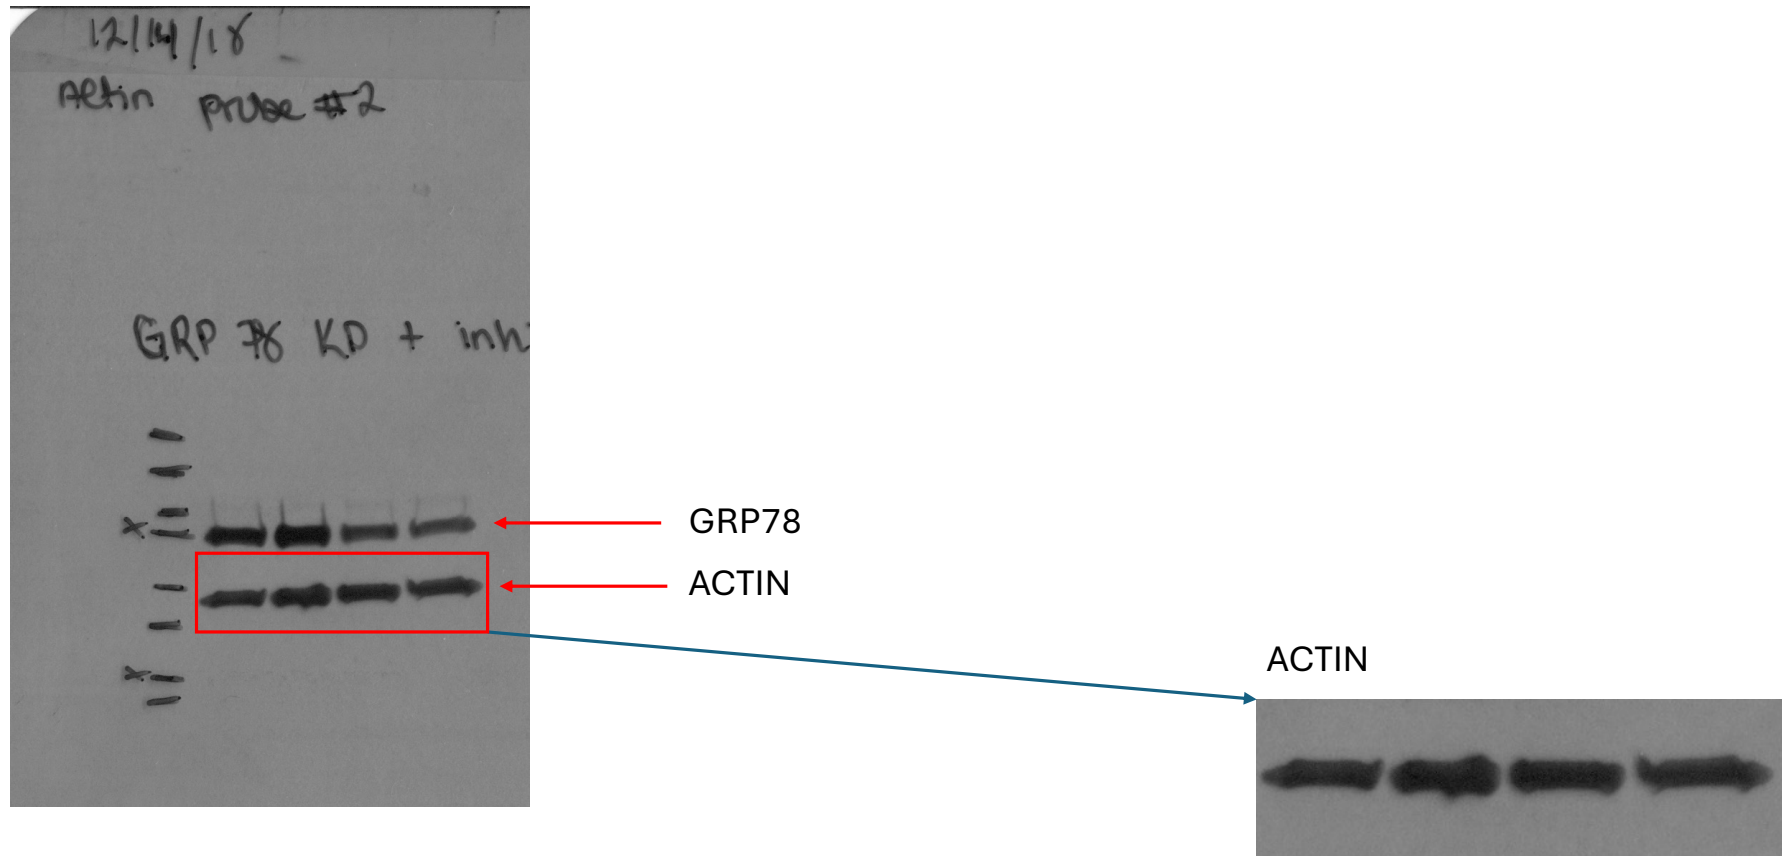

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

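Gene expression was measured in 16 libraries from dispersed islet cells of Grp78 floxed mice: 4 islet preparations (F1, M1, M2 and F2) in each of 4 conditions, Ad-LacZ, Ad-Cre, Ad-LacZ + JNK inhibitor and Ad-Cre + JNK inhibitor, at a multiplicity of infection of 20 for 72 hours in 15 mM glucose. Libraries were assigned to conditions by their labels. A further 3 columns of values that no sample label names were not used. The authors aligned paired-end reads to the mouse genome for raw counts, and the values they deposited are RPKM; the paper does not state the genome build, the annotation, the gene lengths or the step from counts to RPKM. The file lists 25105 genes, of which 4262 are 0 in all 16 libraries. The sum of RPKM over a library was between 290885 and 368719.

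Depth was read from the steps between low RPKM values times gene length, and was 7.7 to 25.5 M (mega) reads. The low filter kept genes above 1 RPKM in at least 4 libraries of a comparison. Values were scaled by TMM factors computed on RPKM without weights (trim 30% of the ratios and 5% of the levels), a pseudocount of 1 was added, and log2 values were fitted with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3. Tables were made with Python 3.11.15 and numpy 2.4.6. Each comparison used only the 8 libraries of its 2 groups, with no block. Genes were called at an unadjusted p under 0.05 and, separately, at a Benjamini-Hochberg adjusted p under 0.05, with a fold change above 1.5 for virus and above 1.2 for inhibitor. The paper gives these fold changes and P under 0.05 without stating whether P is adjusted; it was taken as unadjusted. The interaction of virus and inhibitor used all 16 libraries, and the interaction of virus and sex label 8. Single genes also had an exact two-sided permutation test, whose smallest p is 0.0286.

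The numbers in the labels pair the libraries, since the paper describes parallel cultures of the same biological replicate. As a check, the residual correlation between libraries of the same number was 0.486 to 0.721 for Ad-Cre against Ad-LacZ and 0.645 to 0.821 for the inhibitor in Ad-Cre. The mean over other pairs was negative, from -0.305 to -0.123 in these comparisons. Residuals are centred within a group, so this negative mean follows from the positive values and is no further evidence. The correlation was 0.131 to 0.826 for the inhibitor in Ad-LacZ and 0.158 to 0.663 for Ad-Cre against Ad-LacZ under inhibitor. Values with the preparation as a block are given where they change a call or a count by more than 1.5 times.

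Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with fry and with an estimated correlation. Of 30 lists, 8 were copied from the paper (Fig. 4J up and down, Fig. 4L, Fig. 6D, Fig. 6E, Fig. 6I, Supplemental Fig. 6 and the cJUN targets) and 22 were written from general knowledge. Reactome sets of 10 to 500 genes were tested likewise. The Hallmark and TRRUST collections were not used here. The overlap of p53 genes was set against 1000 simulations without an effect of the inhibitor. Genes are named in the text by a rule: those the paper names for RNA-seq or for qPCR of the same cultures, the members of the lists as members of their list, and per comparison the 5 largest rises and 5 largest falls among genes past the adjusted p and the fold change that changed alike in all 4 replicates. C1qa, Ctss, Gcg, Sst, Xist and Ddx3y were named after their values were seen.

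The alternatives were a pseudocount of 0.1, no filter, a filter at 0.1 RPKM, RPKM as deposited, quantile normalization, all 16 libraries in one fit, the preparation as a block, eBayes without trend, and each replicate left out in turn. These choices were made before the data were examined, except quantile normalization for single genes and lists, no filter for single genes, the scalings for the p53 overlap and all alternatives for Reactome sets. The procedure was tested on simulated data: of 200 genes changed 2-fold among 11590, 196 passed the filter, 83.7% of these were recovered and 5.2% of the calls were false, and with no effect 0 genes passed the adjusted p and 113 the unadjusted p. The simulated errors were independent between genes and libraries. These rates therefore leave out the pairing and the differences between preparations in the real libraries.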

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

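The tests of scaling, of cell types and of the sequencing run in this part were chosen only after the results were seen.

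In 8 of 120 groups of 4 libraries, taken over 48 named genes, 1 library lay far from the other 3 by Dixon's ratio, where chance gives about 1 in 20, or 6.0. In Ad-LacZ, replicate M2 had 1.13 RPKM for Derl3 (others 2.08 to 2.24), 12.7 for Nes (8.52 to 9.19) and 9.38 for Klf11 (6.85 to 7.06), and replicate F1 had 16.8 for Slc4a10 (17.8 to 17.9). In Ad-Cre + JNK inhibitor, replicate F2 had 136 RPKM for Txnip (94.7 to 101), 1434 for Pdia4 (959 to 1026) and 46.5 for C1qtnf1 (22.9 to 26.9), and replicate M2 had 17.9 for Bak1 (14.0 to 14.5). The values rest on 52 reads (Derl3) to 26561 reads (Pdia4). The F2 library of Ad-Cre + JNK inhibitor, with 3 of the 8 values, is also the 1 library from another sequencing run and the shallowest; run, depth and the preparation cannot be told apart with 1 library. No biological explanation was tested.

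The change of Phlda3 with inhibitor in Ad-Cre went one way in the replicates labelled female (0.11 in F1, 0.12 in F2) and the other in those labelled male (-0.08 in M1, -1.28 in M2). The difference was not tested, and among 67 genes and comparisons looked at chance gives 8.4 such patterns. Sex-linked genes go against the labels of F2 and M2, as given under the other observations, so that the grouping by label is itself in doubt.

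The IRE1-dependent decay genes had a median log2 change of -0.204 with inhibitor in Ad-Cre and of 0.464 in Ad-LacZ, and the interferon response genes -0.203 and 0.104, with all 4 replicates opposite in sign; among 55 genes and lists looked at, chance gives 0.4. The interaction, over all 16 libraries, was lower in 8 of 8 IRE1-dependent decay genes (median -0.609, limma's camera p = 0.000368 and fry p = 0.0263, neither an exact test) and in 13 of 15 interferon genes (median -0.514, camera p = 4.91e-10 and fry p = 0.00578, neither an exact test). Both lists were picked for this pattern, so these p overstate the evidence. Scaling as the whole cause is argued against by quantile normalization, where fry, which does not set a list against other genes, gave 0.0296 and 0.00422 (not exact tests) and the medians stayed opposite in sign. The macrophage markers had the same interaction (12 of 12 lower, median -0.73, camera p = 5.31e-10 and fry p = 0.0211, neither an exact test), and so had the stellate and fibroblast markers in direction (13 of 13 lower, median -1.311, camera p = 6.46e-08 and fry p = 0.196, neither an exact test). A change in the cells present and a different response to the inhibitor with each virus both remain open as hypotheses.

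The paper gives no RNA-seq result for the inhibitor without knockdown or for the knockdown under inhibitor. With inhibitor in Ad-LacZ, 23 of 11657 genes passed the adjusted p and 556 the unadjusted p. Between Ad-Cre and Ad-LacZ, both with inhibitor, 1689 of 11598 genes passed the adjusted p (913 higher, 776 lower; 673 and 1240 with the RPKM values as deposited).

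With inhibitor in Ad-LacZ the macrophage markers had a median log2 change of 0.728 (12 of 12 higher in the fit, adjusted p = 5.68e-18 from limma's camera, 0.0242 with fry) and the stellate and fibroblast markers 0.975 (11 of 11 higher, adjusted p = 4.91e-06 from camera, 0.454 with fry). In the most abundant macrophage markers, Lyz2 rose from 29.5 to 151 RPKM (log2 change 2.17), C1qa from 31.1 to 54.0 RPKM (0.76) and Ctss from 12.8 to 27.0 RPKM (1.01). Of the 14 macrophage markers in the file, 10 are above 1 RPKM in Ad-LacZ, 1 is in another list and 1 in a list of the paper; of the 14 stellate and fibroblast markers the numbers are 11, 3 and 1. A lower share of β cells would raise the α and δ cell markers alike, but in every replicate the macrophage median lay at least 0.252 and the stellate and fibroblast median at least 0.391 above theirs. More macrophages (12 markers higher) and more stellate cells or fibroblasts (11 markers higher) in the cultures may account for the changes, as may expression per cell, which was not tested.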

How the results depend on the processing

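For each result that changed, the cause was not tested, except that leaving out a replicate leaves fewer libraries. Of 965 list values under alternatives, 802 kept direction and side of the threshold, 94 fell short of it, 32 newly passed it and 37 reversed; of 594 values of single genes the numbers are 501, 75, 15 and 3. The count of 1191 genes between Ad-Cre and Ad-LacZ stayed within 1.5 times under every alternative run. With the preparation as a block, other totals over all genes, lists or Reactome sets than those given here stayed within 1.5 times, while counts within lists often moved more (higher genes in Ad-Cre, adjusted over all genes: oxidative phosphorylation 1 to 11, macrophage markers 3 to 9, Fig. 6E 6 to 11; with inhibitor in Ad-Cre, Fig. 4L 0 to 8), and calls changed in 6 list values and 17 values of single genes.

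Across the 4 fits that each left out 1 replicate, the genes past the adjusted p ranged from 196 to 755 for Ad-Cre against Ad-LacZ (983 with all), from 323 to 2369 for the same under inhibitor (1689 with all) and from 1 to 3 for the inhibitor in Ad-LacZ (23 with all). At the unadjusted p they ranged from 396 to 1271 for the inhibitor in Ad-Cre (919 with all) and from 124 to 792 for the interaction (409 with all). Reactome sets with inhibitor in Ad-Cre ranged from 71 to 155 (149 with all), the p53 overlap from 14 to 31 (27 with all) and the named genes past the adjusted p from 24 to 28 (40 with all).

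For the inhibitor in Ad-Cre, the unadjusted count was 1463 with RPKM as deposited and 2164 with the block, and the adjusted count, 0 with the settings used, was 3 with a pseudocount of 0.1, 58 with all 16 libraries in one fit and 753 with the block. For the inhibitor in Ad-LacZ, the unadjusted count was 978 with the block, and the adjusted count 4 with no filter, 7 as deposited, 11 with all 16 libraries and 46 with the block. With the block the interaction had 1427 genes and the sex difference 228 at the unadjusted p. Ad-Cre against Ad-LacZ under inhibitor shifted the median of all genes by -0.12 with RPKM as deposited.

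Of the gene lists, an estimated correlation passed 0 in each of the 3 comparisons (21, 14 and 9 with the settings used), and fry passed 0 with inhibitor in Ad-Cre and 1 with inhibitor in Ad-LacZ. With quantile normalization 9 lists passed with inhibitor in Ad-Cre. Of the Reactome sets, fry passed 55 and an estimated correlation 0 for Ad-Cre against Ad-LacZ (117 with the settings used), and each passed 0 with inhibitor in Ad-Cre, where 68 passed as deposited. The p53 overlap was 9 with the knockdown taken from M2 and F2.

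For Ad-Cre against Ad-LacZ, the median of the α cell markers ranged from -0.054 to 0.03 across the fits without 1 replicate and that of the δ cell markers from -0.047 to 0.051, with -0.166 under quantile normalization. With inhibitor in Ad-Cre they were, as deposited, Fig. 6D -0.048, XBP1s targets -0.048, core p53 targets -0.076 and glycolysis -0.052; with quantile normalization, Fig. 4J up -0.06, Supplemental Fig. 6 UPR genes -0.06, ATF6 targets -0.011, XBP1s targets -0.072, glycolysis -0.046 and the gene Hspa5 -0.22; at a filter of 0.1 RPKM, Fig. 4J up -0.009. Across the fits without 1 replicate, the sign changed for the β cell identity genes (-0.055 to 0.025), the macrophage markers (-0.301 to 0.227), Phlda3 (-0.42 to 0.052) and Sdc1 (-0.49 to 0.10), the last 2 positive without M2.

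With inhibitor in Ad-LacZ, quantile normalization reversed the ATF6 targets (-0.027), oxidative phosphorylation genes (-0.029) and δ cell markers (-0.081), and the filter at 0.1 RPKM reversed the cJUN targets (0.027) and δ cell markers (-0.002). Across the fits without 1 replicate, lists whose sign changed without F1 ranged from -0.062 to 0.17 (Fig. 4J down), -0.047 to 0.165 (ATF6), -0.1 to 0.035 (ATF4 and CHOP), -0.13 to 0.035 (AP-1), -0.014 to 0.055 (β cell identity), -0.006 to 0.047 (glycolysis), -0.004 to 0.106 (α) and -0.086 to 0.005 (endothelial). Those whose sign changed without F2 ranged from -0.105 to 0.18 (Fig. 6E), -0.145 to 0.088 (Fig. 6I), -0.017 to 0.202 (apoptosis machinery), -0.08 to 0.14 (NF-kB) and -0.016 to 0.033 (δ, which changed sign without M1 too).

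Depth limits low genes: in the shallowest library 1 RPKM on a gene of 2 kilobases is 15.4 reads.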

Differences from the paper's values

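The paper gives 194 genes changed by JNK inhibition during knockdown, 141 raised and 53 lowered, where 919 were found here with P taken as unadjusted, 619 raised and 300 lowered, and 0 with an adjusted p. The paper does not state whether its P is adjusted. None of the alternatives set before the data were examined closed the gap; the nearest totals were 396 without replicate M1 and 459 without replicate F2. The paper gives a lowest depth of 17 M paired-end raw counts per sample, where the steps of the RPKM values give 7.7 M. The steps give the read total behind the RPKM values, which may not be the same measure.

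The paper reports that the transcript of Grp78 was reduced by the knockdown in qPCR of parallel aliquots of the sequenced samples. In the libraries labelled Ad-Cre, Hspa5 had a log2 fold change of 1.51, and no setting run gave a lower value than in Ad-LacZ.

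The paper places the UPR gene set first among the raised Hallmark sets. Those sets were not tested here, so the ranks that follow are over other sets. Among the Reactome sets, eukaryotic translation elongation had the smallest p from camera (adjusted p 0.0523 with fry and 0.894 with an estimated correlation). Among the lists that the study had not picked, the ATF6 targets came first with camera at the preset correlation. With fry the MYC and ribosome biogenesis genes had a p of 2.07e-05, against 2.47e-05 for the ATF6 targets, and both had an adjusted p of 0.000239. With an estimated correlation in camera the MYC and ribosome biogenesis genes had an adjusted p of 0.0602, against 0.126 for the ATF6 targets.

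Under JNK inhibition the paper reports lower Myc, UPR, p53, E2F and glycolysis sets. Those Hallmark sets were not tested here, so the medians that follow are over other lists. Fig. 6D holds only p53 genes that the paper finds raised by the knockdown. Here the median log2 changes were 0.16 for MYC, 0.41 for ATF6 targets, 0.09 for Fig. 6D, 0.26 for proliferation and 0.09 for glycolysis genes. Negative medians were reached with RPKM as deposited for Fig. 6D (-0.05), core p53 targets (-0.08), XBP1s targets (-0.05) and glycolysis (-0.05), where the median of all genes was -0.14. They were also reached with quantile normalization, chosen for lists after seeing the values, for ATF6 targets (-0.01), XBP1s targets (-0.07), Supplemental Fig. 6 (-0.06) and glycolysis (-0.05). With the settings used, the ATF4 and CHOP targets (-0.10) and the p53 genes of Fig. 6E (-0.24) and Fig. 6I (-0.26) were negative. The study chose the Fig. 6E genes, which include those of Fig. 6I, for that fall. In both p53 lists the fall was largest in replicate M2 (-0.90 and -1.05).

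The paper describes Cdkn1a as not affected by JNK inhibition. Its log2 fold change here was 0.35, which did not pass the adjusted p under any setting run.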

Other observations

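The tests in this part were chosen only after the results were seen, except those of depth, of the ribosomal protein genes, of the p53 overlap by simulation and of exchanged labels for the p53 genes with inhibitor.

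Other splits of the 8 libraries into 4 and 4 were counted, the real one included. For Ad-Cre against Ad-LacZ, 1 of 35 splits gave as many genes at the unadjusted p and 1 at the adjusted p, but 8 gave as many gene lists and 10 as many Reactome sets. For the inhibitor in Ad-Cre the numbers were 7 (unadjusted), 35 (adjusted, where the real count is 0), 8 (lists) and 5 (Reactome). For the inhibitor in Ad-LacZ they were 10, 2 and 19 (lists), and for Ad-Cre against Ad-LacZ under inhibitor 1, 1 and 7 (lists). For the interaction, 25 of 100 draws gave as many genes. The split of F1 and M1 from F2 and M2 gave more genes than the inhibitor did: 4691 at the unadjusted p among the Ad-Cre libraries and 2927 among the Ad-LacZ libraries. Among the 8 splits that part all 4 pairs, as the real one does, the real one alone reached its unadjusted count in each of the 4 comparisons, and 3 reached its list count for Ad-Cre against Ad-LacZ, without and with inhibitor, and for the inhibitor in Ad-LacZ. In the fit with the preparation as a block, 2 of these 8 splits reached the unadjusted count of 978 for the inhibitor in Ad-LacZ (the other gave 1021), and 1 in each of the other comparisons.

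Replicates F1 and M1 lay apart from F2 and M2. Run or lane as the cause is argued against, since 15 libraries share both. Mean depth was 19.4 and 20.9 M reads (exact permutation p = 0.554). Differences between islet preparations remain open and untested.

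Hspa5 was higher in the libraries labelled Ad-Cre. An exchange of virus labels is argued against by Hsp90b1 and Calr, which the paper also finds raised by qPCR after knockdown and which lay above every Ad-LacZ library in all 8 libraries labelled Ad-Cre. Scaling as the whole cause is argued against by quantile normalization, with a log2 change of 1.10 (adjusted p = 0.00529 from limma). Reads from exons outside the deletion could give the log2 change of 1.51, and cannot be told apart from whole transcripts with 1 value per gene.

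In replicate F2, labelled female, Xist was at most 0.0283 RPKM and Ddx3y 12.4 to 25.3; in replicate M2, labelled male, Xist was 27.1 to 46.4 and Ddx3y at most 0.0379. All 8 libraries of F2 and M2 went against their label, which may come from an exchange of the labels of whole replicates. Animals of both sexes in 1 replicate are argued against, with 0 libraries of F2 and M2 holding both transcripts, and so is an exchange of single libraries, with 0 replicates whose libraries differ. The sex labels were used for 1 test, the interaction of virus and sex, where 0 genes passed the adjusted p and 15 the unadjusted p.

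The β cell identity genes were lower in the libraries labelled Ad-Cre. The 15 α and δ cell markers went both ways, between -0.865 and 0.21 (Gcg 0.00, Sst -0.04), while 12 of 12 macrophage, 11 of 11 stellate and fibroblast, 9 of 10 endothelial and 5 of 8 duct cell markers were higher. Fewer β cells would raise all of these alike, but the gap between the macrophage median and the α or δ median was as low as -0.034, in replicate F1, and over 1.3 in M2 and F2. Fewer β cells therefore cannot be told apart from lower expression per β cell, and more cells of other types stay open as well.

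Ribosomal protein genes were higher in Ad-Cre (89 of 89, median 0.635) and with inhibitor in Ad-Cre (90 of 90, median 0.406; 0.257 as deposited and 0.228 with quantile normalization). Genes matched on length and expression had medians of 0.174 and 0.205, which argues against gene length and expression as the whole cause but leaves them a part: the median of all genes was -0.008 and -0.014, and with inhibitor 95% of the draws of matched genes lay between 0.143 and 0.278. Reads shared with pseudogenes cannot be told apart, as the median SD within groups (0.27 and 0.292) lay within that of matched genes.

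Of the core p53 targets, the 19 outside Fig. 6D had a camera p of 0.48 in Ad-Cre (not an exact test). Fig. 6D holds p53 genes chosen as raised in these libraries, so this split follows the change itself, and a rise of the whole list cannot be told apart from one carried by the genes the study picked. The count of p53 genes raised and then lowered was reached by 735 of 1000 simulations without any effect of the inhibitor. Chance in the shared Ad-Cre libraries is left out of these simulations, so they cannot tell its part. The fall of the Fig. 6E genes with inhibitor had an adjusted p of 0.453 without replicate M2; as the study chose these genes for that fall, a part of M2 alone cannot be told apart from the choice.

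The p53 genes of Fig. 6D had a median above 0 with inhibitor in Ad-Cre after TMM scaling. The paper finds the Hallmark p53 set lower, which was not tested here, and Fig. 6D holds only its genes raised by the knockdown. Among these raised genes the paper gives those of Fig. 6E as lowered, and 11 of 11 tested were lower here too. The paper's fall is therefore no direct comparison for the rise of the Fig. 6D genes. Exchanged labels are argued against by the 23 genes past the adjusted p for the inhibitor in Ad-LacZ, of which 23 changed in the same direction in Ad-Cre. Scaling cannot be told apart: as deposited the median was -0.048 and 40 of 71 genes were lower, against 27 of 71 after TMM scaling, but there the median of all genes moved as well, from -0.014 to -0.139, and a difference from all genes does not respond to such a shift. For the ATF6 targets scaling may explain the rise, since the median was -0.011 with quantile normalization, where that of all genes was -0.003. Another sequencing run, with 1 library, cannot be told apart as a cause of the single values of F2.

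For the inhibitor in Ad-LacZ, the largest rises past the adjusted p were Mgp (2.36), Lyz2 (2.17), Nrcam (1.55), Cldn11 (1.52) and Fcgr3 (1.29), and the largest falls Dusp8 (-1.39), Kcnab3 (-1.33), Nes (-0.98), Dusp16 (-0.95) and Klf11 (-0.72); apart from Nrcam each lost the call in at least 1 fit that left out a replicate. Under inhibitor, Ad-Cre against Ad-LacZ gave Derl3 5.49, Creld2 4.17, Pdia4 3.44, Rnu3b4 3.34 (a small RNA gene with copies, uncertain) and C1qtnf1 3.10, and Akr1c14 -2.59, Lix1 -2.55, Phactr1 -2.37, G6pc2 -2.33 and Gm11578 -2.33. There the ATF6 targets had a median of 2.14 and 18 lists passed the adjusted p.

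Lists not given above had these medians in Ad-Cre against Ad-LacZ, with adjusted p from limma's camera: cJUN targets 0.33 (0.253; 0.000919 with fry), IRE1-dependent decay 0.25 (0.413), cholesterol synthesis 0.31 (7.86e-05), oxidative phosphorylation 0.17 (0.034; 0.202 without F1, 0.0583 without M1, 0.262 with quantile normalization, 0.547 with fry), duct 0.31 (0.0683; 0.0405 as deposited, 0.04 without M2, 0.03 with fry), endothelial 0.28 (0.165), stellate and fibroblast 0.70 (0.101; 0.00928 with the block, 0.0156 without F1, 0.0326 without M1) and macrophage markers 0.80 (3.12e-05). With inhibitor in Ad-Cre they were Fig. 4L 0.14 (0.00204; 0.0998 with quantile normalization), Fig. 4J up 0.46 (0.262), Fig. 4J down -0.20 (0.634), cJUN -0.07 (0.378), apoptosis machinery -0.09 (0.181), AP-1 -0.17 (0.0533; 0.0392 with the block), β cell identity -0.01 (0.548), NF-kB -0.17 (0.243), cholesterol 0.30 (0.00196), oxidative phosphorylation 0.24 (2.38e-06), α 0.34 (0.0018), δ 0.56 (0.0137; 0.142 without M2), acinar 0.28 (0.257), duct 0.39 (0.00185; 0.0585 with quantile normalization), endothelial 0.19 (0.458), stellate and fibroblast -0.59 (0.11; 0.00148 with the block) and macrophage -0.04 (0.779).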
